# COPI vesicle formation and *N*-myristoylation are targetable vulnerabilities of senescent cells

**DOI:** 10.1038/s41556-023-01287-6

**Published:** 2023-11-27

**Authors:** Domhnall McHugh, Bin Sun, Carmen Gutierrez-Muñoz, Fernanda Hernández-González, Massimiliano Mellone, Romain Guiho, Imanol Duran, Joaquim Pombo, Federico Pietrocola, Jodie Birch, Wouter W. Kallemeijn, Sanjay Khadayate, Gopuraja Dharmalingam, Santiago Vernia, Edward W. Tate, Juan Pedro Martínez-Barbera, Dominic J. Withers, Gareth J. Thomas, Manuel Serrano, Jesús Gil

**Keywords:** Cell biology, Cell growth, Senescence

## Abstract

Drugs that selectively kill senescent cells (senolytics) improve the outcomes of cancer, fibrosis and age-related diseases. Despite their potential, our knowledge of the molecular pathways that affect the survival of senescent cells is limited. To discover senolytic targets, we performed RNAi screens and identified coatomer complex I (COPI) vesicle formation as a liability of senescent cells. Genetic or pharmacological inhibition of COPI results in Golgi dispersal, dysfunctional autophagy, and unfolded protein response-dependent apoptosis of senescent cells, and knockdown of COPI subunits improves the outcomes of cancer and fibrosis in mouse models. Drugs targeting COPI have poor pharmacological properties, but we find that *N*-myristoyltransferase inhibitors (NMTi) phenocopy COPI inhibition and are potent senolytics. NMTi selectively eliminated senescent cells and improved outcomes in models of cancer and non-alcoholic steatohepatitis. Our results suggest that senescent cells rely on a hyperactive secretory apparatus and that inhibiting trafficking kills senescent cells with the potential to treat various senescence-associated diseases.

## Abstract (web summary)

McHugh et al. identify COPI trafficking as a vulnerability of senescent cells. *N*-myristoyltransferase inhibitors phenocopy COPI inhibition and are potent senolytics.

## Main

Senescence is a cellular response induced by stresses such as replicative exhaustion, oncogenic activation or genotoxic agents. Following the induction of senescence, cells enter a stable cell-cycle arrest, a process mediated by the upregulation of cyclin-dependent kinase inhibitors, such as p16^INK4a^ and p21^CIP1^^1^. Senescent cells also undergo multiple phenotypic changes, including altered morphology, chromatin remodelling, organelle reorganization, altered metabolism and the production of a bio-active secretome known as the senescence-associated secretory phenotype (SASP)^2^.

Acute induction of senescence is a protective response that, by restricting the replication of damaged cells, limits cancer and fibrosis. However, senescent cells accumulating during aging contribute to many pathologies^3^. The selective killing of p16^INK4a^-positive senescent cells (senolysis) in aged normal mice improves healthspan, increases lifespan^4^ and also alleviates pathologies such as atherosclerosis^5^, osteoarthritis^6^ and neurodegenerative diseases^7^.

These observations have made the prospect of senolytic therapies attractive^8^. Several senolytics have been identified, including dasatinib and quercetin (referred to as D + Q)^9^, Bcl2 family inhibitors such as ABT-263 and ABT-737^10–12^, a modified FOXO4-p53 interfering peptide^13^, HSP90 inhibitors^14^, cardiac glycosides^15,16^ and β-galactosidase-activated nanoparticles and pro-drugs^17–19^. First-in-human studies have validated the potential of senolytics to decrease senescence burden in human patients^20–22^. However, the failure of the Phase 2 clinical trial of a senolytic MDM2 inhibitor against osteoarthritis^23^ highlights the need to identify more effective and specific senolytics. To this end, we need to comprehensively uncover the molecular pathways promoting the survival of senescent cells.

In this Article we report the performance of unbiased genetic screens to discover senolytic targets. Our findings reveal coatomer complex I (COPI) signalling and *N*-myristoylation as previously unknown and targetable vulnerabilities of senescent cells that can be exploited to treat senescence-associated pathologies.

## Results

### Small-interfering RNA screens identify senolytic targets

To discover vulnerabilities associated with senescence, we performed large-scale small-interfering RNA (siRNA) screens in normal and senescent human cells (Fig. 1a). We first used IMR90 fibroblasts expressing an ER:RAS fusion protein. In the presence of 4-hydroxytamoxifen (4OHT), ER:RAS becomes activated, inducing oncogene-induced senescence (OIS; Extended Data Fig. 1a–d). Transfection with siRNAs and their associated knockdown were equally efficient in senescent and non-senescent cells. Moreover, depletion of *BCL2L1* (also known as *Bcl-XL*) preferentially killed cells undergoing OIS, acting as a screen control (Fig. 1b and Supplementary Fig. 1).

**Fig. 1:**
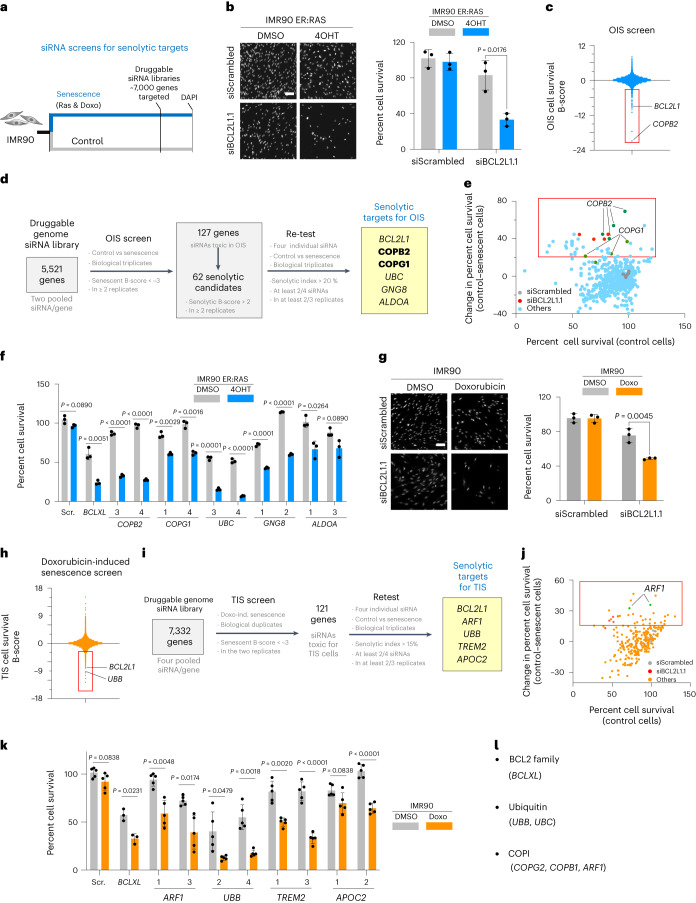
RNAi screens identify senolytic targets. **a**, Experimental design for the RNAi screens to identify senolytic targets. **b**, Right: quantification of cell survival of senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells three days post-transfection with *BCL2L1* siRNA (*n* = 3). Left: representative DAPI-stained immunofluorescence (IF) images. Scale bar, 100 µm. **c**, Results of the primary siRNA screen for senolytic targets in OIS. Normalized cell counts are shown as mean B-score, reflecting counts normalized to account for plate positional effects using the B-scoring method. A candidate was considered a hit if the B-score in ≥2 replicates was <−3. **d**, Summary of the siRNA screen for senolytic targets in OIS, genes in the same pathway are indicated in bold. **e**, Re-test of OIS screen candidates. A candidate was considered a hit if the change in % cell survival was >20 with siRNAs in ≥2 replicates. **f**, Percentage cell survival in the context of OIS (4OHT) and control (DMSO) cells (*n* = 3). The data represent the deconvolution of values shown in **e**. **g**, Right: quantification of cell survival of doxorubicin-induced senescent (Doxo) and control (DMSO) IMR90 cells three days post-transfection with *BCL2L1* siRNA (*n* = 3). Left: representative DAPI IF images. Scale bar, 100 µm. **h**, Results of the primary siRNA screen for senolytic targets in doxorubicin-induced senescence. Normalized cell counts are shown as mean B-score. A candidate is considered a hit if the B-score was <−3 in ≥2 replicates. **i**, Summary of the siRNA screen for senolytic targets in doxorubicin-induced senescence. **j**, Re-test of TIS screen candidates. A candidate was considered a hit if the change in % cell survival was >15 with siRNAs in ≥2 replicates. **k**, Percentage cell survival of doxorubicin-induced senescence (Doxo) and control (DMSO) cells (*n* = 6 for DMSO- and 4OHT-treated cells, *n* = 3 for *BCLXL* siRNA transfected cells). Data represent the deconvolution of values shown in **j** with additional replicates. **l**, Common pathways identified in the siRNA screen for senolytic targets. Data in **b**, **f**, **g** and **k** are presented as mean ± s.d. (unpaired, two-tailed Student’s *t*-test). *n* represents independent experiments in **b**, **f**, **g**, **k**. Data in **c** and **h** is representative of three replicates. Data are presented as percentage cell survival in control cells versus the difference in cell survival between control and senescent cells in **e** and **j**. Source numerical data are available as source data. Source data

We screened a ‘druggable genome’ siRNA library targeting around 5,500 genes in IMR90 ER:RAS cells and compared the effects of siRNAs on the viability of normal and senescent cells. We identified 127 genes for which knockdown killed 4OHT-treated cells undergoing OIS (Fig. 1c,d); 62 of these genes were not essential for viability in control (dimethyl sulfoxide (DMSO)-treated) cells (Extended Data Fig. 1e,f and Fig. 1d). We then performed a secondary screen with a library comprising four independent siRNAs targeting each of the candidates (Fig. 1e,f) and confirmed six genes (*BCL2L1*, *COPB2*, *COPG1*, *UBC*, *GNG8* and *ALDOA*) for which knockdown selectively killed cells undergoing OIS, but not non-senescent cells (Fig. 1f).

To identify senolytic targets relevant to different types of senescence, we treated IMR90 cells with doxorubicin to model chemotherapy-induced senescence (TIS; Extended Data Fig. 1g–k). Knockdown of *BCL2L1* preferentially killed cells undergoing TIS (Fig. 1g). We screened a library targeting over 7,300 genes and identified that siRNAs against 121 genes killed cells undergoing doxorubicin-induced senescence (Fig. 1h,i). A secondary screen confirmed that siRNAs targeting five of those genes (*BCL2L1*, *ARF1*, *UBB*, *TREM2* and *APOC2*) preferentially killed cells undergoing TIS when compared to normal cells (Fig. 1i–k). Overall, we identified ten known or putative senolytic targets from both screens. *BCL2L1* together with ubiquitins (*UBB* and *UBC*) and components of the coatomer complex I (COPI) pathway (*COPB2*, *COPG1* and *ARF1*) were identified in both screens (Fig. 1l), suggesting that they constitute general vulnerabilities associated with senescence.

### COPI is a liability of senescent cells

COPI is involved in the retrograde transport of vesicles from the Golgi to the endoplasmic reticulum (ER) and it regulates other membrane-trafficking events^24^. To confirm the COPI complex as a vulnerability of senescent cells, we used three independent short-hairpin RNAs (shRNA) to deplete *COPB2* (Supplementary Fig. 2a). Knockdown of *COPB2* preferentially killed cells undergoing OIS (Fig. 2a,b). *COPB2* depletion also killed IMR90 cells undergoing doxorubicin-induced senescence (Fig. 2c). COPI-coated vesicles consist of multiple subunits^25^, and depletion of the COPI subunit *COPG1* (Supplementary Fig. 2b) also killed IMR90 cells undergoing OIS and doxorubicin-induced senescence (Fig. 2d and Supplementary Fig. 2c). Moreover, depletion of *COPB2* is also senolytic in co-cultures of normal and senescent cells (Fig. 2e,f).

**Fig. 2:**
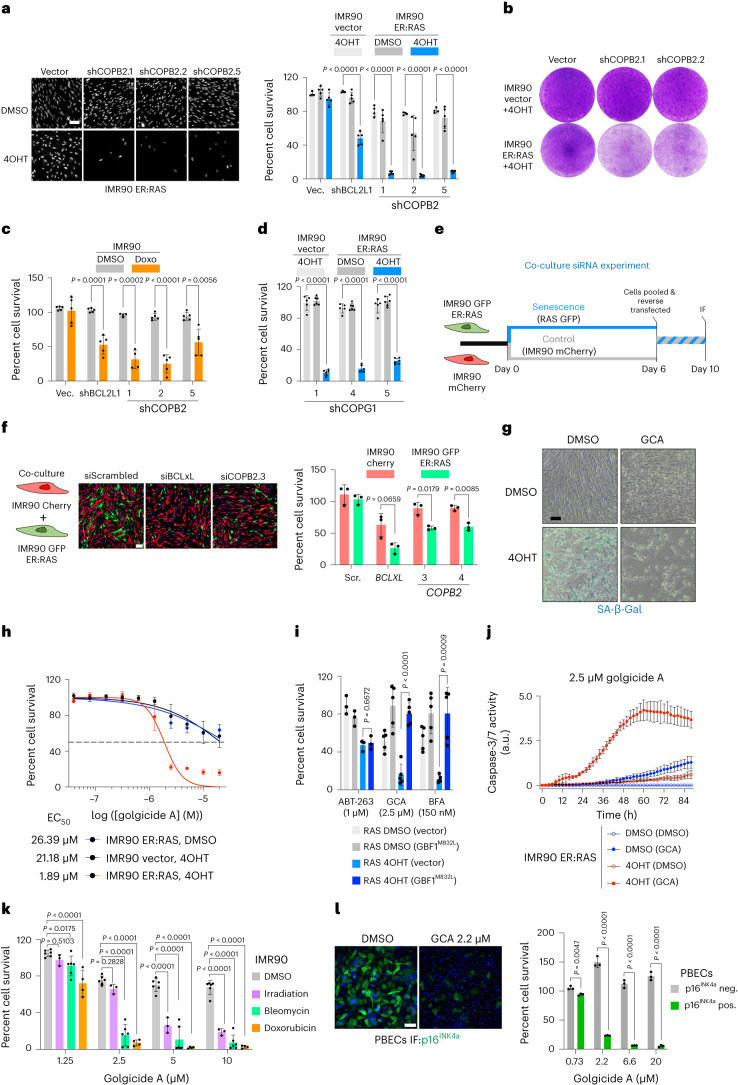
COPI is a vulnerability of senescent cells. **a**, Right: percentage cell survival of the indicated senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells (*n* = 4, IMR90 Vector+4OHT; *n* = 5, other groups). Left: representative DAPI-stained IF images. Scale bar, 100 µm. **b**, Crystal violet staining. An image representative of three independent experiments is shown. **c**, Senolytic activity of *COPB2* in doxorubicin-induced senescence in IMR90 cells (*n* = 4 shCOPB2.1, *n* = 5 other shRNAs). **d**, Senolytic activity of *COPG1* depletion during OIS in IMR90 ER:RAS cells (*n* = 5, IMR90 Vector+4OHT; *n* = 6, other groups). **e**, Schematic outlining the strategy of co-culture senolytic testing of *COPB2* siRNAs. **f**, Right: percentage survival in a co-culture experiment of IMR90 green fluorescent protein (GFP) ER:RAS with IMR90 Cherry cells transfected with the indicated siRNAs. Cell numbers were determined from counts of mCherry or GFP-positive cells detected by IF (*n* = 3). Left: representative IF images. Scale bar, 100 µm. **g**, Representative images of IMR90 ER:RAS cells seven days post addition of 4OHT and stained for Senescence-Associated (SA)-β-Gal activity 72 h after treatment with 2.5 µM GCA (*n* = 3). Quantification is shown in Extended Data Fig. 2a. Scale bar, 100 µm. **h**, Dose–response curves for the senolytic effect of the GBF1 inhibitor GCA in the context of OIS (*n* = 6). Red, IMR90 ER:RAS +4OHT; Black, IMR90 vector +4OHT; Blue, IMR90 ER:RAS +DMSO. **i**, Percentage survival of control cells (RAS DMSO) and oncogene-induced senescent cells (RAS 4OHT) transduced with vectors and treated with ABT-263, GCA or BFA (*n* = 5 for GCA/BFA; *n* = 3, ABT-263). **j**, Caspase-3/7 activity in control (DMSO) or senescent (4OHT) cells after treatment with DMSO or 2.5 µM GCA seven days after senescence induction (*n* = 3). **k**, Senolytic activity of GCA in senescence induced by irradiation (*n* = 3), bleomycin and DMSO (*n* = 6), and doxorubicin (*n* = 4). Data are presented as mean ± s.d. Comparisons to the corresponding DMSO-treated cells (grey bars) with two-way analysis of variance (ANOVA). **l**, Right: percentage cell survival of p16^INK4a^ positive and negative cells in PBECs after treatment with GCA or vehicle (DMSO). Left: representative p16^INK4a^ (green)-stained IF images. Scale bar, 50 μm. *n* = 3. Data in all figures are presented as mean ± s.d. *n* represents independent experiments throughout the figure. Unpaired, two-tailed, Student’s *t*-test was used unless otherwise stated. Source numerical data are available as source data. Source data

The formation of COPI vesicles is regulated by the ARF family of GTPases^26^. Drugs such as brefeldin A (BFA^27^) and golgicide A (GCA^28^) interfere with COPI vesicle formation by inhibiting GBF1, a guanine nucleotide exchange factor required to activate ARF GTPases. BFA and GCA treatments selectively killed cells undergoing OIS, as assessed by quantifying their effect in senescent cells (as assessed by SA-β-galactosidase (SA-β-Gal) or immunofluorescence (IF) against p16^INK4a^ or p21^CIP1^; Fig. 2g and Extended Data Fig. 2a–c). Similarly, SA-β-Gal staining also confirmed that *COPB2* depletion targeted senescent (SA-β-Gal-positive) cells (Extended Data Fig. 2d).

Importantly, the half-maximal effective concentration (EC_50_) values for BFA and GCA were around 60-fold and 11-fold lower, respectively, for senescent cells compared to normal cells (Fig. 2h and Extended Data Fig. 2e). BFA inhibits multiple guanine nucleotide exchange factors, whereas GCA is a specific GBF1 inhibitor^28^. To determine whether the senolytic effects of GCA and BFA are due to on-target GBF1 inhibition, we expressed a GBF1 mutant with reduced binding to these drugs (GBF1^M832L^)^28^. GBF1^M832L^ abrogated the senolytic effects of GCA and BFA, but not of the BCL2 family inhibitor ABT-263 (Fig. 2i). Treatment of senescent cells with GBF1 inhibitors induced caspase-3/7 activity (Fig. 2j), and the death of senescent cells could be prevented by the pan-caspase inhibitor QVD, but not inhibitors of pyroptosis (YVAD or VX-765), necroptosis (Nec-1) or ferroptosis (Liprox; Supplementary Fig. 3a,b). We obtained similar results with the knockdown of *COPB2* (Supplementary Fig. 3c,d), suggesting that COPI inhibition selectively induces apoptosis in senescent cells.

We took advantage of IMR90 cells undergoing senescence due to treatment with bleomycin, doxorubicin or irradiation (Supplementary Fig. 4a) to further confirm the senolytic potential of GBF1 inhibitors (Fig. 2k and Extended Data Fig. 2f). GCA and BFA also killed other cell types undergoing bleomycin-induced senescence, such as normal human lung fibroblasts (NHLFs; Supplementary Fig. 4b,c) or primary bronchial epithelial cells (PBECs; Supplementary Fig. 4d,e). GCA (Fig. 2l) or BFA (Supplementary Fig. 4f) also eliminated senescent cells in mid-passage cultures of PBECs containing senescent (p16^INK4a^-positive) and normal (p16^INK4a^-negative) cells. These results demonstrate that COPI is a vulnerability of senescent cells and that GBF1 inhibitors behave as broad-spectrum senolytics.

### *COPB2* knockdown disrupts Golgi triggering an unfolded protein response in senescence

COPI inhibition disrupts the *cis*- and *trans*-Golgi compartments, as well as the early endosome, impairing protein secretion and autophagy^29^. To understand the selective sensitivity of senescent cells to COPI inhibition, we first conducted RNA-sequencing (RNA-seq) analysis of IMR90 cells undergoing OIS or bleomycin-induced senescence. Although we did not observe any significant and substantial upregulation in the expression of COPI structural or regulatory subunits on senescent cells (Extended Data Fig. 3a), gene set enrichment analysis (GSEA) found a COPI gene signature enriched on senescent cells, suggesting a higher reliance on the pathway (Fig. 3a and Extended Data Fig. 3b).

**Fig. 3:**
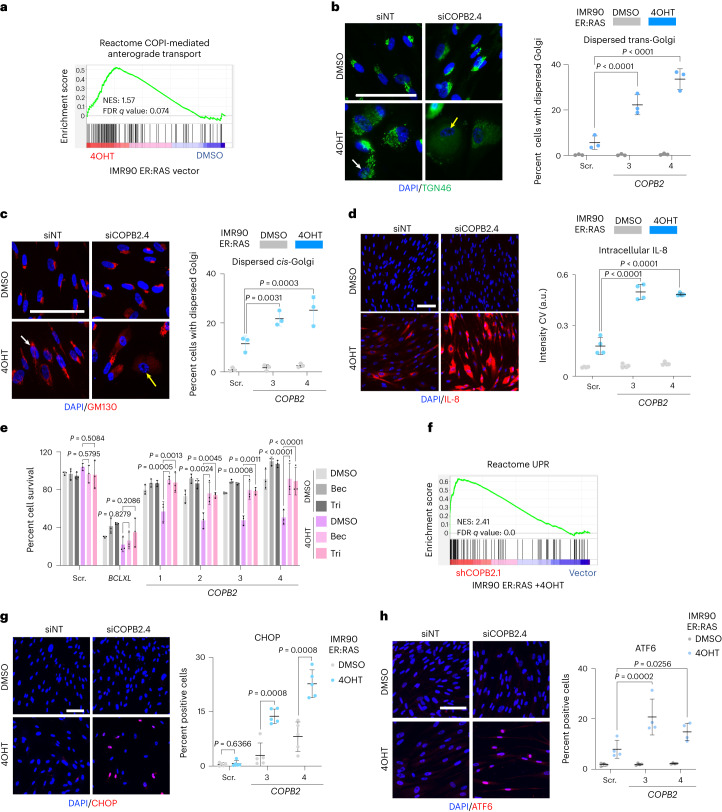
*COPB2* depletion causes Golgi disruption and triggers the UPR in senescent cells. **a**, GSEA plot for COPI transport in cells undergoing OIS. NES, normalized enrichment score; FDR, false discovery rate. **b**, Right: percentage of dispersed *trans*-Golgi by IF in senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells transfected with the indicated siRNAs (*n* = 3). Quantification was performed using organelle count (Methods). Left: representative IF images. The white arrow points to a cell with a normal *trans*-Golgi, and the yellow arrow indicates a cell with dispersed *trans*-Golgi. Scale bar, 100 µm. **c**, Right: percentage of dispersed *cis*-Golgi by IF in senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells transfected with the indicated siRNAs (*n* = 3). Quantification was performed using the integrated intensity threshold (intensity × area) in the ‘region growing’ collar. Left: representative IF images. Normal *cis*-Golgi (white arrow) and dispersed *cis*-Golgi (yellow arrow) are indicated. Scale bar, 100 µm. **d**, Right: quantification of intracellular levels of IL-8 in senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells after transfection with the indicated siRNAs by measurement of the pixel intensity coefficient of variance (CV) within cytoplasmic collar (*n* = 4). Left: representative IF images. Scale bar, 100 µm. Statistical tests were performed using two-way ANOVA relative to DMSO-treated cells. **e**, SASP inhibition caused by treatment with 10 µM glucocorticoids (Bec, beclomethasone; Tri, triamcinolone) prevents senolysis induced by *COPB2* depletion. Quantification of cell survival is shown for senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells treated as indicated (*n* = 3). **f**, GSEA plot showing that an UPR gene signature is enriched in IMR90 ER:RAS upon *COPB2* depletion. **g**,**h**, Right: percentage of cells positive for nuclear CHOP (**g**, *n* = 5) and nuclear ATF6 (**h**, *n* = 4) by IF six days after treating with 4OHT (to induce OIS) or DMSO (as control) for cells transfected with the indicated siRNAs. Staining was performed 72 h later. Left: representative IF images. Scale bar, 100 µm. Unpaired two-tailed Student’s *t*-test was used for statistical comparison in **g**. All data are presented as mean ± s.d. *n* represents independent experiments throughout. Statistical tests were performed using two-way ANOVA against scrambled siRNA unless otherwise stated. Source numerical data are available as source data. Source data

Next, we knocked down *COPB2* and examined the integrity and morphology of the Golgi using antibodies against proteins in the *trans*-Golgi (TGN46; Fig. 3b) and the *cis*-Golgi (GM130; Fig. 3c). In agreement with previous observations^30^, cells undergoing OIS displayed a reorganized, more scattered Golgi (Fig. 3b). Importantly, *COPB2* knockdown resulted in Golgi dispersal in senescent but not normal cells. We identified an increase in the percentage of cells with a dispersed Golgi as assessed by TGN46 or GM130 staining (Fig. 3b,c). These results suggest that the Golgi apparatus is disrupted upon *COPB2* knockdown in cells undergoing OIS.

The reorganized Golgi of senescent cells most probably reflects their enhanced need to produce, traffic and recycle proteins required for the senescent program, including the SASP^30^. We reasoned that disrupting the Golgi in senescent cells could trigger an accumulation of aberrant proteins, including intracellular accumulation of otherwise secreted factors. Cells undergoing OIS showed an increase in the intracellular levels of cytokines such as interleukin-8 (IL-8) (Fig. 3d) or IL-6 (Extended Data Fig. 3c), reflecting SASP production. Strikingly, intracellular levels of IL-8 and IL-6 were much higher in senescent cells upon *COPB2* depletion (Fig. 3d and Extended Data Fig. 3c), and these changes were not due to a transcriptional increase of SASP components, as messenger RNA (mRNA) levels of SASP components were unaffected by *COPB2* knockdown (Extended Data Fig. 3d).

Glucocorticoids (such as beclomethasone or triamcinolone) inhibit the SASP^31^ without preventing senescence (Supplementary Fig. 5a–d). Interestingly, glucocorticoids attenuated cell death induced by *COPB2* knockdown, whereas cell death induced by *BCLXL* depletion was unaffected (Fig. 3e). Knockdown of the alternative splicing regulator *PTBP1* also results in SASP inhibition, without affecting other senescence phenotypes^32^ (Supplementary Fig. 5e–g). Depletion of *PTBP1* in senescent cells also prevented cell death induced by *COPB2* knockdown (Supplementary Fig. 5h).

We hypothesized that aberrant accumulation of the SASP (and other misfolded proteins) on senescent cells could trigger an unfolded protein response (UPR), which may contribute to the senolytic effects associated with *COPB2* knockdown. The UPR senses the aberrant accumulation of proteins in the ER, and activates the transcription factors CHOP, ATF6 and XBP1^33^. GSEA showed that signatures associated with activation of the UPR response or some of their key mediators (such as PERK and IRE1α) were upregulated in cells undergoing OIS or bleomycin-induced senescence following *COPB2* knockdown (Fig. 3f and Supplementary Fig. 6). To further investigate whether COPI inhibition selectively activates the UPR in senescent cells, we assessed the frequency of cells with nuclear accumulation of these transcription factors. *COPB2* knockdown selectively activated the UPR in cells undergoing OIS, but not in non-senescent cells (Fig. 3g,h and Extended Data Fig. 3e). Overall, these data suggest that the senolytic effects associated with *COPB2* knockdown may relate to the selective activation of the UPR response in senescent cells.

### COPI inhibition triggers UPR and dysfunctional autophagy

Next, we explored the mechanism behind the senolytic effect associated with COPI inhibition using GBF1 inhibitors, which allow for an acute and sustained inhibition of the pathway by impeding COPI complex formation.

Treatment with GBF1 inhibitors GCA or BFA caused Golgi dispersal in both senescent and non-senescent cells (Fig. 4a) and prevented the expansion of early endosomes in senescent cells (Fig. 4b and Extended Data Fig. 4a). Moreover, treatment with GBF1 inhibitors caused the intracellular accumulation of SASP components, including IL-8 (Fig. 4c and Supplementary Fig. 7a), VEGF, GM-CSF and BMP2/4 in senescent cells (Supplementary Fig. 7b). This intracellular accumulation was not due to increased SASP transcription, as treatment with GBF1 inhibitors caused a decrease in the mRNA levels of SASP components (Supplementary Fig. 7c), probably due to a compensatory reduction in transcription following the UPR^34^. Secretion of multiple SASP components was also significantly reduced in senescent cells treated with GBF1 inhibitors (Supplementary Fig. 7d).

**Fig. 4:**
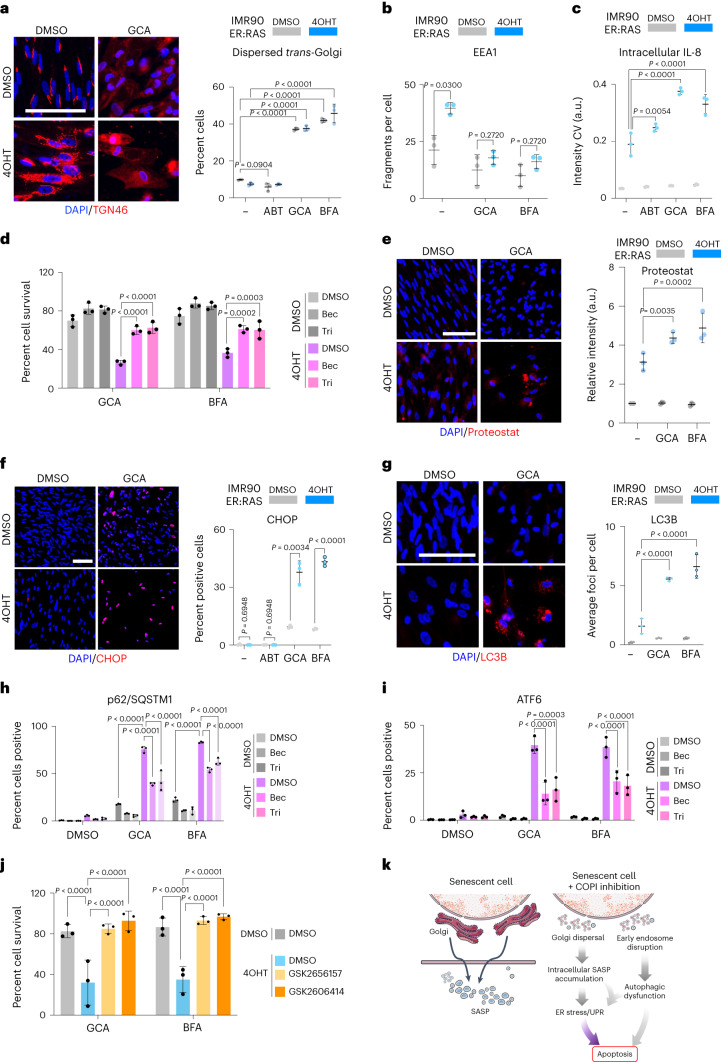
COPI inhibitors cause Golgi disruption, trigger UPR and result in autophagy defects. **a**–**c**, Percentage fragmented *trans*-Golgi (**a**, right), early endosome numbers per cell (**b**) and intracellular levels of IL-8 (**c**) by IF in senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells after treatment for 48 h with 1.25 µM GCA, 150 nM BFA or 1 µM ABT-263 (*n* = 3). Representative IF images are shown in **a** (left) and Extended Data Fig. 4a (for **b**) and Supplementary Fig. 7a for **c**. Scale bar, 100 μm. **d**, Percentage cell survival of senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells treated with either 1.25 µM GCA or 150 nM BFA (*n* = 3) following glucocorticoid (10 µM Bec, beclomethasone; 10 µM Tri, triamcinolone) pretreatment four days after senescence induction. **e**, Right: relative Proteostat signal intensity in senescent (4OHT) or control (DMSO) IMR90 ER:RAS cells after 48 h treatment with 1.25 µM GCA or 150 nM BFA (*n* = 3). Left: representative IF images. Scale bar, 100 µm. **f**,**g**, Right: percentage positive cells for nuclear CHOP (**f**) or LC3B foci number (**g**) by IF, 48 h after either control (DMSO) or senescent (4OHT) cells were treated with either 1 µM ABT-263, 1.25 µM GCA or 150 nM BFA (*n* = 3). Left: representative IF images for CHOP (**f**) and L3CB (**g**). Scale bars, 100 µm. **h**,**i**, Percentage p62/SQSTM1 (**h**) and ATF6 (**i**) positive cells by IF in senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells treated with either 1 µM ABT-263, 1.25 µM GCA or 150 nM BFA following glucocorticoid pretreatment as in **d**. IF staining was carried out 48 h post senolytic drug addition (*n* = 3). **j**, Survival of control (DMSO) or OIS (4OHT) cells pre-treated with 1 µM GSK2656157 or 1 µM GSK2606414 before a 48 h treatment with GCA or BFA at day 7 post senescence induction (*n* = 3). **k**, Scheme summarizing how COPI inhibition induces the death of senescent cells. All data throughout the figure are presented as mean ± s.d. *n* represents independent experiments throughout the figure. Two-way ANOVA was performed for statistical analysis in **a**, **c**–**e**, **g**, **h**, **i** and **j**. Unpaired, two-tailed Student’s *t*-test was used for statistical analysis of the data in **b** and **f**. Source numerical data are available as source data. Source data

As we observed upon *COPB2* knockdown in senescent cells, inhibition of SASP production prevented the senolytic effects of GBF1 inhibitors (Fig. 4d and Extended Data Fig. 4b). We reasoned that intracellular accumulation of SASP components might reflect a wider trend for senescent cells to accumulate aberrant proteins upon COPI inhibition. To explore this possibility, we measured misfolded and aggregated proteins using Proteostat^35^. Proteostat staining showed higher levels of misfolded/aggregated proteins in senescent cells, an increase that was exacerbated upon treatment with GBF1 inhibitors (Fig. 4e).

GBF1 inhibitors also triggered selective UPR activation on cells undergoing OIS, as shown by the increased expression of CHOP, XBP1, ATF6 and BiP (Fig. 4f and Extended Data Fig. 4c–f). Importantly, UPR activation was also observed upon COPI inhibition in cells undergoing bleomycin-induced senescence (Supplementary Fig. 8), even though the SASP in cells undergoing bleomycin-induced senescence is not induced to the same extent as in cells undergoing OIS (Supplementary Fig. 9a). The effects of GBF1 inhibitors on Golgi dispersal are known to be reversible^36^. Consistent with this reversibility, the senolytic effects of GBF1 inhibitors on IMR90 cells undergoing bleomycin-induced senescence could be prevented if the drugs were removed 24 h, but not 48 h, post treatment (Supplementary Fig. 9b), whereas treatment with GBF1 inhibitors for 24 h was sufficient to trigger the death of cells undergoing OIS (Supplementary Fig. 9c), potentially due to its greater SASP response.

COPI inhibition can result in an accumulation of non-degradative autophagosomes and impaired autophagy^29^. COPI inhibition resulted in the accumulation of LC3 and p62, suggesting a block in normal autophagic flux (Fig. 4g and Extended Data Fig. 4f,g). Glucocorticoid treatment, which inhibits SASP production, also reduced p62 accumulation in senescent cells treated with GBF1 inhibitors (Fig. 4h), suggesting that the autophagy defect may be driven in part by overwhelming of the autophagy machinery by the accumulation of aberrant proteins. Moreover, glucocorticoids also prevented UPR, as suggested by the lower frequency of nuclear ATF6 in senescent cells treated with GBF1 inhibitors (Fig. 4i). Finally, to assess whether UPR activation mediates the senolytic effects of GBF1 inhibitors, we inhibited the UPR effector kinase PERK. Two PERK inhibitors (GSK2656157 and GSK2606414) did not affect senescence (Supplementary Fig. 10), but prevented senolysis by GCA and BFA (Fig. 4j). In summary, COPI inhibition causes Golgi dispersal, accumulation of aberrant proteins, early endosome disruption and dysfunctional autophagy in senescent cells, which results in proteotoxic responses and causes their selective killing (Fig. 4k).

### Therapeutic benefits associated with COPI inhibition

To determine whether chemotherapy renders cancer cells sensitive to GBF1 inhibitors, we induced senescence by treatment with etoposide (Supplementary Fig. 11) and subsequently treated them with GCA or BFA (Fig. 5a and Extended Data Fig. 5a). Treatment with GCA (Fig. 5b,c) or BFA (Extended Data Fig. 5b,c) selectively killed cancer cells that were previously rendered senescent by etoposide.

**Fig. 5:**
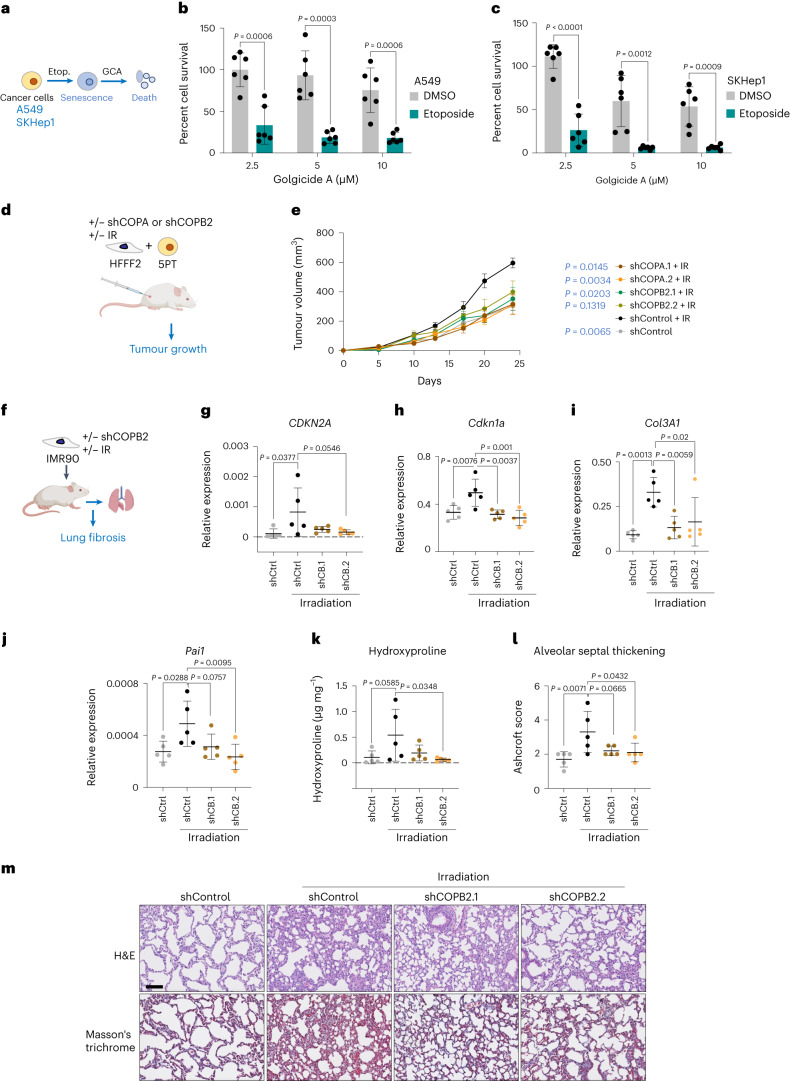
Therapeutic benefits of inhibiting the COPI pathway. **a**, Experimental design for the sequential treatment of cancer cells with chemotherapy and GCA. Etop., etoposide. **b**,**c**, Quantification of cell survival of A549 cells (**b**) or SKHep1 cells (**c**) after treatment with the indicated drug combinations (*n* = 6). Unpaired, two-tailed, Student’s *t*-test. Data are presented as mean ± s.d. **d**, Experimental design of tumour growth in mice co-injected with 5PT squamous cancer cells and HFFF2 fibroblasts. IR, irradiation. **e**, Tumour growth curves showing the tumour volume monitored over time. Data are presented as mean ± s.e.m. for all mice in each group (*n* = 7 mice per group, shCOPB2.1 + IR, *n* = 6 mice). Repeated Measure (RM) two-way ANOVA with Greenhouse–Geisser correction and Dunnett’s correction was used for statistical analysis of the day-20 timepoint relative to shControl+IR. The AUC analysis for data pooled from two experiments is shown in Extended Data Fig. 5d. All comparisons are to shControl+IR. **f**, Experimental design of the mouse model of lung fibrosis by intratracheal instillation of human senescent lung fibroblasts into nude mice. All analyses were performed three weeks after cell delivery (except those in Extended Data Fig. 5h, which were performed 48 h post-instillation). **g**–**j**, Relative expression of the mRNAs coding for human *CDKN2A* (**g**), or mouse *Cdkn1a* (**h**), *Col3a1* (**i**) and *Pai1* (**j**) in lung samples from the experiment described in **f** (*n* = 5 mice per group). Statistical analysis was performed using ordinary one-way ANOVA. Data are presented as mean ± s.d. **k**, Lung hydroxyproline content in samples from mice of the experiment described in **f** (*n* = 5 mice per group). Ordinary one-way ANOVA. Data are presented as mean ± s.d. **l**, Ashcroft scoring for alveolar septal thickening in sections from lungs of mice grafted with IMR90 cells treated as indicated (*n* = 5 mice per group). Ordinary one-way ANOVA. Data are presented as mean ± s.d. **m**, Representative images of lung sections stained with haematoxylin and eosin (H&E, top) and Masson’s trichrome (bottom) from mice of the experiment described in **f**. Scale bar, 100 µm. *n* represents independent experiments or mice throughout the figure. Source numerical data are available as source data. Source data

The SASP can enhance the proliferative potential of cancer cells and promote tumour progression^37^. To investigate whether COPI inhibition in senescent cells compromises their ability to promote tumourigenesis, we used an experimental xenograft mouse model that monitors the effect of senescent fibroblasts on tumour growth^32,38^. In addition, we took advantage of HFFF2 fibroblasts with doxycycline-inducible expression of shRNAs targeting either *COPA* or *COPB2* (Supplementary Fig. 12a–e). We subcutaneously co-injected squamous cell carcinoma 5PT cells^39^ with normal or senescent (irradiated) fibroblasts into immunodeficient mice (Fig. 5d) and confirmed that senescent fibroblasts enhanced tumour growth (Fig. 5e and Extended Data Fig. 5d). Depletion of *COPA* or *COPB2*, using two independent shRNAs targeting each gene, impaired the ability of irradiated, senescent fibroblasts to promote the growth of 5PT tumour cells in this setting (Fig. 5e, Supplementary Fig. 12f and Extended Data Fig. 5d).

We next examined a model of lung fibrosis^16,40^. In this model, normal or senescent (gamma-irradiated; Extended Data Fig. 5g) human IMR90 fibroblasts, bearing doxycycline-inducible shControl or shCOPB2, were transplanted into the lung of immunodeficient mice (Fig. 5f). Mice were treated with doxycycline to induce shRNA expression. We measured, by quantitative polymerase chain reaction (qPCR), the human-specific gene (*MMP3*) to check that the different cells were engrafted similarly (Extended Data Fig. 5h). Three weeks after intratracheal instillation, we assessed the expression of *CDKN2A* (the human gene encoding p16^INK4a^) to detect senescent human fibroblasts in the lung. *CDKN2A* expression was lower in the lungs of mice transplanted with senescent fibroblasts expressing shCOPB2, suggesting that *COPB2* depletion killed the transplanted senescent cells (Fig. 5g).

Interestingly, we observed increased expression of murine *Cdkn1a*, *Col3A1* and *Pai1* (Fig. 5h–j) in the lungs of mice transplanted with senescent fibroblasts that expressed shControl but not shCOPB2. These data suggest that senescent fibroblasts trigger senescence and lung fibrosis non-autonomously and that this consequence is attenuated by eliminating senescent cells via COPI inhibition. To assess lung fibrosis, we measured hydroxyproline levels in the lung. This analysis confirmed that the injection of senescent cells, but not senescent shCOPB2 cells, increased lung fibrosis (Fig. 5k). We stained the lungs with Masson’s trichome to further monitor fibrosis and observed increased fibrosis in the lungs from mice injected with senescent fibroblasts versus control fibroblasts, while fibrosis was reduced in the lungs of mice injected with senescent fibroblasts expressing shCOPB2 (Fig. 5l,m) as graded by Ashcroft scoring. In combination, these data suggest that inhibiting COPI can ameliorate the consequences associated with the presence of senescent cells in cancer and fibrosis.

### Targeting NMTs phenocopies COPI inhibition

The poor pharmacological properties of existing drugs targeting the COPI pathway (such as BFA) have hampered their use in the clinic^41^. Diverse post-translational modifications regulate the COPI pathway^42^. Recently, global analysis of *N*-myristoylated proteins identified ARF GTPase family members^43,44^, suggesting that impairment of COPI function may be a key effect of pharmacologically inhibiting *N*-myristoylation.

Treatment of control and senescent IMR90 ER:RAS cells with two *N*-myristoyltransferase inhibitors (NMTi: IMP1088 and DDD86481)^45^ resulted in lower levels of ARF GTPases, as unveiled using a pan-ARF antibody (recognizing ARF1, ARF3, ARF5 and ARF6; Fig. 6a). This decreased expression probably reflects the increased proteasomal degradation that may be observed for proteins failing to undergo *N*-myristoylation^46^. Importantly, senescent cells treated with NMT inhibitors (IMP1088 and DD86481) displayed increased Golgi dispersal (Fig. 6b,c), endosomal disruption (Extended Data Fig. 6a) and intracellular accumulation of IL-8 and IL-6 (Fig. 6d and Extended Data Fig. 6b). NMTi did not affect SASP transcription (Supplementary Fig. 13a), but resulted in reduced secretion of multiple SASP components (Extended Data Fig. 6c). GSEA showed an enrichment of signatures related to UPR activation in senescent cells treated with NMTi (Fig. 6e and Supplementary Fig. 13b,c). Moreover, senescent cells treated with NMTi activated UPR (Fig. 6f and Extended Data Fig. 6d,e, as assessed by the accumulation of XBP1, ATF6 and CHOP) and displayed dysfunctional autophagy (Fig. 6g). This is consistent with a previous report showing that NMTi induce ER stress in cancer cells^47^. Treatment with three different NMTi (IMP1088, DD86481 and IMP1320)^45^ selectively killed cells undergoing OIS (Fig. 6h–j) by apoptosis (Supplementary Fig. 13d). NMTi also killed cells undergoing bleomycin-induced senescence (Extended Data Fig. 6f,g).

**Fig. 6:**
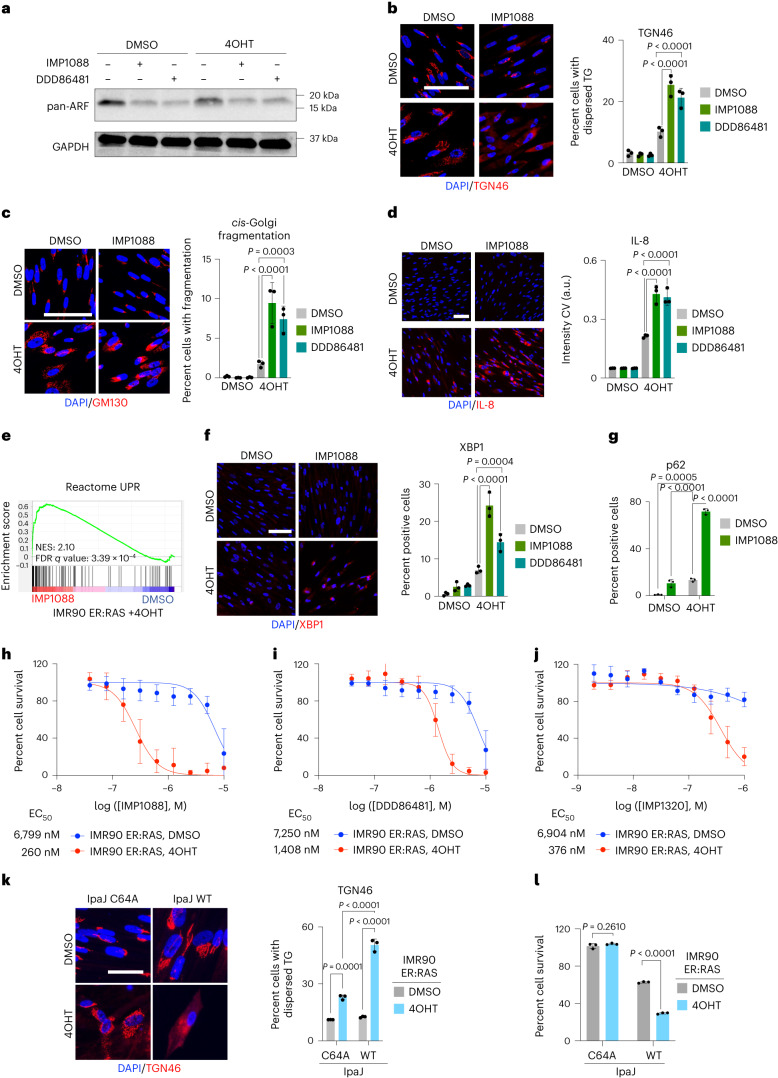
NMTi phenocopy COPI inhibition and are senolytic. **a**, Western blots of ARF GTPases for control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells 72 h after treatment with 300 nM IMP1088 or 1.5 µM DDD86481, seven days after senescence induction. An immunoblot of GAPDH is included as a loading control. Representative immunoblots from three independent experiments are shown. **b**–**d**, Right: quantification of IF staining for *trans*-Golgi (TG) dispersal (TGN46, **b**), *cis*-Golgi dispersal (GM130, **c**) and intracellular levels of IL-8 (**d**) in control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells five days after treatment with 300 nM IMP1088 or 1.5 µM DDD86481, seven days after senescence (*n* = 3). Left: representative IF images. Scale bars, 100 µm. **e**, GSEA plot of the UPR gene signature in IMR90 ER:RAS treated with the NMTi IMP1088. **f**, Right: quantification of XBP1 IF staining in control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells treated for five days with 300 nM IMP1088 or 1.5 µM DDD86481 seven days after senescence induction (*n* = 3). Left: representative IF images. Scale bar, 100 µm. **g**, Quantification of IF staining for p62/SQSTM1. Control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells were treated with 300 nM IMP1088 or 1.5 µM DDD86481 seven days after senescence induction for five days (*n* = 3). **h**–**j**, Dose–response curves of control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells treated for seven days with NMT inhibitors, seven days after senescence induction, with IMP1088 (**h**, *n* = 9), DDD86481 (**i**, *n* = 5) and IMP1320 (**j**, *n* = 4). **k**, Right: quantification of dispersed *trans*-Golgi in C64A or WT IpaJ transduced control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells (*n* = 3) seven days post senescence induction. Left: representative IF images. Scale bar, 50 μm. **l**, Percentage survival of C46A or WT IpaJ transduced control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells seven days post senescence induction. Survival is measured relative to vector-transduced cells. Unpaired two-tailed Student’s *t*-test (*n* = 3). Data are presented as mean ± s.d. Statistical analysis was performed throughout the figure by ordinary two-way ANOVA unless otherwise specified. *n* represents independent experiments throughout. Source numerical data and unprocessed blots are available as source data. Source data

The *Shigella* virulence factor IpaJ can induce the proteolytic cleavage of the *N*-myristoylated N-terminal glycine of ARF1^48^. Importantly, substrate recognition makes IpaJ cleavage of *N*-myristoyl modifications selective for a limited number of proteins, including ARF1^49^. We expressed wild-type IpaJ (WT) or an inactive C64A mutant on IMR90 cells and, taking advantage of ω-alkynyl myristate (YnMyr) labelling^43,50^, we confirmed that while NMTi inhibited *N*-myristoylation of proteins with YnMyr, that was not the case when WT IpaJ was expressed (Supplementary Fig. 14a). Indeed, western quantifications showed that, in contrast with NMTi, which reduced the expression of multiple *N*-myristoylated proteins, the expression of WT IpaJ reduced the expression of ARF1 but not of other *N*-myristoylated proteins (Supplementary Fig. 14b–e). IpaJ WT, but not the inactive IpaJ C64A mutant, resulted in increased Golgi dispersal in senescent cells (Fig. 6k) and was also senolytic (Fig. 6l). These experiments further suggest that reducing ARF1 *N*-myristoylation disrupts the COPI pathway. Overall, these results demonstrate that NMT inhibitors behave as senolytic agents, and phenocopy the effects of COPI inhibition.

### NMTi are senolytic in different cancer models

To understand whether NMTi could act as a senolytic in a ‘one–two punch’ strategy, we induced senescence in cancer cells with etoposide or doxorubicin (Supplementary Fig. 15) and subsequently treated them with NMTi (Fig. 7a). Treatment with IMP1088 (Fig. 7b–d), DDD86481 (Extended Data Fig. 7a,b) or IMP1320 (Extended Data Fig. 7c,d) selectively killed senescent cancer cells.

**Fig. 7:**
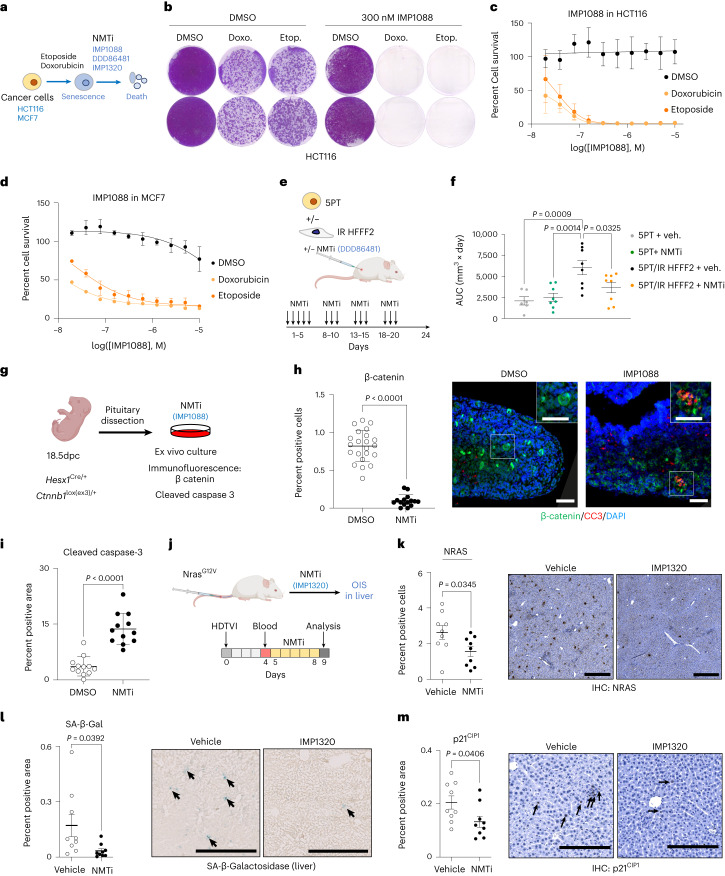
NMTi target senescent cells in cancer models. **a**, Experimental design for the sequential treatment of cancer cells with chemotherapy and NMTi. **b**, Crystal violet staining of control (DMSO) and senescent (treated with doxorubicin or etoposide) HCT116 cells treated with 300 nM IMP1088 for seven days, seven days after senescence induction. The images show the results of two independent experiments. **c**,**d**, Dose–response curves in HCT116 (**c**, *n* = 4) or MCF7 (**d**, *n* = 3 for DMSO and etoposide and *n* = 2 for doxorubicin) cells treated with either doxorubicin or etoposide and treated with IMP1088 seven days post senescence induction. Data are presented as mean ± s.d. **e**, Experimental design for **f**. **f**, AUC analysis for tumour volume measured over time. Data are presented as mean ± s.e.m. (*n* = 6 mice, 5PT+veh; *n* = 8, other groups; also Extended Data Fig. 7e). Ordinary one-way ANOVA. **g**, Tumoural pituitaries from 18.5dpc *Hesx1*^Cre/*+*^;*Ctnnb1*^lox(ex3)/+^ embryos were cultured in the presence of NMTi (600 nM IMP1088) or vehicle (DMSO) and processed for histological analysis after 72 h. **h**, Left: quantification of β-catenin-accumulating cells after NMTi treatment. Right: images with representative IF staining with β-catenin and cleaved caspase-3 (CC3). Main scale bars, 50 μm; inset scale bars, 40 μm. Data are presented as mean ± s.d. *n* represents the total number of histological sections analysed (*n* = 22, DMSO; *n* = 15, NMTi). Unpaired, two-tailed Student’s *t*-test. **i**, Quantification of CC3-positive area (percent of the pituitary surface) after NMTi treatment (*n* = 12 pituitary sections per group). Data are presented as mean ± s.d. Unpaired, two-tailed, Student’s *t*-test. **j**, Experimental design of the liver oncogene-induced senescence experiment. **k**–**m**, Left: quantification of Nras-positive cells (**k**), SA-β-Gal staining (**l**) and p21^CIP1^ staining by immunohistochemistry (IHC) (**m**) in the liver of mice treated with vehicle or IMP1320 (*n* = 9 mice per group). Data are presented as mean ± s.e.m. Unpaired, two-tailed, Student’s *t*-test. Right: representative IHC images (**k**–**m**). Arrows indicate examples of SA-β-Gal-positive cells. Scale bars, 100 μm. *n* represents independent experiments or mice unless otherwise specified. Source numerical data are available as source data. Source data

NMTi are tolerated at moderate doses both in mice^51^ and humans^52^. To confirm that our NMTi treatment regimens did not cause toxicities, we administered either DDD86481 or IMP1320 to mice and monitored several markers in blood without detecting any significant metabolic alterations (Supplementary Fig. 16a,b) or any changes in glucose, insulin levels or cell-type composition in the blood (Supplementary Fig. 16c,d).

To understand the potential benefit of NMTi in targeting senescent cells in the tumour microenvironment, we took advantage of a previously described experimental model that combines the xenograft of senescent fibroblasts and 5PT cancer cells^32,38^ (Fig. 5d,e). We co-injected 5PT cells alone or together with senescent, irradiated HFFF2 cells and assessed the effect of the NMTi DDD86481 on tumour growth (Fig. 7e). Although NMTi did not interfere with the growth of a xenograft caused by 5PT cells implanted alone, it abrogated the promotion of tumour growth caused by co-injecting senescent fibroblasts (Fig. 7f and Extended Data Fig. 7e).

To understand whether NMTi could also eliminate preneoplastic senescent cells in a tissue context, we used a model of adamantinomatous craniopharyngioma (ACP), a Wingless-related integration site (WNT) pathway-driven clinically relevant pituitary paediatric tumour in which clusters of β-catenin-positive preneoplastic senescent cells promote tumourigenesis in a paracrine manner^53^. We have previously used ex vivo pituitary cultures of this model to test senolytic drugs^15,19^. Embryonic pituitaries at 18.5 days post-coitum (18.5 d.p.c.) were dissected and cultured ex vivo with or without NMTi IMP1088 (Fig. 7g). IMP1088 eliminated senescent cells, as assessed by a significant decrease in β-catenin-positive and β-catenin-positive/p21^Cip1^-positive cells (Fig. 7h, Extended Data Fig. 7f,g and Supplementary Fig. 17a) by selectively inducing apoptosis (Fig. 7h,i). IMP1088 did not affect other cell types in the pituitary, such as hormone-producing cells that express synaptophysin (Extended Data Fig. 7h)^54^.

Next, we employed a model of liver tumour initiation in which senescence is induced in hepatocytes by transposon-mediated transfer of oncogenic NRAS (NRAS^G12V^)^55^. We expressed NRAS^G12V^ in livers, taking advantage of hydrodynamic tail-vein injection (HDTVI), and treated a cohort with the NMTi IMP1320 (Fig. 7j). Mice treated with the NMTi displayed reduced numbers of NRAS-positive senescent hepatocytes, as assessed by reduced staining of NRAS (Fig. 7k), SA-β-Gal (Fig. 7l) and p21^CIP1^ (Fig. 7m). Together, these results imply that NMTi phenocopy COPI inhibition and can be used as senolytic drugs in vivo.

### NMTi improve fibrosis and NASH-induced liver steatosis

Elimination of senescent cells has a positive impact on many age-related phenotypes and diseases^4^, including idiopathic pulmonary fibrosis (IPF)^56^ or non-alcoholic steatohepatitis (NASH)^57^. To understand the potential of NMTi as a senotherapy for IPF, we used a model of bleomycin-induced lung fibrosis. We subjected six- to eight-week old C57BL/6J male mice to a single intratracheal dose of bleomycin (0.75 U kg^−1^) and treated them with the NMTi IMP1320 (Extended Data Fig. 8a). Lungs from animals treated with NMT inhibitor showed reduced levels of hydroxyproline compared to the control group, suggestive of reduced fibrosis (Extended Data Fig. 8b). Similarly, expression levels of collagen genes, pro-fibrotic factors, metalloproteinases, the inflammatory cytokine Cxcl5 and alpha-smooth muscle actin (α-SMA) were all significantly decreased in the NMTi-treated group compared to controls (Extended Data Fig. 8c–j). Profiling different blood biomarkers did not unveil any toxicities induced by NMTi treatment, but we observed an elevation in some markers, which could be attributed to bleomycin treatment (Extended Data Fig. 9). These findings show that treatment with an NMT inhibitor is well tolerated and leads to reduced fibrosis in a model of IPF.

Next, we tested NMTi as a senolytic in a model of NASH. To this end, we fed eight-week-old males with a normal diet (chow) or a well-characterized western diet (WD)-based model of mouse NASH that is rich in fats and sugars (fructose and sucrose) for 19 weeks^58^. A cohort was treated with the NMTi DDD86481 for three consecutive days during weeks 5, 10 and 15, as summarized in Fig. 8a. 

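Liver RNA from 44 mice of this experiment was sequenced, from 15 chow + vehicle, 14 WD + vehicle and 15 WD + NMTi mice. The authors isolated poly(A) mRNA, prepared directional libraries, generated single-end reads and deposited the number of reads counted on each gene in each mouse, without normalization. The paper states that RNA isolation failed for 1 WD + NMTi liver, which it left out of RT–qPCR, while the counts hold 15 mice of this group. The sample labels call the diet a high-fat diet where the paper calls it WD. Total counts per mouse ranged from 17317665 to 26759353 in chow + vehicle mice (median 20105906), from 16272927 to 28483026 in WD + vehicle mice (median 21334015.5) and from 19918314 to 34143682 in WD + NMTi mice (median 22952055). The paper's text gives the aligner, genome build and annotation for human reads and not for mouse reads. Of the 55401 gene identifiers, 54349 match GENCODE M21 (GRCm38) with their version, and gene positions are given from that annotation.
Differential expression was computed with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 44 mice, over the 13890 genes that passed edgeR's filter on low counts. Its adjusted p-values use the Benjamini-Hochberg method over these genes. The GSEA compared WD + vehicle with chow + vehicle mice and WD + NMTi with WD + vehicle mice. It ranked the genes by the DESeq2 Wald statistic, which the paper's methods name. The curated MSigDB sets were not at hand, so 6 lists of genes written in advance stand in for the senescence, SASP, Kupffer cell, NKT cell, CD8 T cell and collagen signatures, and their membership is not that of the paper's signatures. A normalized enrichment score (NES) measures how far a list lies from the middle of the ranking. Because its p-value treats genes as independent, each mouse was also given a list score, the mean over the list's genes of log2 CPM (counts scaled to library size) expressed as z-scores. Group means of this score were compared by a two-sided permutation test with 100000 resamples, whose smallest possible p is 1e-05. Both kinds of p-value were adjusted by the Benjamini-Hochberg method over 12 tests, 6 lists in 2 comparisons.
The mouse numbers in the labels fall into 11 sets that share their leading digits, with 2 to 5 mice in each set and each set within 1 group. The paper's text does not say what a shared number stands for. After removal of the group means, the mean correlation across the 13890 genes was 0.061 between mice of the same set and −0.108 between mice of the same group and other sets (one-sided permutation p = 1e-04, the smallest that 10000 permutations give). Mice of a set are therefore not fully independent. Values with 1 sum or mean per set are given for the gene counts and for some of the 6 lists. Taking 1 mean per set, no score difference of the 6 lists passed the threshold in either comparison. In that test no unadjusted p can be under 0.0286, so that it has little power. The other permutation p-values of list scores take mice as replicates and may be too small.

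**Figure D1:**
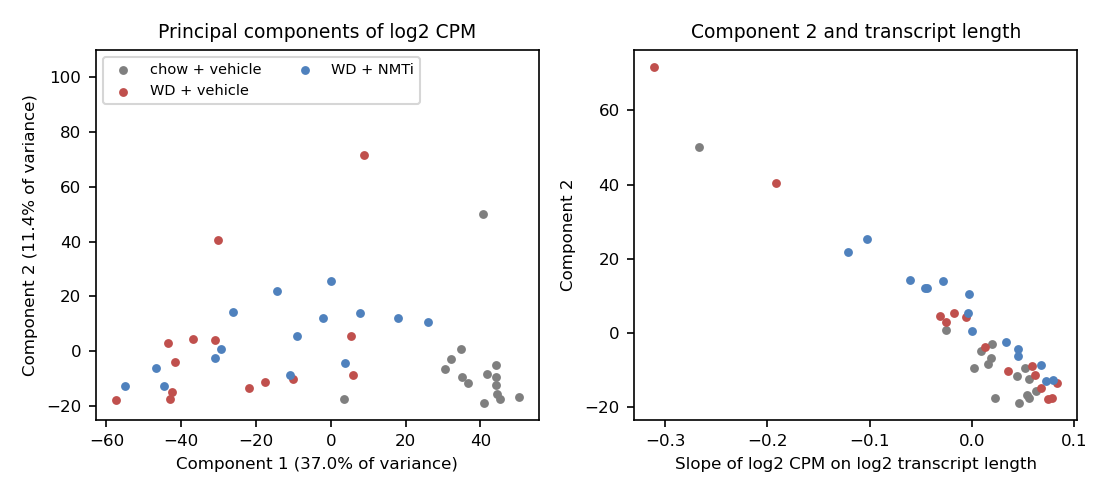
Principal components of log2 CPM of the 44 mice (left, both axes in arbitrary units) and component 2 against the slope of a mouse's log2 CPM on log2 transcript length (right), each point 1 mouse, coloured by group. Component 1 holds 37.0% of the variance and component 2 holds 11.4%; mice 15 and 81 (WD + vehicle) and mouse 73 (chow + vehicle) lie farthest out on component 2.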

Assessment at the end of the experiment showed a significant increase in body weight in the WD-fed mice and a non-significant trend of lower weight in the NMTi-treated cohort when compared with the WD-fed, vehicle-treated group (Extended Data Fig. 10a). Although both WD-treated groups showed significantly higher levels of serum cholesterol, the cohort treated with NMTi had lower levels of serum alanine aminotransferase (ALT; Fig. 8b), suggestive of reduced liver damage.

**Fig. 8:**
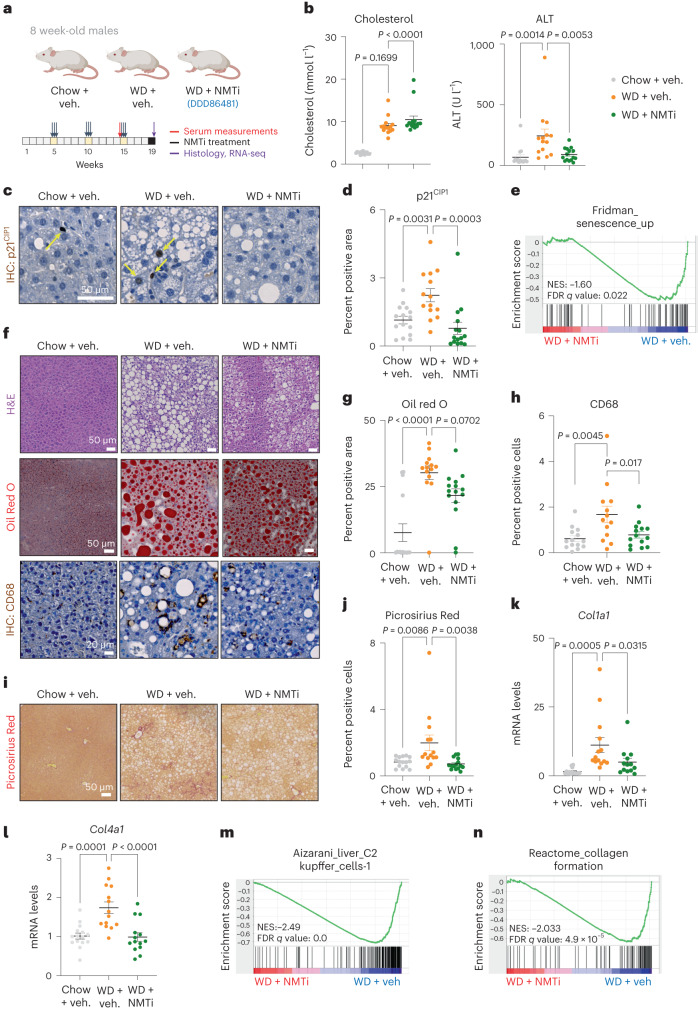
NMTi eliminate senescent cells and improve NASH-induced liver steatosis and fibrosis. **a**, Experimental design for the model of WD-induced NASH. **b**, Quantification of blood serum levels of cholesterol and ALT in normal, WD mice treated with vehicle (Chow+veh, *n* = 15, WD+veh, *n* = 14) or WD mice treated with DDD86481 (WD+NMTi, *n* = 15). Ordinary one-way ANOVA. **c**,**d**, Representative images (**c**) and quantification (**d**) of p21^CIP1^ staining of liver sections. Yellow arrows in **c** indicate examples of p21^CIP1^-positive cells. Scale bar, 50 μm. Chow+veh, *n* = 15; WD+veh, *n* = 14; WD+NMTi, *n* = 15. **e**, GSEA plot showing that a senescence signature is downregulated in WD-fed mice treated with NMTi. **f**–**h**, Representative images (**f**) of H&E (top), Oil Red O (middle) (chow+veh, *n* = 15; WD+veh, *n* = 14; WD+NMTi, *n* = 15) and CD68 IHC (bottom) stained liver sections (chow+veh, *n* = 14; WD+veh, *n* = 13; WD+NMTi, *n* = 14) (scale bars, 50 µm (H&E), 20 µm (Oil red O and CD68)) and quantification of Oil Red O staining (**g**) and CD68 staining (**h**). **i**,**j**, Representative images of Picrosirius Red-stained liver sections (**i**) and quantification (**j**). Scale bar, 50 μm. Chow+veh, *n* = 15; WD+veh, *n* = 14; WD+NMTi, *n* = 15. **k**,**l**, Levels of *Col1a1* (**k**) and *Col4a1* (**l**) mRNA from bulk liver extracts (chow+veh, *n* = 15; WD+veh, *n* = 14; WD+NMTi, *n* = 15). **m**,**n**, GSEA plots showing that senescence signature of Kupffer cells (**m**) and collagen formation (**n**) are downregulated in WD-fed mice treated with NMTi. Data are presented as mean ± s.e.m. Ordinary one-way ANOVA. *n* represents number of mice throughout the figure. Source numerical data are available as source data. Source data

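In liver, 70 of the 76 genes on the senescence list were tested, and 47 of them were higher and 23 lower in WD + vehicle than in chow + vehicle mice. Of these, 30 higher and 8 lower genes had an adjusted p under 0.05 in edgeR's test over all genes, and 31 and 8 when adjusted over the list alone. The list's NES was 2.14 (adjusted p = 2.9e-06, fgsea). Its score was 0.265 ± 0.233 (SD, n = 14) in WD + vehicle mice and −0.297 ± 0.165 (SD, n = 15) in chow + vehicle mice. This difference of 0.562 exceeded the spread between mice (adjusted p = 6e-05, permutation test), and 14 of 14 WD + vehicle mice lay above the chow + vehicle mean. The smallest p among its genes was that of Vim (ENSMUSG00000026728.9, chromosome 2, 13573927 to 13582826), which encodes an intermediate filament. Vim rose from 4.22 ± 0.36 to 5.69 ± 0.39 log2 CPM (SD), a log2 fold change of 1.48 (standard error 0.16, adjusted p = 5.8e-10, edgeR). Igfbp7 and Gsn rose by log2 fold changes of 0.92 and 1.47.
For the SASP list, 40 of 50 genes were tested, 35 higher and 5 lower with WD. Of these, 27 higher and 3 lower genes were past the threshold over all genes, and 29 and 4 when adjusted over the list alone. The NES was 2.20 (adjusted p = 4.0e-06, fgsea), and the score was 0.474 ± 0.357 (SD, n = 14) against −0.583 ± 0.368 (SD, n = 15). The difference of 1.06 had an adjusted p of 6e-05 in the permutation test, with 14 of 14 WD + vehicle mice above the chow + vehicle mean. Plaur, which encodes the urokinase receptor, rose by a log2 fold change of 2.44 (standard error 0.24, adjusted p = 6.4e-11, edgeR), and Igfbp3 by 1.24. Exons of Igfbp7 overlap those of Polr2b on the other strand by 85 bp, and the use of strand in the counting is not stated for the mouse reads.
The gene list chosen moved these results most. With the Reactome set for cellular senescence in place of the senescence list, the NES was 0.74 (adjusted p = 0.93), and with the Reactome SASP set it was 1.06 (adjusted p = 0.447). Of the 95 and 37 tested genes of these sets, only 5 and 0 are on the lists they replace. The values thus show what largely other genes give, and do not test the genes of the lists themselves.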

GSEA analysis showed an enrichment of senescence and SASP signatures in mice fed with WD when compared with the cohort fed with a chow diet (Extended Data Fig 10b). Quantitative immunohistochemistry (IHC) of whole liver sections showed a significant increase in p21^CIP1^-positive cells in the cohort fed with WD and a significant reduction in NMTi-treated mice (Fig. 8c,d), suggesting that NMTi treatment caused a reduction of p21^CIP1^-positive senescent cells. 

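The gene encoding p21 CIP1, Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090976 to 29100727), was measured at 1.00 ± 0.99 log2 CPM (SD, n = 15) in chow + vehicle, 3.05 ± 0.96 (SD, n = 14) in WD + vehicle and 3.06 ± 1.02 (SD, n = 15) in WD + NMTi livers. Its log2 fold change was 1.98 with WD (standard error 0.37, adjusted p = 3.0e-05, edgeR) and 0.06 with NMTi (standard error 0.34, adjusted p = 0.963, edgeR). With log2 library size as a covariate, the latter was −0.03. A transcript on the other strand overlaps 273 bp of its exons.
Of the 70 senescence genes tested, 47 were lower and 23 higher in WD + NMTi than in WD + vehicle mice. None passed the threshold over all genes, 3 lower genes did when adjusted over the list alone, and 15 lower genes had an unadjusted p under 0.05. The NES was −1.95 (adjusted p = 0.00013, fgsea). The score in WD + NMTi mice was 0.0498 ± 0.259 (SD, n = 15), lower than in WD + vehicle mice by a difference of −0.215, which is smaller than the SD within either group (adjusted p = 0.0397, permutation test). In 11 of 15 WD + NMTi mice the score was below the WD + vehicle mean. The smallest p-values were those of Gsn (log2 fold change −0.58, standard error 0.16, adjusted p = 0.2, edgeR), Igfbp7 (−0.35) and Rgl2 (−0.21).
On the SASP list, 32 of 40 genes were lower. None passed the threshold over all genes, 2 did when adjusted over the list alone, and 9 had an unadjusted p under 0.05. The NES was −2.22 (adjusted p = 4.0e-06, fgsea), and the score in WD + NMTi mice was 0.14 ± 0.406 (SD, n = 15), a difference of −0.334 (adjusted p = 0.0397, permutation test), again with 11 of 15 mice below the WD + vehicle mean. Tnfrsf1a and Il1b had log2 fold changes of −0.24 and −0.67, and exons of Il1b overlap 25 bp of Il1bos on the other strand.
Both score differences were no longer past the threshold in several settings. Without the 5 WD + vehicle mice of number set 8, they were −0.158 and −0.253 (adjusted p = 0.215 for both). With 1 mean per number set, they were −0.187 and −0.291 (adjusted p = 0.114 and 0.206, where no unadjusted p can be under 0.0286), and without z-scores −0.149 and −0.261 (adjusted p = 0.0865 for both). Leaving out number set 6 or 11, both of WD + NMTi mice, had the same effect on the calls, and leaving out number set 3 had it on the SASP list. The Reactome sets gave NES values of −1.07 and −0.74 (adjusted p = 0.431 and 0.93).

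**Figure D2:**
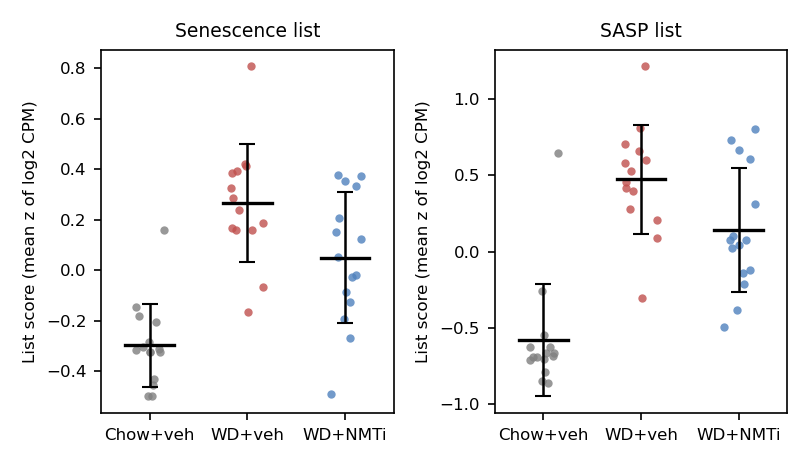
List scores of each mouse for the senescence list (left) and the SASP list (right), in units of mean z-score, with points for mice, horizontal lines for group means and bars for ± 1 SD. The WD + NMTi means of 0.0498 and 0.14 lie between those of the chow + vehicle and WD + vehicle groups, and the WD groups overlap.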

Signatures of senescence and SASP were indeed downregulated in the NMTi-treated cohort when compared with WD-fed vehicle-treated mice (Fig. 8e and Extended Data Fig. 10c).

H&E-stained liver sections showed increased hepatic steatosis in WD-fed mice that was less pronounced in the NMTi-treated cohort (Fig. 8f, upper panels). To directly assess how NMTi affected lipid accumulation and liver steatosis, we stained lipids in liver sections using Oil Red O. Oil Red O staining revealed an increased accumulation of lipid deposits in the livers of WD-fed mice when compared with chow-fed mice that reduced upon NMTi treatment (Fig. 8f, middle panels and Fig. 8g).

NASH is associated with chronic inflammation that results in the recruitment and activation of different immune cell populations^59,60^. WD-fed mice displayed a significant increase in macrophages/monocytes (as assessed by CD68 staining), which was not observed in the NMTi-treated cohort (Fig. 8f, lower panels and Fig. 8h), suggesting that NMTi treatment might reduce liver inflammation.

Fibrosis is a primary determinant of outcome in NASH^61^. Using Picrosirius Red staining, we observed a significantly lower fibrotic area in liver sections from mice fed with WD and treated with NMTi when compared with their vehicle-treated counterparts (Fig. 8i,j). Consistent with these results, the expression of collagens (*Col1a1* and *Col4a1*) was higher in mice fed with WD than in their chow diet-fed counterparts and was found to be significantly decreased in the NMTi-treated group when compared with the WD + vehicle cohort (Fig. 8k,l).

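In the RNA-seq counts of the same experiment, Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) had 2.15 ± 0.78 log2 CPM (SD, n = 15) in chow + vehicle, 4.73 ± 1.18 (SD, n = 14) in WD + vehicle and 3.81 ± 1.36 (SD, n = 15) in WD + NMTi livers. The log2 fold change was 2.86 with WD (standard error 0.45, adjusted p = 2.0e-06, edgeR), and 14 of 14 WD + vehicle mice lay above the chow + vehicle mean. With NMTi it was −0.81 (standard error 0.41, adjusted p = 0.426, edgeR). The unadjusted p of 0.0551 and a permutation test of log2 CPM (p = 0.0624) were also over the threshold, and 11 of 15 WD + NMTi mice lay below the WD + vehicle mean.
Col4a1 (ENSMUSG00000031502.11, chromosome 8, 11198423 to 11312826) had 4.92 ± 0.35 log2 CPM (SD, n = 15) in chow + vehicle, 5.76 ± 0.55 (SD, n = 14) in WD + vehicle and 5.32 ± 0.70 (SD, n = 15) in WD + NMTi livers. It rose with WD by a log2 fold change of 0.90 (standard error 0.20, adjusted p = 0.00025, edgeR), with 13 of 14 mice above the chow + vehicle mean. With NMTi the log2 fold change was −0.37 (standard error 0.20, adjusted p = 0.439, edgeR; permutation p = 0.0759), with 11 of 15 mice below the WD + vehicle mean. Its exons overlap those of Col4a2 on the other strand by 22 bp. Neither gene passed the adjusted threshold with NMTi under any alternative, and the largest falls, −1.13 for Col1a1 without number set 6 and −0.53 for Col4a1 without number set 9, came from fits without some of the WD + NMTi mice.

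**Figure D3:**
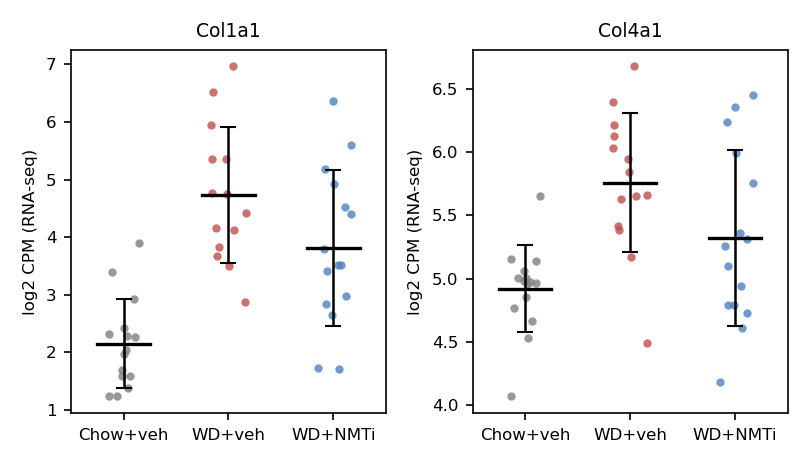
Expression of Col1a1 (left) and Col4a1 (right) in log2 CPM in the liver of each mouse, with points for mice, horizontal lines for group means and bars for ± 1 SD. WD + NMTi means of 3.81 and 5.32 lie between those of the other groups, with wide overlap between both WD groups.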

Finally, we used GSEA to corroborate these observations. 

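With WD, 20 of the 25 Kupffer cell genes were higher and 5 lower, 19 and 2 of them past the threshold over all genes and also when adjusted over the list alone. The list had an NES of 2.21 (adjusted p = 4.0e-06, fgsea) and a score of 0.486 ± 0.484 (SD, n = 14) in WD + vehicle against −0.532 ± 0.572 (SD, n = 15) in chow + vehicle mice. The difference was 1.02 (adjusted p = 0.00036, permutation test), with 14 of 14 WD + vehicle mice above the chow + vehicle mean. Cd5l (ENSMUSG00000015854.7, chromosome 3, 87357881 to 87371073), a scavenger receptor protein secreted by macrophages, rose by a log2 fold change of 1.36 (standard error 0.18, adjusted p = 6.1e-08, edgeR), Tyrobp by 1.41 and Cybb by 1.45. Cd68, whose protein was stained, rose by 1.27 (standard error 0.20, adjusted p = 2.7e-06, edgeR). A separate list of 8 resident Kupffer cell genes, 4 higher and 4 lower, had a score difference of only 0.0276 (adjusted p = 0.92, permutation test). The rise of the Kupffer cell list is thus not shown for resident Kupffer cells.
Many T cell genes were too low in whole liver to be tested. Of 19 NKT cell genes 9 were tested, 8 higher and 1 lower, and 2 higher genes passed the threshold over all genes and over the list alone. The NES was 1.57 (adjusted p = 0.0323, fgsea), and the score was 0.377 ± 0.517 (SD, n = 14) against −0.393 ± 0.793 (SD, n = 15), a difference of 0.77 (adjusted p = 0.008, permutation test) with 12 of 14 mice above the chow + vehicle mean. Without number set 7 of the chow + vehicle group, the score difference was 0.633 and no longer past the threshold (adjusted p = 0.0573, permutation test). Klrk1 rose by a log2 fold change of 0.81 (standard error 0.19, adjusted p = 0.00068, edgeR) and Klrd1 by 1.06. Ccl5 was 0.86 (standard error 0.45, adjusted p = 0.117) in edgeR and 2.00 (adjusted p = 5.0e-11) in DESeq2, and 1 chow + vehicle mouse held 397 counts of it.
The CD8 T cell list had 18 of 26 genes tested, 16 higher and 2 lower. Over all genes 3 higher genes passed the threshold, and 1 did when adjusted over the list alone. Its NES was 1.63 (adjusted p = 0.0207, fgsea), and its score was 0.409 ± 0.396 (SD, n = 14) against −0.364 ± 0.762 (SD, n = 15), a difference of 0.773 (adjusted p = 0.0043, permutation test) with 14 of 14 mice above the chow + vehicle mean. Ctsw, Tox and Thy1 rose by log2 fold changes of 0.82, 0.42 and 0.52, and exons of Ctsw and Tox overlap genes on the other strand by 9 and 260 bp. The enrichments of both T cell lists were no longer past the threshold in several settings. With counts summed per number set, for example, the NES was 1.32 for NKT cells and 1.44 for CD8 T cells (adjusted p = 0.153 and 0.0835), and Ctsw, Tox and Thy1 were not past the threshold (adjusted p = 0.0774, 0.142 and 0.128).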

GSEA suggested an increased presence of different immune cells, including Kupffer cells, NKT cells and CD8 T cells, in the livers of mice fed with WD (Extended Data Fig. 10d). These immune cells have been linked with NASH progression^59,60,62^. Conversely, these immune gene signatures were found to be downregulated in the NMTi-treated cohort (Fig. 8m and Extended Data Fig. 10e). Moreover, gene signatures related to collagen were upregulated in the WD + vehicle cohort (Extended Data Fig. 10f), but downregulated in their NMTi-treated counterparts (Fig. 8n). 

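In WD + NMTi mice, 24 of the 25 Kupffer cell genes tested were lower than in WD + vehicle mice. None passed the threshold over all genes or when adjusted over the list alone, and 7 had an unadjusted p under 0.05. The NES was −2.24 (adjusted p = 5.9e-06, fgsea). The score was 0.0783 ± 0.555 (SD, n = 15), a difference of −0.407 that did not pass the threshold (adjusted p = 0.0552, permutation test), with 10 of 15 mice below the WD + vehicle mean. Csf1r had a log2 fold change of −0.38 (standard error 0.16, adjusted p = 0.336, edgeR), Aif1 of −0.40, Lgmn of −0.31 and Cd68 of −0.32. Exons of Csf1r overlap those of Hmgxb3 on the other strand by 873 bp.
Among NKT cell genes, 8 of 9 were lower and none had an unadjusted p under 0.05. The NES of −1.26 (adjusted p = 0.198, fgsea) and the score difference of −0.336 (adjusted p = 0.113, permutation test; 11 of 15 mice below the WD + vehicle mean) did not pass the threshold. With the 4 genes of no other list, the NES was 0.67 (adjusted p = 0.849). Without the 5 mice of number set 9, of the WD + NMTi group, NES and score difference were −1.77 (adjusted p = 0.0052) and −0.566 (adjusted p = 0.017, permutation test). Cd3e, Nkg7 and Cxcr6 had log2 fold changes of −0.55, −0.38 and −0.22.
On the CD8 T cell list, 17 of 18 genes were lower, none past the threshold over all genes or over the list alone, and 1 with an unadjusted p under 0.05. The NES was −1.88 (adjusted p = 0.0022, fgsea), and the score was −0.0173 ± 0.579 (SD, n = 15), a difference of −0.426 (adjusted p = 0.0397, permutation test) with 11 of 15 mice below the WD + vehicle mean. The score difference was no longer past the threshold without number set 1, 3, 6, 8 or 11 (adjusted p from 0.0545 to 0.204) and with 1 mean per number set (−0.334, adjusted p = 0.4). Thy1 and Cd6 had log2 fold changes of −0.38 and −0.57. In genes with at least 10 counts in every mouse, the NES was −0.93 (adjusted p = 0.635). It was −1.50 (adjusted p = 0.0691) with counts summed per number set.

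**Figure D4:**
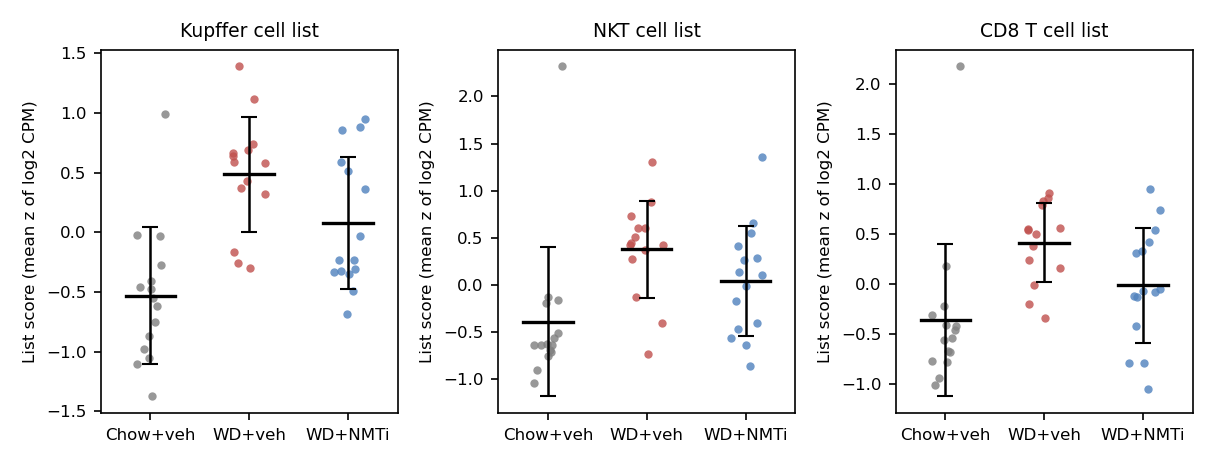
List scores of each mouse for the Kupffer cell, NKT cell and CD8 T cell lists (left to right), in units of mean z-score, with points for mice, horizontal lines for group means and bars for ± 1 SD. The spread within each WD group, with SD values from 0.396 to 0.584, is of the size of the differences between them.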

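The collagen list held 39 genes for collagens and for enzymes that process them, of which 37 were tested. With WD, 28 were higher and 9 lower, 24 and 4 of them past the threshold over all genes and 24 and 5 when adjusted over the list alone. The NES was 2.30 (adjusted p = 2.2e-06, fgsea), and the score was 0.408 ± 0.55 (SD, n = 14) in WD + vehicle against −0.434 ± 0.323 (SD, n = 15) in chow + vehicle mice. The difference of 0.843 had an adjusted p of 0.00016 in the permutation test, with 13 of 14 WD + vehicle mice above the chow + vehicle mean. Adamts2 (ENSMUSG00000036545.9, chromosome 11, 50602084 to 50807573), a procollagen peptidase, rose by a log2 fold change of 1.67 (standard error 0.21, adjusted p = 2.0e-08, edgeR), Col3a1 by 2.29 and Col14a1 by 1.15. Exons of Col3a1 overlap those of Gm47302 on the same strand by 141 bp.
With NMTi, 31 of the 37 genes were lower and 6 higher. None passed the threshold over all genes, 1 lower gene did when adjusted over the list alone, and 12 lower genes and 1 higher gene had an unadjusted p under 0.05. The NES was −2.23 (adjusted p = 4.0e-06, fgsea). The score was 0.0531 ± 0.58 (SD, n = 15), a difference of −0.355 that did not pass the threshold (adjusted p = 0.112, permutation test), with 11 of 15 mice below the WD + vehicle mean. Plod3 had a log2 fold change of −0.20 (standard error 0.06, adjusted p = 0.2, edgeR), Col6a3 of −0.73 and Loxl1 of −0.70. Plod3 passed the threshold without number set 8 (adjusted p = 0.0415), and exons of Plod3 overlap those of Znhit1 on the other strand by 529 bp. With the Reactome set for collagen formation, which shares 29 of its 49 tested genes with the list, the NES was 2.15 with WD and −2.15 with NMTi (adjusted p = 6.7e-06 and 9.0e-06). The paper used these enrichments to back its staining and RT–qPCR results on inflammation and fibrosis.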

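Over all 13890 genes tested, 5849 had an adjusted p under 0.05 in edgeR's test between WD + vehicle and chow + vehicle mice, 3228 higher and 2621 lower with WD. DESeq2 called 6074, of which 5807 were shared, and with counts summed per number set edgeR called 3450. The largest rises were those of Gpnmb (log2 fold change 7.09), Ly6d (5.28) and Ephb2 (5.16). The largest falls were those of Sqle (−5.17), Idi1 (−3.53) and Serpina1e (−3.04), each lower in 14 of 14 WD + vehicle mice than the chow + vehicle mean. Serpina1e belongs to a family of near-identical genes between which the authors' counting could have split reads, and a transcript on the other strand overlaps exons of Idi1 by 323 bp.
Between WD + NMTi and WD + vehicle mice, edgeR called 4 genes, and 1671 genes had an unadjusted p under 0.05. All 4 were lower with NMTi. Muc1 had a log2 fold change of −2.49 (standard error 0.42, adjusted p = 0.0064, edgeR) and Krt19 of −1.66 (standard error 0.33, adjusted p = 0.0439, edgeR), with 15 and 14 of 15 WD + NMTi mice below the WD + vehicle mean. High values in some WD + vehicle mice raise that mean (1.12 ± 1.71 and 2.01 ± 1.35 log2 CPM, SD, n = 14), and many WD + vehicle mice lay below it too. Permutation tests of log2 CPM gave unadjusted p-values of 0.0021 and 0.0061. Tsc22d4 (−0.45) and Id4 (−0.82) had adjusted p-values of 0.0439 and 0.0446 in edgeR. Muc1 and Id4 were named after their values were seen, and exons of Id4 overlap transcripts on the other strand by 253 bp. DESeq2 called 27 genes, 12 higher and 15 lower, among them the same 4. The number depended on the mice and the model, with 145 genes without number set 8 of the WD + vehicle group, none in a fit of only both WD groups (1689 with an unadjusted p under 0.05) and none with the number set as a random block (933).
Of the 5849 genes changed by WD, 76.1% changed in the opposite direction with NMTi. Both comparisons use the same WD + vehicle mice, so that this share lies above even odds without any effect. In 20 simulations of WD + NMTi mice without an effect of NMTi, it was 58.2% on average and 59.3% at most, with genes that vary independently. Among splits of the real WD mice, the real one included in each count, a share as large came in 13 of 60 (the others drawn at random, 86.3% at most) and in 6 of the 35 that keep number sets whole. When each comparison used another 7 of the 14 WD + vehicle mice, it was 66.5% on average over 20 draws, from 56.0% to 84.3%.

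**Figure D5:**
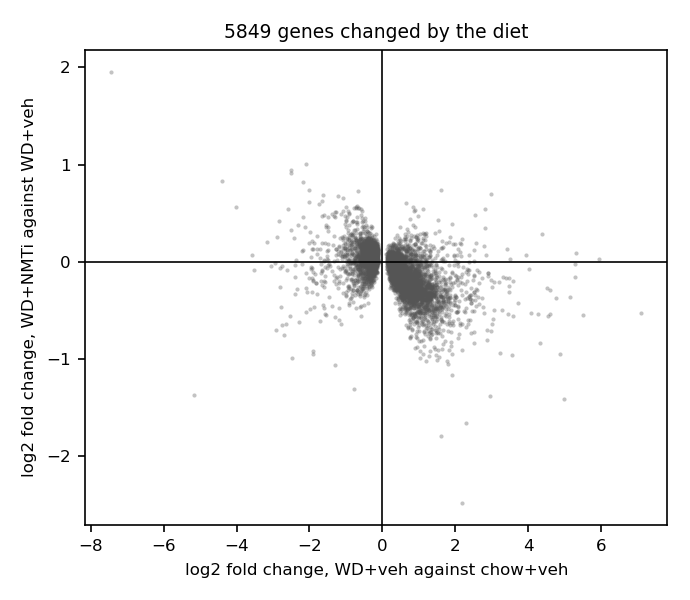
Log2 fold changes of the 5849 genes changed by WD, with WD + vehicle against chow + vehicle on the horizontal axis and WD + NMTi against WD + vehicle on the vertical axis, each point 1 gene. In 76.1% of them both changes have opposite signs.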

Overall, the above results show that treatment with NMTi reduced senescence, inflammation, steatosis and fibrosis in a WD-induced mouse model of NASH.

## Discussion

Here we have described the identification of components of the COPI pathway, which regulates a variety of dynamic membrane-trafficking events^24^ in RNAi screens, to identify the vulnerabilities of senescent cells. Cells undergoing senescence reorganize their endomembrane system to cope with the increase in secretion necessary for the SASP^30^. Depletion of *COPB2* caused a more profound Golgi disruption in senescent cells compared to non-senescent cells, suggesting that their reorganized Golgi might increase their dependence on COPI. Interestingly, differential Golgi disruption was not observed upon treatment with GBF1 inhibitors. This could be due to a more profound and sustained effect of GBF1 inhibitors when compared with transient *COPB2* knockdown. Importantly, interfering with the secretory apparatus by disrupting COPI results in the aberrant accumulation of SASP components and in general misfolded proteins in senescent cells, which saturates autophagy and activates the UPR, explaining the enhanced sensitivity of senescent cells to COPI inhibition.

We investigated whether COPI inhibition could be beneficial for the outcome of cancer and fibrosis. Inhibiting COPI with BFA or GCA killed cancer cells that had been treated with chemotherapeutic agents. Moreover, *COPB2* depletion prevented the senescence-fuelled increase in tumour growth in a xenograft cancer model. and improved outcomes in a model of lung fibrosis^16,40^. Because interfering with COPI (or NMT) also impairs the SASP, we speculate that the benefits associated with COPI inhibition might be the combined result of SASP suppression and selective killing of senescent cells.

Despite the promising therapeutic effects associated with COPI inhibition, the poor pharmacological properties of existing drugs targeting the pathway (such as BFA) have hampered their use in the clinic^41^. Based on existing knowledge of COPI regulation^43,44,63,64^, we hypothesized that NMTi would phenocopy COPI inhibition. Indeed, treatment with NMTi reduced the levels of ARF GTPases, resulting in Golgi dispersal in senescent cells, intracellular accumulation of secreted cytokines, and UPR activation. More importantly, NMTi are potent senolytics. Although our results suggest that the senolytic effect of NMTi might be explained by their effect on COPI signalling, NMTi have a wider selective window than GBF1 inhibitors. This could reflect the different mechanisms of action of the two drugs, with GBF1 inhibitors directly targeting GBF1 and affecting ARF function, and NMTi inhibiting the myristoylation of newly synthesized proteins. Alternatively, additional targets besides the COPI pathway could contribute to explaining the senolytic effects of NMTi.

NMTi has been tested as an anticancer^51^ and antiviral^65,66^ treatment. Our results make the case for using the NMTi as senolytics. To evaluate their senolytic potential, we tested NMTi in models of cancer, NASH and IPF. Two different NMTi (IMP1088 or IMP1320) reduced the numbers of preneoplastic senescent cells in models of paediatric pituitary tumours and liver cancer while eliminating the tumour growth conferred by co-injected senescent cells in a xenograft cancer model. Treatment with NMTi reduced fibrosis in a model of IPF and resulted in decreased inflammation, steatosis and liver fibrosis in a NASH model. Therefore, our results encourage further development of NMTi to treat cancer and other senescence-associated pathologies.

In summary, our data identified COPI signalling and *N*-myristoylation as targetable vulnerabilities of senescent cells. Although existing GBF1 inhibitors (such as BFA and GCA, which target COPI signalling) are not appropriate for preclinical or clinical use, the most recent generation of NMTi show senolytic potential and hold promise for clinical development as senolytic medicines that could be used to target a wide range of senescence-associated pathologies.

## Methods

Our research complies with all relevant ethical regulations and guidelines. The lung fibrosis experiments were performed in compliance with guidelines established by the Barcelona Science Park’s Committee on Ethics for Animal Experimentation (CEEA) and under approved protocol no. 10884. All other mouse procedures were performed under licence, according to the UK Home Office Animals (Scientific Procedures) Act 1986, ARRIVE and local institutional guidelines. The mouse pituitary experiments were approved by the UCL ethical review committee (PPL P5FB9D417). Liver cancer initiation and the WD experiments were approved by the animal welfare and ethical review board at Imperial College London (PPL 70/09080 and PPL PE02064666, respectively). Cancer xenograft experiments were performed by national and international guidelines and were approved by the institutional review board at Southampton University (PPL P81E129B7).

### Drugs

The following compounds were used in the present study: ABT-263 (Selleckchem, S1001), etoposide (Sigma-Aldrich, E1383), QVD-OPh hydrate (Sigma-Aldrich, SML0063), 4OHT (Sigma-Aldrich, H7904), doxycycline hyclate (Sigma-Aldrich, D9891), doxorubicin hydrochloride (Cayman Chemical, 15007), triamcinolone (Selleckchem, S1933), beclomethasone dipropionate (Selleckchem, S3078), GSK2606414 (Tocris, 5107), GSK2656157 (Selleckchem, S7033), GCA (Selleckchem, S7266), BFA (Selleckchem, S7046), IMP1088 (Myricx), DDD86481 (Myricx), IMP1320 (Myricx) and bleomycin sulfate (Generon, A10152).

### Antibodies

The following primary antibodies were used in this study: mouse monoclonal anti-BrdU (3D4, BD Biosciences, 555627) 1:2,000, mouse monoclonal anti-p16^INK4a^ (JC8, CRUK) 1:1,000, rabbit polyclonal anti-glyceraldehyde 3-phosphate dehydrogenase (anti-GAPDH) (Abcam, ab22555) 1:2,000, mouse monoclonal anti-IL-8 (6217, R&D systems, MAB208) 1:100, goat polyclonal anti-IL-6 (R&D Systems, AF-206-NA) 1:40–1:200, mouse monoclonal anti-ARF1/3/5/6 (1D9, Invitrogen, MA3-060) 1:500, rabbit monoclonal anti-COPB2 (899, gifted from F. Weiland) 1:10,000, mouse monoclonal anti-EEA1 (14, BD Biosciences, 610457) 1:200, rabbit polyclonal anti-XBP1 (Abcam, ab37152) 1:200, rabbit polyclonal anti-ATF6 (Abcam, ab37149) 1:500, sheep polyclonal anti-TGN46 (Bio-Rad, AHP500G) 1:400, mouse monoclonal anti-GM130 (35, BD Biosciences, 610822) 1:500, mouse monoclonal anti-CHOP (L63F7, CST, 2895S) 1:1,000, rabbit monoclonal anti-p21^CIP1^ (12D1, CST, 2947S) 1:2,000, rabbit monoclonal anti-p21^CIP1^ (EPR18021, Abcam, ab188224) 1:700, mouse monoclonal anti-N-Ras (F155, Santa Cruz, sc-31) 1:100, mouse monoclonal anti-β-catenin (6F9, Sigma, C7082) 1:500, rabbit polyclonal anti-β-catenin (Thermo, RB-9035-P1) 1:500, mouse monoclonal anti-synaptophysin (27G12, Leica, SYNAP-299-L) 1:200, rabbit polyclonal anti-CC3 (CST, 9661S) 1:1,000, goat polyclonal anti-CXCL1 (R&D, AF-275) 1:100, mouse monoclonal anti-BMP2/4 (100230, R&D, MAB3552), mouse monoclonal anti-VEGF (23410, R&D MAB2931) 1:100, mouse monoclonal anti-GM-CSF (3209, R&D, MAB215) 1:100, rabbit polyclonal anti-CD68 (Abcam, ab125212) 1:100, rabbit polyclonal anti-ARF1 (10790-1-AP, Proteintech) 1:1,000, rabbit polyclonal anti-ARL1 (16012-1-AP, Proteintech) 1:1,000, rabbit polyclonal anti-PPM1B (HPA-016745, Cambridge Bioscience) 1:1,000 and rabbit polyclonal, mouse monoclonal anti-TUBA (ab1729, Abcam) 1:1,000.

We used the following secondary antibodies: goat anti-mouse IgG-HRP (immunoglobulin-G–horseradish peroxidase; Santa Cruz, sc-2005) 1:2,000, goat anti-rabbit IgG-HRP (Santa Cruz, sc-2004) 1:2,000, goat anti-mouse IgG (H + L) AlexaFluor488 conjugated (Invitrogen, A-11029) 1:2,000, goat anti-mouse IgG (H + L) AlexaFluor594 conjugated (Invitrogen, A-11032) 1:2,000, goat anti-rabbit IgG (H + L) AlexaFluor594 conjugated (Invitrogen, A-11037) 1:2,000, donkey anti-sheep IgG (H + L) AlexaFluor594 conjugated (Invitrogen, A-11016) 1:2,000 and donkey anti-sheep IgG (H + L) AlexaFluor488 conjugated (Invitrogen, A-11015) 1:2,000. For the IpaJ western blot experiments, we used the following secondary antibodies: IRDye 800CW goat anti-rabbit IgG (H + L, 926-32211, Li-Cor, 1:10,000)and IRDye 800CV goat anti-mouse IgG (H + L, 926-32210, Li-Cor, 1:10,000).

### Cell lines

IMR90 (ATCC, CCL-186), SK-HEP-1 (ATCC, HTB-52), A549 (ATCC, CCL-185), HFFF2 (ECACC, 86031405), HCT116 (ATCC, CCL-247), MCF7 (ATCC, HTB-22), 5PT^39^ (a gift from I. C. Mackenzie, QMUL), PBEC (ATCC, PCS-300-010) and NHLF (Lonza, CC-2512). PBECs were cultured in airway epithelial cell basal medium (ATCC-PCS-300-030; ATCC) supplemented with bronchial epithelial cell growth kit supplements (ATCC-PCS-300-040; ATCC) and 0.1% antibiotic–antimycotic solution (Gibco) with media replenished every 48 h. Adult NHLFs were cultured in fibroblast basal medium (CC-3131; Lonza) supplemented with a SingleQuot Kit of supplements and growth factors (CC-4126; Lonza), with media replenished every three to four days as required. All other cells lines were maintained on Dulbecco’s modified eagle medium (DMEM; Gibco) supplemented 1% 100X Gibco antimycotic-antibiotic and 10% (vol/vol) FBS (Labtech, Batch 41213), hereinafter referred to as DM10 medium. Passaging of cells was performed by enzymatic detachment using 0.05% Trypsin-EDTA (Gibco) on cells for 5 min, followed by inactivation in DM10 medium and centrifugation at 180*g* for 5 min. The supernatant was aspirated to remove dead cells and debris, and the pellet was resuspended in fresh DM10. Cell numbers were determined using a Guava EasyCyte platform (Millipore) using Guava ViaCount reagent. In-built GuavaSoft software was used to define live cells and remove cell debris/dead cells from the final cell count. Experiments using IMR90 cells or cell lines generated from them were carried out using cells between passages 10 and 14. To generate ER:RAS^GV12^ and other derived cells, IMR90 or HFFF2 cells, retroviral and lentiviral infections were carried out as described in ref. ^32^. Treatment with 100 nM 4-OHT (Sigma, in DMSO) was used to induce IMR90 ER:RAS cells to undergo OIS. Therapy-induced senescence (TIS) was induced in IMR90 cells by treatment with 33 μM (50 µg ml^−1^) bleomycin sulfate (Generon, A10152) for 24 h, 20 μM palbociclib (Selleckchem, S1116) for seven days or 100 nM doxorubicin (Cayman Chemical, #15007) for seven days. Senescence was induced in A549 and SK-HEP-1 cells by treatment with 2 μM etoposide (Sigma-Aldrich, E1383) for seven days. HCT116 senescence was induced by 100 nM treatment with doxorubicin (Cayman Chemical, 15007) or 2 µM etoposide for three days, followed by four days culture in medium without chemotherapy. Senescence was induced in MCF7 by treatment with 200 nM doxorubicin or 2 µM etoposide for seven days.

### Mice

All mice were purchased from Charles River UK Ltd except where noted otherwise.

For HDTVI experiments, female C57BL/6J mice aged five to six weeks were given 20 μg of a vector expressing Nras^G12V^ and Gaussia luciferase (Gluc) along with 5 μg of SB13 transposase-expressing plasmid. Experiments were performed as described in ref. ^55^. Four days after HDTVI, mice were bled to assess the presence of a Gaussia luciferase signal in the blood plasma and used to randomize groupings for vehicle and drug-treated groups. On day 5, mice were given 25 mg kg^−1^ of IMP1320 (*n* = 9 mice) or vehicle (*n* = 9 mice) (10 mM Na_2_HPO_4_-7H_2_O and NaH_2_PO_4_H_2_O buffer, 0.2% Tween-80, pH 7.4) intraperitoneally (i.p.) daily for four days. Twenty-four hours after the last drug injection, mice were culled and livers collected for paraffin embedding and frozen in optimal cutting temperature compound (OCT).

For cancer xenograft experiments, 6.7 × 10^5^ 5PT cells ± 2 × 10^6^ HFFF2 cells were injected subcutaneously (s.c.) into the flanks of immunocompromised, male NOD SCID Gamma (NSG) mice (three to five months old). For knockdown experiments, HFFF2 fibroblasts expressing inducible shRNAs targeting *COPA*, *COPB2* or control were irradiated at 10 Gy using a MultiRad350 X-ray irradiation cabinet (from Precision X-ray) just before implantation. In vivo, expression of the shRNA was induced using doxycycline given in drinking water throughout the experiment (2 mg ml^−1^ with 5% sucrose in the drinking water). Experiment A (Fig. 5e) included six mice for shCOPB2.1 + irradiation and seven mice for all other groups. In experiment B (Supplementary Fig. 12f) *n* = 7 mice per group were utilized. The data presented in Extended Data Fig. 5d compile all mice used in experiment A and experiment B. For the control experiment described in Extended Data Fig. 5e, *n* = 6 mice were included in the 5PT group and *n* = 8 mice in all other groups.

For xenograft experiments with NMTi (Fig. 7e and Extended Data Fig. 7f), 10 mg kg^−1^ NMTi (DDD86481) was dissolved in water containing 5% DMSO, 20% PEG400, 10 mM Na_2_HPO_4_.7H_2_O and NaHPO_4_H_2_0 buffer, 0.5% Tween-80, pH 7.3, and administered by intraperitoneal (i.p.) injection as indicated in Fig. 7e. Tumour size was measured over time using an electronic caliper and calculated using the formula 4π/3 × *r*^3^ (radius (*r*) calculated from the average diameter, measured as the tumour width and length). For this experiment, *n* = 6 mice were utilized for the 5PT + vehicle treatment group and *n* = 8 mice per group for all other groups. We did not exceed the maximal tumour size permitted under the licence (1,750 mm^3^) during the experiments. The area under the curve (AUC) for each tumour within a treatment group for single experiments was analysed, and statistical analysis comparing the AUCs was performed on pooling multiple experiments.

For testing senolytics ex vivo in the ACP model of OIS, neoplastic pituitaries from 18.5dpc *Hesx1*^Cre/+^;*Ctnnb1*^lox(ex3)/+^ embryos^67^ were dissected. Both male and female embryos were used, and the numbers were equalized in experimental and control groups. For the experiments shown in Fig. 7h,i and Extended Data Fig. 7h, *n* = 8 18dpc embryos were dissected (*n* = 5 embryonic pituitaries were treated with vehicle and *n* = 3 with IMP1088). For the experiments described in Extended Data Fig. 7f,g, *n* = 14 18dpc embryos were dissected (*n* = 5 embryonic pituitaries were fixed at *t* = 0 h; *n* = 3 embryonic pituitaries were fixed at *t* = 24 h; *n* = 3 embryonic pituitaries were fixed at *t* = 48 h; *n* = 3 embryonic pituitaries were fixed at *t* = 72 h). In both sets of experiments, after treatment and fixation, pituitaries were sectioned and stained (the specific numbers of sections stained and analysed for each experiment are described in the figure legends). For the lung fibrosis experiments, we used a previously described mouse model of lung fibrosis induced by intratracheal administration of senescent human cells^16,40^. Normal proliferating (IMR90 vector) or gamma-irradiated senescent human fibroblasts IMR90 (IMR90 vector, IMR90 shCOPB2.1 or IMR90 shCOPB2.2) (500,000 cells) were delivered into the lungs of six- to eight-week-old athymic (nu/nu) male mice (Envigo Laboratory). Two days before intratracheal instillation, these animals started treatment with doxycycline (1 mg ml^−1^ in the drinking water) until the end of the experiment. Three weeks after intratracheal instillation, their lungs were removed and analysed. To estimate the number of senescent IMR90 cells engrafted in the lung after 48 h post-instillation, we first performed a calibration using a known amount of IMR90 cells mixed with lung homogenates. Specifically, the right lobes of nude mice were surgically dissected and placed into 1.5-ml tubes. Homogenates of the lung samples were performed by grinding the frozen samples with liquid nitrogen using a mortar and pestle. Tissues were then thawed, 1 ml of distilled water was added to the tissues, and the resulting suspensions were homogenized using a micro-sample homogenizer (Precellys). Different quantities of senescent shControl IMR90 cells (0, 1,000, 5,000, 10,000, 50,000 or 100,000 cells) were mixed with 1 ml of homogenized lung tissue. After Trizol extraction of RNA and cDNA synthesis using SuperScript III reverse transcriptase (Thermo Fisher), real-time qPCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems). Gene expression analysis was performed using predesigned primers and probes for human *MMP3*. Data were normalized using mouse *Actin b*. The resulting calibration curve was used to interpolate the data obtained using lung samples 48 h post-intratracheal instillation of shControl, shCOPB.1 and shCOPB.2 IMR90 cells (500,000 cells) in nude mice under doxycycline. For lung fibrosis experiment, *n* = 5 mice per group were used, and for validation of engraftment, *n* = 3 mice per group were utilized.

For the mouse model of bleomycin-induced lung fibrosis, pulmonary fibrosis was initiated by intratracheal instillation of bleomycin (0.75 U kg^−1^) into the lungs of six- to eight-week-old male C57BL/6J mice (Envigo Laboratory). Fourteen days after intratracheal instillation, once the mice had developed well-established pulmonary fibrosis, these animals started treatment with NMTi (IMP1320; 10 mg kg^−1^, i.p.) or vehicle, administered in a cyclical pattern, consisting of three consecutive days of treatment followed by three consecutive days without treatment. Two weeks after treatment started, the lungs were removed and analysed. For these experiments, we used *n* = 8 mice per group. Two mice in the vehicle-treated group died before the end of the experiment and were not included in any analysis.

For WD experiments, C57BL/6J male mice aged eight weeks (*n* = 15 for each of the three groups) were placed on chow (4.25% fat, RM3, Special Diet Services) or WD (Research Diets, D16022301; 40% kcal fat (non-trans-fat Primex shortening), 22% (wt:wt) fructose, 10% (wt:wt) sucrose and 2% (wt:wt) cholesterol) for four weeks before the first round of injections. Mice were then injected i.p. daily with vehicle (10 mM Na_2_HPO_4_.7H_2_O and NaH_2_PO_4_H_2_O buffer, 0.2% Tween-80, pH 7.4) or 10 mg kg^−1^ DDD86481 (5% DMSO, 20% PEG400, 10 mM Na_2_HPO_4_.7H_2_O) and NaH_2_PO_4_-H_2_O buffer, 0.5% Tween-80, pH 7.3, dissolved by cold water bath sonication, for three days, then given two rounds of a four-week rest period and three-day daily i.p. injection. Blood was collected before the final round of injection for physiological assessments. Mice were allowed to rest for four weeks before being culled and organs were collected for freezing in OCT, paraffin embedding, blood collection for physiological measurements, and tissue snap-freezing for RNA extraction. A mouse of the WD + vehicle group died before the end of the experiment and was not included in any analysis.

To assess the effect of NMTi on metabolic function, a cohort of C57BL/6J male mice aged eight weeks were treated with either vehicle (*n* = 5 mice), 10 mg kg^−1^ DDD86481 (*n* = 5 mice) or 25 mg kg^−1^ IMP1320 (*n* = 4 mice), then blood was collected after seven days Supplementary Fig. 16a,b). To assess the effect of NMTi on insulin secretion (Supplementary Fig. 16c), 5 µl of blood was collected after seven days from mice treated with either vehicle (*n* = 5 mice) or 10 mg kg^−1^ DDD86481 (*n* = 6 mice). Blood was processed using an Ultra Sensitive Mouse Insulin ELISA kit (Crystal Chem) according to the manufacturer’s instructions. To assess the effect of NMTi on immune cell composition, C57/BL6 mice were treated with either vehicle, 10 mg kg^−1^ DDD86481 or 25 mg kg^−1^ IMP1320, and blood was collected one day or seven days after treatment (day 1, *n* = 5 mice per group; day 7, *n* = 3 mice per group).

### Vector construction

pLNC-ER:RAS-neo has been described previously in ref. ^68^. The mutant GBF1_M832L_ construct was a gift from F. J. M. van Kuppeveld (Utrecht University). Cloning of GBF1_M832L_ intro retroviral expression vector (pBabe-puro) was performed by PCR amplification using Human5SnaBIGBF1 (5′-CGTACGTAGCCATGGTGGATAAGAATATTT-3′) and Human3SalIGBF1 (5′-CGGTCGACGCCTTAGTTGACCTCAGAGGTG-3′) primers with Q5 High-Fidelity DNA polymerase (New England Biosciences) according to the manufacturer’s instructions. Amplified GBF1_M832L_ was subcloned into pBabe-puro using standard cloning with SnaBI and SalI restriction enzymes. Gaussia luciferase (Gluc) containing plasmid was a gift from U. Griesenbach (Imperial College London). To generate Gluc expressing HDTVI construct (CaNiGluc), Gluc was PCR-amplified using 5BmgBIsogLUX: (5′-GATTAAGACG TGGTTTTCCT TTGAAAAACA CGATGATAAT ATGGGAGTGA AGGTGCTGTT-3′) and 3sogLUXAge1 (5′-TTTGTTACCG GTCTCATCAA TCTCCCCCAGCT-3′) primers and Q5 High-Fidelity DNA polymerase (New England Biosciences), according to the manufacturer’s instructions. Amplified Gluc was subcloned into HDTVI construct (CaNiG) by restriction enzyme excision of GFP and annealing of Gluc amplicon processed with BmgBI and AgeI into CaNiG plasmid. The IpaJ construct was a gift from E. Tate (Imperial College London). Cloning of IpaJ_WT/C64A_ was performed by PCR amplification of IpaJ using 5′EcoRIKozIpaJ (5′-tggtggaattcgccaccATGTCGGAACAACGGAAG-3′) and 3′IpaJPmeI (5′-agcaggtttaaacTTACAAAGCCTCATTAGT-3′) and subcloning into pLenti-puro vector (Addgene 39481) with EcoRI and PmeI restriction enzymes. Tetracycline inducible (Tet-ON all-in-one) shRNA vector (LT3GEPIR) was a gift from J. Zuber (IMP, Vienna). The generation of miRE-based inducible shRNA vectors was performed as previously described^32^. The shRNA sequences used in this study are described in Supplementary Table 1.

### IF and high-throughput microscopy

IF staining was carried out by first fixing wells of 96-well plates at the desired timepoint for 1 h using 4% paraformaldehyde (PFA; wt/vol, in phosphate-buffered saline (PBS)) followed by washing three times with PBS. Wells were then permeabilized using 0.2% Triton X-100 (vol/vol, PBS) for 10 min and then washed twice with PBS to halt permeabilization. Non-specific antibody binding was blocked by incubation with a blocking solution for 1 h at room temperature (r.t.). The blocking solution contained 1% bovine serum albumin (BSA; wt/vol, PBS) supplemented with 0.4% fish skin gelatin (vol/vol, PBS). Primary antibodies were diluted in blocking solution and wells were incubated with primary antibody solution for 1 h at r.t. For BrdU staining, primary antibody solution was supplemented with 0.5 U μl^−1^ DNase (Sigma) and 1 mM MgCl_2_, and the incubation times were reduced to 30 min. Following incubation, the primary antibody was then removed by washing three times with PBS. Secondary antibodies conjugated to Alexa-594 or Alexa-488 fluorophores were then diluted in blocking solution and added to wells to be incubated in the dark for 1 h. The secondary antibody was then removed by washing three times with PBS and nuclei counterstaining with 1 μg ml^−1^ 4′,6-diamidino-2-phenylindole (DAPI; wt/vol, PBS) for 10 min. Wells were then washed with PBS three times.

Immunofluorescence image acquisition was performed using an automated InCell Analyzer 2000 high-throughput microscope. Multiple 96-well plates were placed into stacks by a KiNEDx robotic arm (PAA) running Overlord software so that the plates could be sequentially loaded into, imaged and removed from the InCell microscope. Wells were imaged using a ×20 objective except for wells stained only with DAPI or Golgi-related staining, which were performed at ×10 and 40, respectively, then 2 × 2 binning of images was used to reduce the image file sizes. Fluorophores were imaged using pre-set ‘DAPI’, ‘Texas Red’ and ‘FITC’ wavelengths on the microscope for DAPI stain, AlexaFluor594 and AlexaFluor488, respectively. Eight, 24 and 18 fields per well were captured for the ×10, ×20 and ×40 objectives, respectively.

High-content image analysis was carried out using the InCell Investigator 2.7.3 software (GE Healthcare). DAPI nuclear counterstain was used to segment cells using a top-hat method and used to provide a mask for nuclear-localized stains. For cytoplasmic stains, a 6-μm collar was applied around the cell and, for detection of cytoplasmic organelles such as Golgi, a ‘region growing’ collar was used. Quantification for nuclear staining was measured as the average pixel intensity (greyscale) for the wavelength of fluorophore across the area of the nuclear mask. Cytoplasmic staining quantification was of either the average pixel intensity or the coefficient of variance of pixel intensities within the collar area. Golgi structural analysis utilized a multiscale top-hat segmentation method to detect organelle structures between 1 and 3 pixels in size within a region growing collar. Cells with >25 Golgi organelle structures per cell were classified as cells with dispersed Golgi.

### Growth assays

BrdU incorporation and colony formation assays were performed as previously described in ref. ^38^. Briefly, for BrdU incorporation assays, cells were incubated with 10 μM BrdU for 18 h before being fixed using 4% PFA (vol/vol, PBS). BrdU incorporation was assessed via IF and high-content analysis. For crystal violet staining, cells were seeded at low density in 10-cm dishes and cultured for 10–14 days or until proliferating cells had reached 80–90% confluency. To assess senolysis, cells were seeded in 10-cm plates at high density. Senolytic drugs were added at their indicated concentration in DMSO (<0.5% vol/vol final concentration) and cultured for a further three days. If longer drug treatment was required, fresh drug and media were added on day 3 and cultured for a further four days. At the endpoint, plates were fixed with 0.5% (wt/vol, PBS) glutaraldehyde (Sigma) for 1 h, washed twice with dH_2_O, and left to dry overnight. Dried plates were then stained with a 0.2% (wt/vol, PBS) solution of crystal violet (Sigma, C6158).

### Senolytic assays

Senolytic assays were performed as described previously^15^. Briefly, at the indicated timepoints, confluent senescent or control cells in 96-well plates were switched to DMEM 0.5% FBS and drugs in DMSO were added (<5% vol/vol final concentration). Drugs were replenished after three days if the assay length was longer than 72 h. For TIS of PBECs (ATCC-PCS-300-010), cells were seeded at passage 3 and treated with bleomycin (100 ng ml^−1^) or vehicle for five days, followed by washout. Seven days post senescence induction, cells were treated with the indicated drugs for 72 h. Adult NHLFs (Lonza CC-2512) at passages 4 to 5 were seeded into 96-well plates and induced to senesce by treatment with bleomycin (50 mg ml^−1^), or vehicle, for 24 h. Seven days post-induction of senescence, cells were treated with the indicated drug concentrations for 72 h. Cells were fixed and stained with DAPI, followed by assessment by automated microscopy. The percentage survival was calculated by dividing the number of cells post-drug treatment by the corresponding number of cells treated with the vehicle at the same time.

For senolytics assays during replicative senescence, PBECs were serially passaged until passages 4–6, whereby a mixed population of senescent and growing cells can be distinguished. PBECs were plated into 96-well plates and treated with the indicated drug for 72 h. Cells were fixed and stained with anti-p16 antibody and DAPI, followed by assessment by automated microscopy. The percentage survival for p16-negative and p16-positive fractions was calculated by dividing the number of cells post-drug treatment by the number of cells treated with the vehicle.

### Tissue processing

Organs were fixed in 4% PFA overnight before being transferred to 70% ethanol. Tissue processing before paraffin embedding was performed on a Sakura Tissue-Tek VIP 6 automated tissue processor. Briefly, specimens in embedding cassettes were dehydrated by progressing through steps of 70% ethanol for 45 min at 37 °C, 80% ethanol for 45 min at 37 °C, 90% ethanol for 30 min at 37 °C, 96% ethanol for 45 min at 37 °C, 100% ethanol for 30 min at 37 °C, 100% ethanol for 1 h at 37 °C and 100% ethanol for 1 h at 37 °C. Dehydrated samples were then cleared by three washes in xylene for 30 min, 45 min and 1 h at 37 °C. Finally, the specimens were infiltrated by two immersions in 62 °C paraffin wax for 45 min and 1 h, followed by two immersions in 62 °C paraffin wax for 30 min. The specimen was then embedded in a paraffin block on an embedding centre (Leica EG1160), and 4-μm sections were made using a Thermo Fisher scientific microtome (Microm HM355S) and attached to slides.

### IHC staining

The slides were deparaffinized by washing them twice in Histoclear for 5 min each, followed by 5-min washes in decreasing concentrations of ethanol (100%, 75%, 50% and 25% ethanol) before a final wash of 5 min in dH_2_O. Heat-induced epitope retrieval (HIER) was then performed in a pressure cooker for 20 min using either antigen-unmasking solution, citrate-based at pH 6.0 (VectorLab, H-3300-250), or antigen-unmasking solution, Tris-based at pH 9.0 (VectorLab, H-3301-250), depending on the antibody manufacturer’s instructions. Following HIER, slides were cooled on ice for 10 min and then washed in PBS for 5 min. For intracellular stains, sections were permeabilized with 0.2% Triton X-100 in PBS for 10 min and washed twice in PBS for 5 min. For NRAS staining, liver slides were washed in 0.1% H_2_O_2_ in PBS for 15 min, followed by washing twice in PBS to reduce endogenous peroxide activity. Sections were marked using a hydrophobic pen, and non-specific antigen binding was blocked by incubating the slides with CAS-Block histochemical reagent (Thermo Fisher, 008120) for 30–45 min in a humidified chamber. The slides were then incubated with primary antibody overnight in a humidified chamber at 4 °C. Slides were washed twice in PBS for 5 min and incubated with secondary antibody SignalStain Boost IHC detection reagent with mouse HRP (Cell Signalling Technology, 8125) or rabbit HRP (Cell Signalling Technology, 8114) for 30–45 min. Next, the slides were washed twice in PBS for 5 min and incubated for 2–10 min with a SignalStain DAB substrate kit (CST, 8059) to detect the HRP signal. Signal development was stopped when visible positive cells could be detected on a microscope, by washing slides in dH_2_O. To counterstain the DAB signal, slides were incubated for 30 s in modified Mayer’s haematoxylin (Lillie’s modification; DAKO), washed in dH_2_O, and incubated for 30 s in 0.05% ammonium solution (PBS) followed by washing in dH_2_O. Before mounting the coverslips with VectaMount aqueous mounting medium (VectorLab, H-5501-60), the slides were dehydrated by washing for 1 min in 75% ethanol, 5 min in 100% ethanol and 5 min in Histoclear. Slide images were acquired using a ×20 bright-field objective on a Zeiss AxioScan Z.1 slide scanner, and analysis was performed on fields using QuPath version 0.2.0-m9 using an in-built positive cell detection tool to segment haematoxylin-stained nuclei and quantify the mean intensity of DAB.

### Histologic analysis of the mouse fibrosis experiment

Left lung tissue was fixed in a 10% neutral buffered formalin solution for 24 h and subsequently transferred into tissue cassettes and placed into PBS for a minimum of 24 h. The tissues were then shipped to the Institute for Research in Biomedicine (IRB) Histopathology Facility for paraffin embedding, sectioning and Masson’s trichrome and haematoxilin and eosin staining. Samples were examined first in a blinded fashion and in a second round in an unblinded fashion. Semiquantitative histological scoring of fibrosis was scored at ×20–40 using the following scale: 1, ×1; 2, ×2; 3, ×3 increase in the thickening of alveolar walls; 4, >×3 thickening of alveolar walls and focal areas of single fibrotic masses. If there was difficulty in deciding between two scores, the intervening number was given.

### Hydroxyproline assay

Superior and middle lung lobes were surgically dissected, weighed and placed into 1.5-ml sterile tubes and flash-frozen until all the samples were collected. Homogenates of the lung samples were made by grinding the frozen samples with liquid nitrogen using a mortar and pestle. On the day of the assay, tissues were thawed, and 1 ml of distilled water was added to the tissues. Tissues were homogenized using a micro-sample homogenizer (Precellys), then 200 µl of 12 N hydrochloride was added to 200 µl of homogenized tissues. The samples were placed into a preheated oven set to 120 °C and incubated overnight. The next morning, samples were cooled and vortexed. Biochemical quantification of hydroxyproline was performed using a hydroxyproline assay kit (Amsbio).

### Senescence-associated β-galactosidase assay

Cells grown in six-well plates were fixed with a solution of 0.5% glutaraldehyde (wt/vol, PBS; Sigma) for 10 min and washed twice in a solution of 1 mM MgCl_2_/PBS (pH 6.0). For staining, the plates were incubated with X-gal staining solution for 18 h at 37 °C. Images were acquired by bright-field microscopy using an inverted microscope (Olympus CKX41) with an attached digital camera (Olympus DP20). Cells were counted using ImageJ software to determine the percentage of positive cells.

Liver samples frozen in OCT were cryosectioned (15 μM), and the frozen sections were fixed in ice-cold 0.5% glutaraldehyde (wt/vol, PBS) for 15 min and washed 1 mM MgCl_2_/PBS (pH 6.0) for 5 min. The β-galactosidase activity was stained for with X-gal staining solution (1 mg ml^−1^ X-gal, Thermo Scientific, 5 mM K_3_(Fe(CN)_6_), 5 mM K_4_(Fe(CN)_6_)) diluted in 1 mM MgCl_2_/PBS (pH 6.0) for 18 h at 37 °C. Slides were dehydrated and coverslips mounted before being imaged using ×20 bright-field objective on a Zeiss AxioScan Z.1 slide scanner. ImageJ was used to quantify staining by measuring the SA-β-Gal-stained area as a percentage of the total tissue area excluding luminal spaces.

### Sirius Red staining

Sirius Red staining was carried out for collagen I/III fibre-containing connective tissue on paraffin-embedded sections using a Picrosirius Red stain kit (Abcam, ab150681). Before staining, sections were deparaffinized in Histoclear and graded ethanol washes as already described (IHC staining section), then hydrated in distilled water. Sections were then incubated with Picrosirius Red solution for 60 min at r.t. and then rinsed twice with 0.5% glacial acetic acid solution (in dH_2_O). Excess water was then removed by shaking the slides and then rinsing in 100% ethanol. Sections were then dehydrated by two washes of 100% ethanol for 2 min each and two washes in Histoclear for 2 min each. Coverslips were mounted and slides were imaged on a Zeiss AxioScan Z.1 system. Staining was quantified by thresholding the collagen-stained area for detection of fibres (red) and measuring this area relative to the total tissue area.

### Blood chemistry and immune cell composition analysis

For analysis of immune cell composition in whole blood, tail-vein blood was collected two days after the last treatment. Whole blood was diluted in saline to a volume of 200 μl and run on a Sysmex XE2100 automated cell counter. Blood glucose levels were determined by collecting whole blood from the tail vein into heparinized tubes (Abraxis), then 120–140 μl of whole blood was loaded onto a comprehensive diagnostic profile reagent rotor (Abraxis) or Mammalian Liver Profile reagent rotor and run on a VetScan VS2 Chemistry Analyzer (Abraxis, 500-7123).

### Oil Red O staining

Staining for lipids was carried out on liver tissue in OCT that was snap-frozen in liquid N_2_ and cryosectioned (15 µm). Sections were equilibrated to r.t. for 10 min and then stained with 0.5% Oil Red O solution (wt/vol, in isopropanol; Sigma, O1391) for 5 min, rinsed in tap water and counterstained with Mayer’s haematoxylin for 30 s. Sections were then rinsed again in tap water for 30 min and coverslips mounted. Images were acquired on a Zeiss AxioScan Z.1 system and ImageJ quantification of the Oil Red stain area was carried out relative to the background tissue area.

### Ex vivo culture of mouse pituitaries

Neoplastic pituitaries from 18.5dpc *Hesx1*^Cre/+^;*Ctnnb1*^lox(ex3)/+^ embryos were dissected and placed on top of 5 μM Nuclepore membranes (VWR) in 24-well plates containing 500 μl of medium (DMEM-F12 (Gibco), 1% pen/strep (Sigma) and 1% FBS (Thermo Fisher Scientific)) supplemented with either IMP1088 or vehicle (DMSO). The media were changed every 24 h, and the pituitaries were processed for analysis after 72 h. IF staining was performed as described in ref. ^53^. The proportion of β-catenin-accumulating cells was calculated as an index out of the total DAPI-stained nuclei. Over 120,000 DAPI nuclei were counted from 15 to 22 histological sections per sample, in a total of eight neoplastic pituitaries. The proportions of CC3 and synaptophysin-positive cells were calculated as an index out of the total tissue area, from 6 to 12 histological sections per sample.

### Immunoblotting

Cells were collected for protein extraction by first washing twice with ice-cold PBS, scraping, then centrifugation performed at 180*g* for 5 min at 4 °C. Cell pellets were then resuspended in RIPA lysis buffer (Thermo Scientific, 89900) supplemented with one tablet of PhosSTOP (Roche) and one tablet of cOmplete, Mini, EDTA-free Protease inhibitor (Roche). Lysis was performed on ice for 30 min with periodic vortexing. The lysis samples were centrifuged at 14,500*g* for 20 min at 4 °C and protein-containing supernatant was transferred to a fresh tube. RIPA lysed samples quantification was then performed using a Pierce BCA assay (Thermo Scientific) and equal amounts of sample was resuspended in required volumes of 4× Laemmli sample buffer (Bio-Rad, 1610747) and boiled at 95 °C for 10 min. To immunoblot the proteins, samples were separated by size on pre-cast polyacrylamide gradient gels (Bio-Rad, 4561084) and transferred onto 0.2-µm nitrocellulose membranes (Bio-Rad). Efficient transfer and correct gel loading were verified by Ponceau S staining before 1 h blocking of membranes with 5% milk (wt/vol) diluted in TBS supplemented with 0.1% Tween-20 (vol/vol; TBST). Primary antibodies were diluted in 5% milk (wt/vol, TBST) and incubated with membranes overnight at 4 °C. This was then followed by three washes with TBST followed by 1 h incubation with HRP-conjugated secondary antibody. Secondary antibody binding was visualized using Amersham ECL Prime western blotting detection reagent (Cytiva) and imaged on an Amersham Imager 680 blot and gel imager (Cytiva).

### RNA extraction

Total RNA from the tissues was extracted in a bulk way by bead disruption in 800 µl of TRIzol reagent (Invitrogen) using a TissueLyser system (Qiagen) followed by further homogenization using a QIAshredder kit (Qiagen), according to the manufacturer’s instructions. The homogenized tissue in TRIzol was then mixed with 160 µl of chloroform (Sigma) and vortexed for 15 s, then centrifuged at 14,500*g* at 4 °C for 30–45 min. The top aqueous phase containing RNA was then column-purified using an RNAeasy Mini Kit (Qiagen) and subjected to DNase treatment according to the manufacturer’s instructions. RNA concentration was determined using a NanoDrop ND-1000 UV–vis spectrophotometer at a wavelength of 260 nm.

For extraction of total RNA from cells, six-well plates were scraped in 800 µl of TRIzol reagent (Invitrogen), mixed with 160 µl of chloroform (Sigma), vortexed and centrifuged as stated above. The aqueous phase was then transferred to a new tube and processed from step 2 onwards of the manufacturer’s instructions for the RNAeasy Mini Kit (Qiagen).

### cDNA synthesis and quantitative RT–PCR

To generate cDNA, total RNA was diluted in nuclease-free water to the same concentration across samples of the same experiment, and 1–5 µg was amplified using a SuperScript II reverse transcriptase kit (Invitrogen) combined with 1 µl of random hexamer primers (50 ng µl^−1^, Invitrogen), 1 µl dNTP mix (10 mM, Bioline) and made up to a final volume of 11 µl in nuclease-free water. The mixture was then added to a thermocycler for one cycle of 10 min at 25 °C, 50 min at 42 °C and 15 min at 70 °C. cDNA samples were then diluted at 10 ng µl^−1^ based on input RNA concentration.

mRNA expression analysis was carried out using real-time quantitative PCR (RT–qPCR) by way of amplification of cDNA using SYBR Green PCR Master Mix (Applied Biosystems) run on a CFX96 Real-Time PCR Detection system (Bio-Rad). RT–qPCR primers were selected from PrimerBank^69^ spanning exon–exon junctions. The relative gene expression in human cell lines was determined using the ΔΔCt method by measuring the RT–qPCR signal relative to the signal of the housekeeping gene *RPS14* and normalization to control samples. For mouse mRNA expression, the ΔΔCt method was again used, but the signal was measured relative to *GAPDH*.

For the mouse fibrosis experiments, tissues were homogenized in TRIzol and the cDNA was synthesized using SuperScript III reverse transcriptase (Thermo Fisher). Real-time PCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems). Gene expression analysis was performed using the indicated primers. The results were then normalized using the housekeeping gene *Gapdh*, *Actin b* or *Hprt*. The primer pairs used are presented in Supplementary Table 2.

### RNA-seq and GSEA

The total RNA extracted and purified from tissues or cell extraction was analysed on a 2100 Bioanalyzer (Agilent) using an RNA 6000 Nano Kit (Agilent) to verify the RNA purity and integrity before library preparation. RNA from tissue samples with an RNA integrity number (RIN) corresponding to a ratio of the 18S-to-28S rRNA peaks on the bioanalyser trace of less than 3 were not submitted for library processing. Library preparation to generate cDNA was performed by the MRC–LMS genomics core facility with 200 ng of starting RNA using the NEBNext Poly(A) mRNA magnetic isolation kit (NEB, E7490) to isolate mRNA from the total RNA sample. Purified samples were then processed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, E7760). Libraries were then assessed on a 2100 bioanalyzer and concentration was determined using a Qubit fluorometer and the Qubit dsDNA HS assay kit (Thermo Scientific). Indexed libraries were then run on two lanes of a NextSeq 2000 sequencer (Illumina), with >10 million single-end 75-bp reads being generated per sample. Human RNA-seq reads were assessed for quality using FASTQC and then aligned to human genome hg19 by Tophat (v. 2.0.11) using ‘-library-type- fr-firststrand’ parameters along with gene annotation from Ensembl (v.67). GSEA was carried out on the differential expression of vehicle and drug-treated aged tissues using Wald statistics parameters in DESeq2 and all curated gene sets in MSigDB.

### Live-cell microscopy

To analyse the live-cell induction of apoptosis, cells were incubated with IncuCyte caspase-3/7 reagent (1:500, Essen Bioscience) following reverse transfection with senolytic siRNAs or drug treatment. Four images per well of a 96-well plate were collected every 2 h for 3–4 days using a ×10 objective on an IncuCyte microscope, and fluorescence images were analysed with IncuCyte Zoom software (Essen Bioscience).

### Druggable genome siRNA screening and siRNA transfection

Druggable genome siRNA libraries were purchased from Qiagen (Human Druggable Genome siRNA Set V4.1, 2 siRNA per gene) and Dharmacon (siGenome human druggable genome, four siRNA per gene). Individual siRNAs were purchased from the siGenome reagent family of Dharmacon (Horizon Discovery) and came lyophilized in tube format or coated onto 96-well plates. Before transfection, plates containing 0.1 nM of lyophilized siRNA were resuspended in 100 µl of nuclease-free water and 3.6 µl of siRNA aliquoted into daughter plates. For large-scale libraries, daughter plates were aliquoted using a laboratory automation workstation (Biomek NX^P^, Beckman Coulter). Transfection mix containing 0.2 µl of DharmaFECT 1 with 17.4 µl of DMEM only or 0.4 µl DharmaFECT 1 with 17.2 µl of DMEM was added to daughter siRNA plates for IMR90 ER:RAS or IMR90 experiments, respectively. To reverse-transfect cells, 100-µl suspensions of proliferating or senescent cells in medium with DMEM supplemented with 10% FBS only were added to plates with combined transfection mix and siRNA (final siRNA concentration 30 nM). After 18 h, when cells had been allowed to adhere, the medium was replaced with DMEM supplemented with 0.5% (wt/vol) FBS and 1% antibiotic–antimycotic solution. Plates were then fixed in 4% PFA (wt/vol) 72 h after a medium change, to then be processed for quantitative IF. For analysis of mRNA, the protocol was scaled to a six-well-plate format and cells were collected by the addition of TRIzol RNA isolation reagent (Invitrogen) to the well followed by scraping and collection. Information about the siRNAs used in this study is provided in Supplementary Table 3.

### B-score normalization analysis

To analyse the siRNA screen, cell counts were normalized by B-score using the R package CellHTS2 (10.18129/B9.bioc.cellHTS2)^70^. Cell count normalization was performed using the plate-averaging method and on separate batches for control and senescent cells, in addition to a separate normalization performed for each batch of plate transfections.

### Enzyme-linked immunosorbent assay

For the detection of secreted factors in conditioned media of IMR90 ER:RAS cells, 100 µl of medium (DMEM supplemented with 0.5% (wt/vol) FBS and 1% antibiotic–antimycotic solution) incubated with cells and inhibitors for 48–72 h was collected and filtered using a 0.2-µm cellulose acetate membrane (Gilson). Filtered samples were then subject to an enzyme-linked immunosorbent assay (ELISA) kit according to the manufacturer’s instructions (R&D: IL-6, DY206; IL-8, DY208; VEGF, DY293B; CXCL1, DY275; G-CSF, DY214; GM-CSF, DY215; CCL2, DY279; CCL20, DY360; LIF, DY7734). Cell numbers were calculated using high-throughput microscopy and used to normalize the levels of secreted factors.

### Proteostat assay

Relative levels of protein aggregates were measured using the PROTEOSTAT protein aggregation assay (ENZ-51023) according to the manufacturer’s instructions. Briefly, cells plated in a 96-well format and treated with the drug were incubated with PROTEOSTAT detection reagent for 15 min at r.t. and read on a FLUOstar Omega plate reader at 550 nm (ex.) and 600 nm (em.). The background was subtracted and intensity values normalized to cell counts from fixed DAPI-stained plates using high-throughput microscopy.

### Visualization of IpaJ effects on *N*-myristoylation with YnMyr and immunoblot analysis

In triplicate for each condition, IMR90 cells (controls, and cells transduced with IpaJ WT and IpaJ C64A constructs) were seeded in six-well plates and grown to 70–80% confluence. IMR90 control cells were incubated for 1 h with DMSO or 100 nM IMP1088. All conditions, including IpaJ variant-expressing cells, were thereafter metabolically labelled with 20 μM YnMyr for 18 h. The cells were then washed with PBS, collected by trypsinization, and the cell pellets were stored at −80 °C until further analysis. The cell pellets were lysed and the YnMyr-labelled proteins were functionalized with fluorescent capture reagent, then resolved by fluorescence scanning after separation on 15% (wt/vol) SDS–PAGE gels as previously described^45,50^. Immunoblotting was performed on ARF1, ARL1, PPM1β and TUBA, then read out on a Li-Cor Odyssey CLx system using IRDye 800CW-functionalized secondary antibodies. Fluorescence intensities were quantified by ImageJ and normalized to the TUBA loading control.

### Statistics and reproducibility

Statistical analyses were performed and plotted using GraphPad Prism 9 software. Details of the test used are given in the corresponding figure legends and the source data. Statistical analysis was performed using either an unpaired two-tailed *t*-test with Holm–Sidak multiple comparison correction or with ordinary one- or two-way ANOVA with Dunnett’s or Tukey’s multiple comparison correction. Tumour growth curves were analysed using Repeated Measure (RM) two-way ANOVA with Greenhouse–Geisser correction and Dunnett’s correction. *P* values and adjusted *P* values are shown for values lower than *P* = 0.1. *P* values and adjusted *P* values for other comparisons and per experiment statistical test details are available in the source data.

No statistical method was used to predetermine sample size. For the bleomycin-induced fibrosis experiment, two mice in the vehicle-treated group died before the end of the experiment and were not included in any analysis. For the WD experiment, a mouse of the WD + vehicle group died before the end of the experiment and was not included in any analysis. RNA isolation from one mouse liver of the WD + NMTi group failed and it could not be included in subsequent RT–qPCR analysis. Three sections from Fig. 8h were excluded due to poor section processing. No further data were excluded from analyses. For in vivo studies, mice were randomized to treatment groups. Cell-culture experiments were not randomized. Histologic analysis of Masson’s trichrome and haematoxilin & eosin (H&E) staining for the mouse fibrosis experiment was examined first in a blinded fashion and in a second round in an unblinded fashion. Tumour measurements were taken blindly and independently by the researcher or the animal technicians in the mouse facility. For the HDTVI and WD experiments, staining and analysis were performed in a blinded fashion. Investigators were not blinded during the other experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this Article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01287-6.

### Supplementary information

Supplementary Information Supplementary Figs. 1–17 with their legends, Source numerical data for Supplementary figures and source gel data for Supplementary figures.

Reporting Summary

Supplementary Table Contains Supplementary Tables 1–3 as different sheets in the Excel file

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 6 Unprocessed western blots.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Extended Data Fig. 1 Statistical source data.

Extended Data Fig. 2 Statistical source data.

Extended Data Fig. 3 Statistical source data.

Extended Data Fig. 4 Statistical source data.

Extended Data Fig. 4 Unprocessed western blots.

Extended Data Fig. 5 Statistical source data.

Extended Data Fig. 6 Statistical source data.

Extended Data Fig. 7 Statistical source data.

Extended Data Fig. 8 Statistical source data.

Extended Data Fig. 9 Statistical source data.

Extended Data Fig. 10 Statistical source data.

## Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE224070, GSE224071 and GSE224069. All other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells
**Source:** Nat Cell Biol. 2023 Nov 27;25(12):1804–20. doi: 10.1038/s41556-023-01287-6
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–17 with their legends, Source numerical data for Supplementary figures and source gel data for Supplementary figures.

# **COPI vesicle formation and *N*-myristoylation are targetable vulnerabilities of senescent cells**

---

In the format provided by the  
authors and unedited

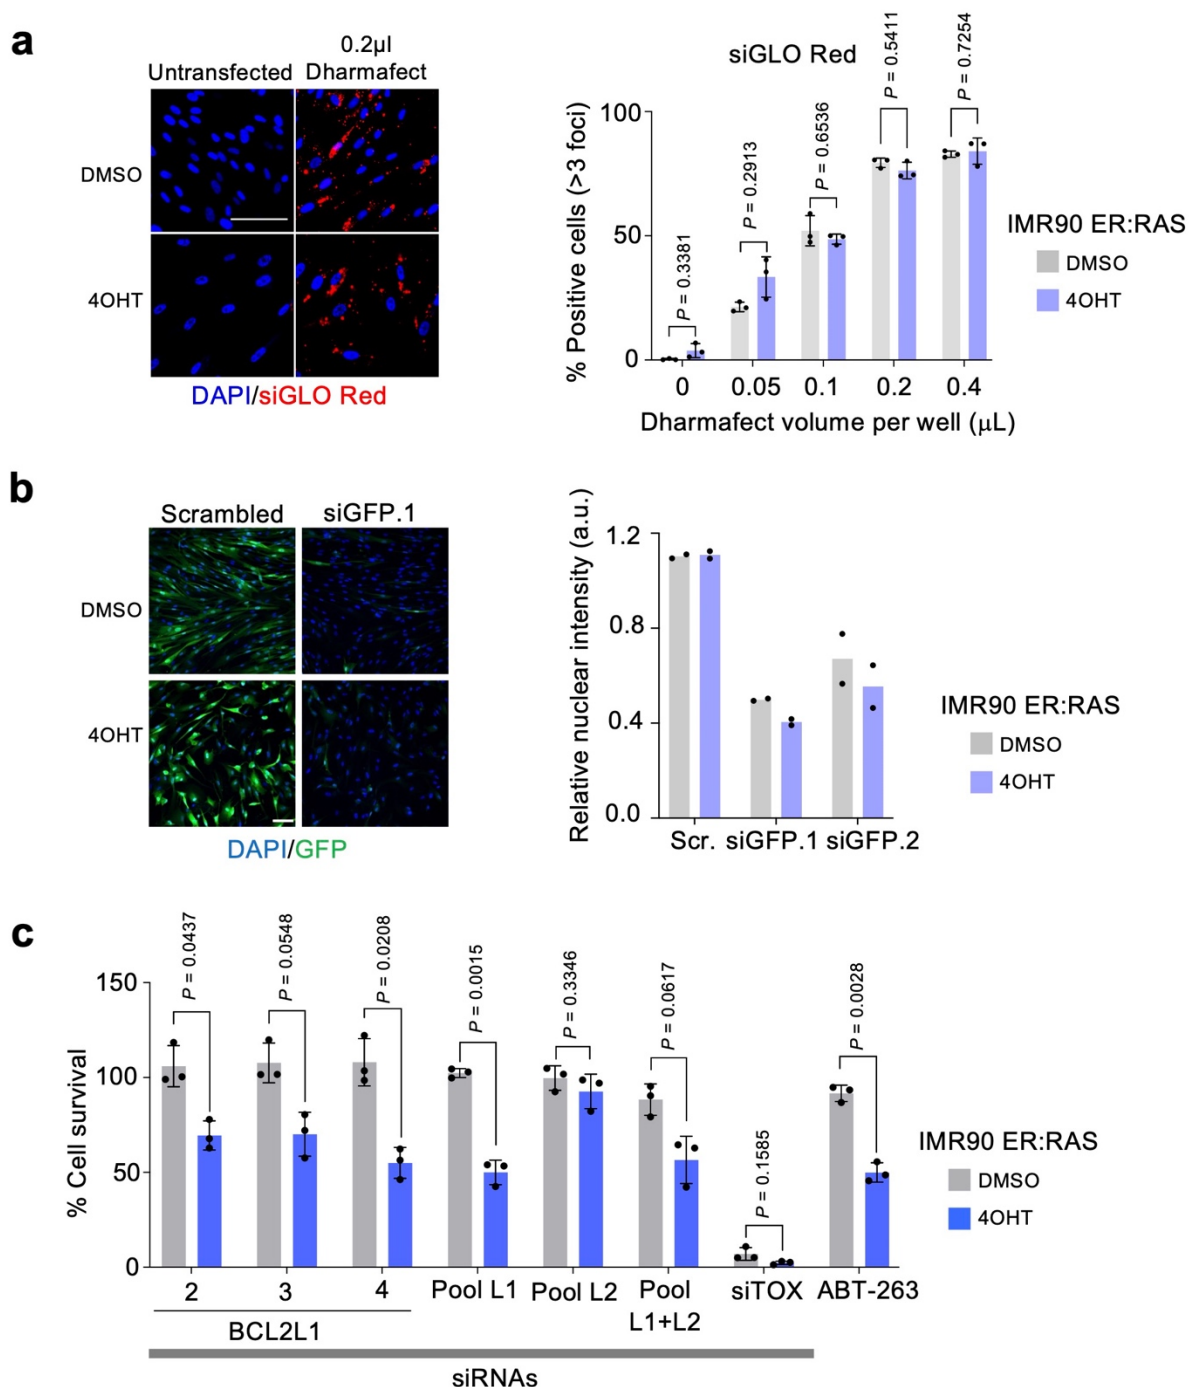

**Supplemental Figure 1. Setting up RNAi screens for senolytic targets.****a**, Quantification of the percentage of cells with 3 or more cytoplasmic foci of fluorescent siGLO Red (Right) in control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells 72h after reverse transfection at day 6 after senescence induction. Cells were transfected with varying volumes of Dharmafect 1 per well. Representative IF images are shown (left). (n=3). Scale bar, 100 $\mu$ m. **b**, Quantification of GFP nuclear intensity (right) relative to un-transfected control for control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells 72h after reverse transfection with GFP siRNAs on day 6 post-

senescence induction cells. (n=2) Representative IF images shown (left). Scale bar, 100 $\mu$ m. **c**, Survival of control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells 72h after reverse transfection with the indicated siRNAs on day 6 post-senescence induction. Pools of 4 individual siRNAs targeting BCL2L1 (pool L1), BCL2L2 (pool L2), or 4 siRNAs each against BCL2L1 and BC2L2 (pool L1+L2) were used. Treatment of cells with 1 $\mu$ M ABT-263 for 72 h starting 6 days after senescence induction was used as a senolytic control (ABT-263). (n=3). Data throughout the figure is represented as mean $\pm$ SD where applicable. Statistical tests throughout figure were performed using unpaired, two-tailed, student's t-test. N represents independent experiments.

**a**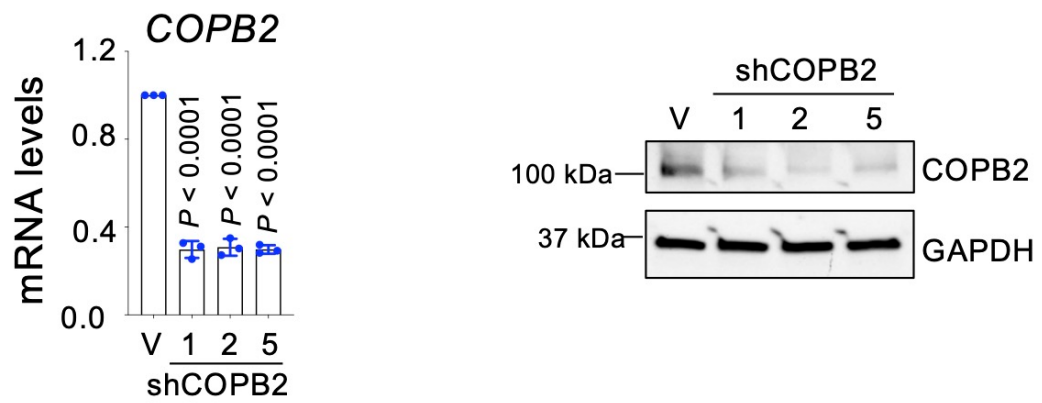**b**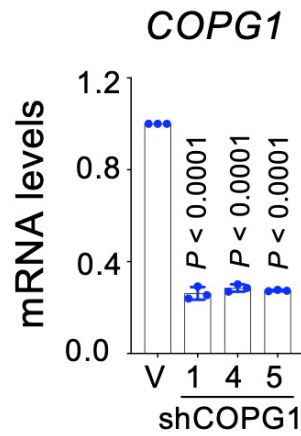**c**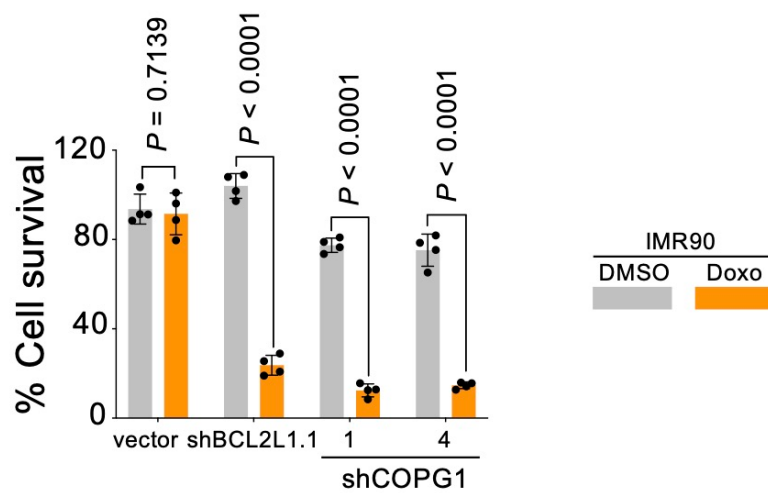

**Supplemental Figure 2. Knockdown of COPB2 and COPG1 using shRNAs.** a, Levels of COPB2 after knockdown with three independent shRNAs. (Left) qRT-PCR

(n=3) One-way ANOVA. (Right) Panel showing immunoblot representative of two independent experiments. Immunoblot of GAPDH is included as a loading control. **b**, Levels of COPG1 after knockdown with three independent shRNAs. (n=3). One-way ANOVA. **c**, Quantification of cell survival of control (DMSO) and doxorubicin-induced senescent (Doxo) cells. (n=4) Unpaired two-tailed Student's t-test. Data represented as mean $\pm$ SD throughout figure. N represents independent experiments.

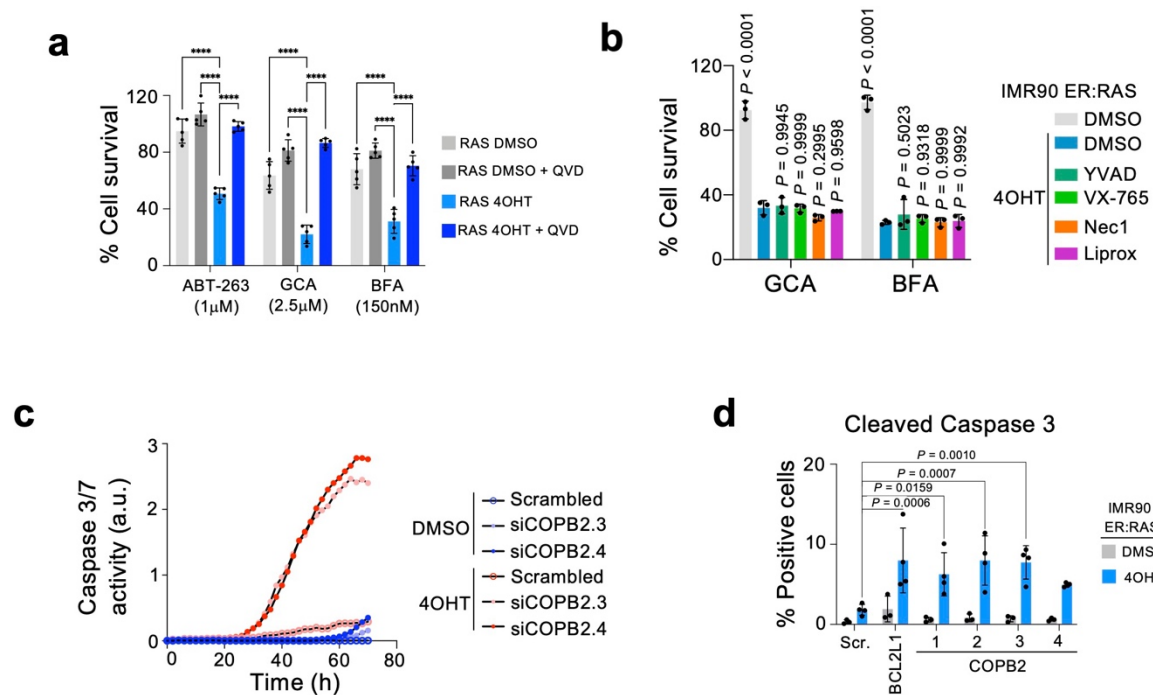

**Supplemental Figure 3. COPI inhibition causes apoptosis in senescent cells. a,** Quantification of percentage cell survival of control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells treated in parallel with 20  $\mu$ M of pan-caspase inhibitor (Q-VD-OPh) and either 1  $\mu$ M ABT-263, 2.5  $\mu$ M golgicide A (GCA) or 150 nM brefeldin A (BFA) for 72h. (n=5). Ordinary Two-way ANOVA. **b,** Quantification of percentage cell survival of senescent (4OHT) treated in parallel with inhibitors to inhibit pyroptosis (10  $\mu$ M Z-YVAD-FMK, 20  $\mu$ M VX-765), necroptosis (10  $\mu$ M Nec-1) or ferroptosis (1  $\mu$ M Liproxstatin) and either 2.5  $\mu$ M golgicide A (GCA) or 150 nM brefeldin A (BFA) for 72h. (n=3). Comparisons are to the corresponding senescent cells treated with DMSO (blue bars). Ordinary Two-way ANOVA. **c,** Caspase-3/7 activity in control (DMSO) or oncogene-induced senescent (4OHT) cells after reverse transfection with COPB2 siRNAs 6 days after senescence induction (n=2). **d,** Quantification of cells positive for cleaved caspase 3 as assessed by IF analysis (n=4). Unpaired, two-tailed, Student's t-test. Data is represented throughout the figure as mean  $\pm$  SD. N represents number of independent experiments.

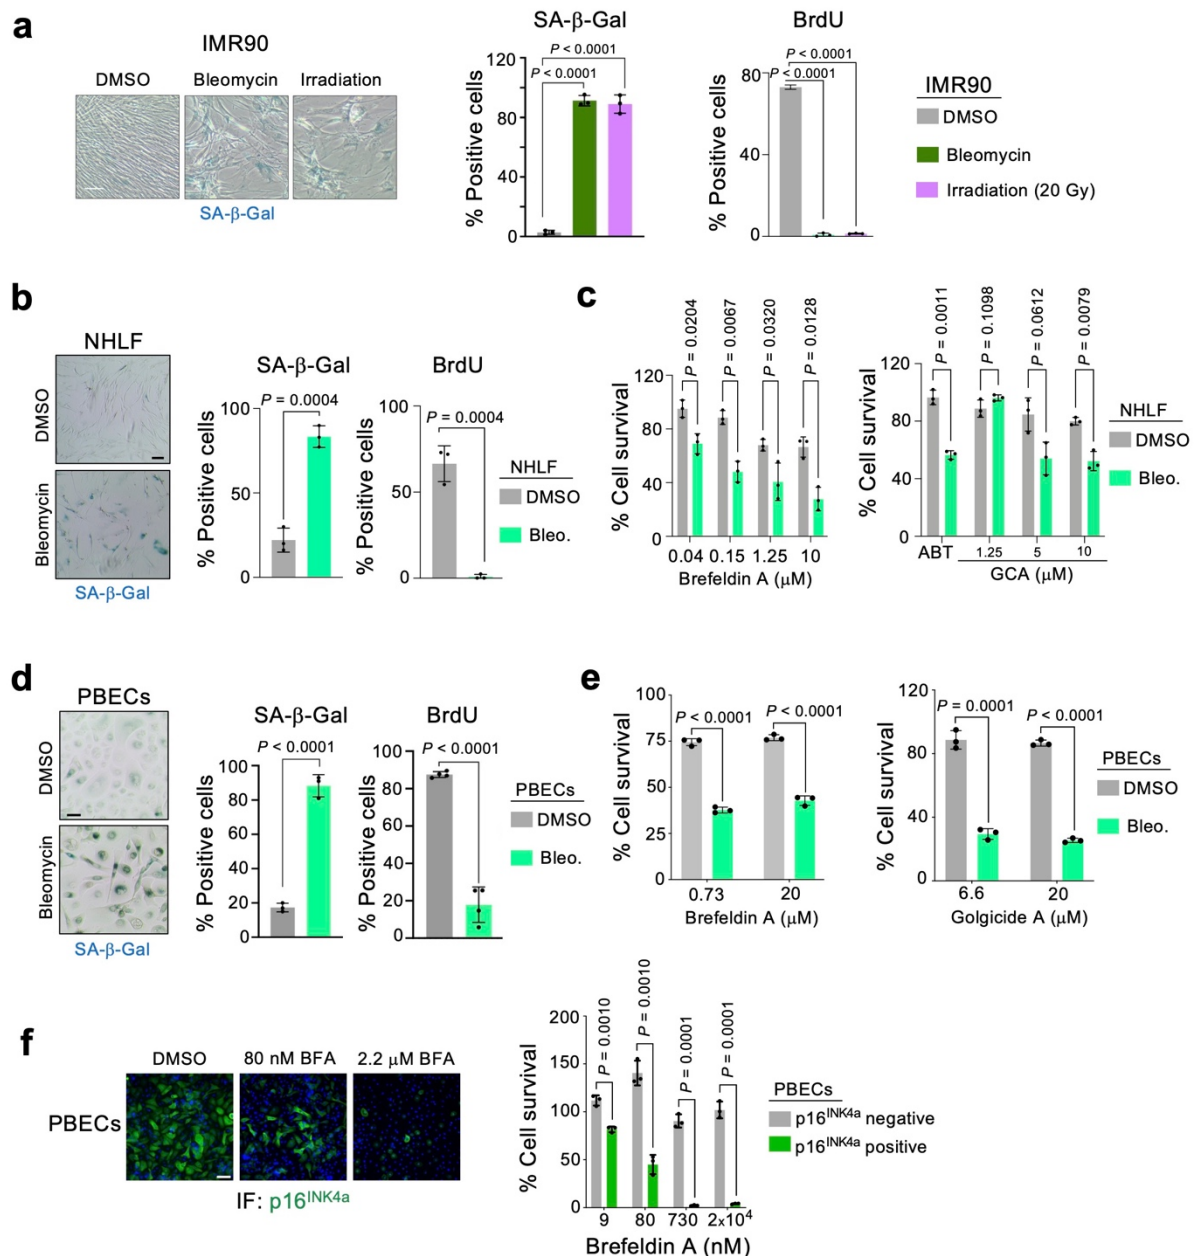

**Supplemental Figure 4. GBF1 inhibitors are senolytic.** **a**, Induction of senescence by bleomycin and irradiation in IMR90 cells. Quantification of the percentage of IMR90 cells positive for SA- $\beta$ -gal staining (middle) or BrdU incorporation (right) 6 days after treatment of cells with 33 $\mu$ M bleomycin or 20Gy Irradiation. (n=3). Representative image of SA- $\beta$ -gal staining shown (left). Scale bar, 100 $\mu$ m. One-way ANOVA. **b**, Bleomycin-induced senescence in NHLF cells. Quantification of the percentage of NHLF cells positive for SA- $\beta$ -gal staining (middle) or BrdU incorporation (right) 6 days after treatment of cells with 50  $\mu$ g/ml bleomycin (n=3). Representative image of SA- $\beta$ -gal staining shown (left). Scale bar, 50 $\mu$ m. Unpaired, two-tailed Student's t-test. **c**, Percentage cell survival in either control (DMSO) or bleomycin-treated (Bleo) NHLF

cells 72h after treatment on day 7 with brefeldin A (left) or golgicide A (GCA, right). (n=3). Unpaired, two-tailed. Student's t-test. **d**, Bleomycin-induced senescence in PBECs. Quantification of the percentage of PBECs staining positive for SA- $\beta$ -gal activity (middle) or BrdU incorporation (right) 6 days after treatment with 100ng/ml bleomycin (n=3). Representative image of SA- $\beta$ -gal staining shown (left). Scale bar, 50 $\mu$ m. Unpaired, two-tailed. Student's t-test. **e**, Percentage cell survival in either control (DMSO) or bleomycin-treated (Bleo) PBECs 72h after treatment on day 7 with brefeldin A (left) or golgicide A (GCA, right). (n=3). Unpaired, two-tailed. Student's t-test.. **f**, Quantification of percentage cell survival in either PBECs staining negative (p16<sup>INK4a</sup> negative) or positive (p16<sup>INK4a</sup> positive) for p16<sup>INK4a</sup> 72h after treatment with brefeldin A (n=3). Representative images of p16<sup>INK4a</sup> IFs are shown (left). Unpaired, two-tailed. Student's t-test. Data is represented throughout the figure as mean $\pm$ SD. N represents number of independent experiments.

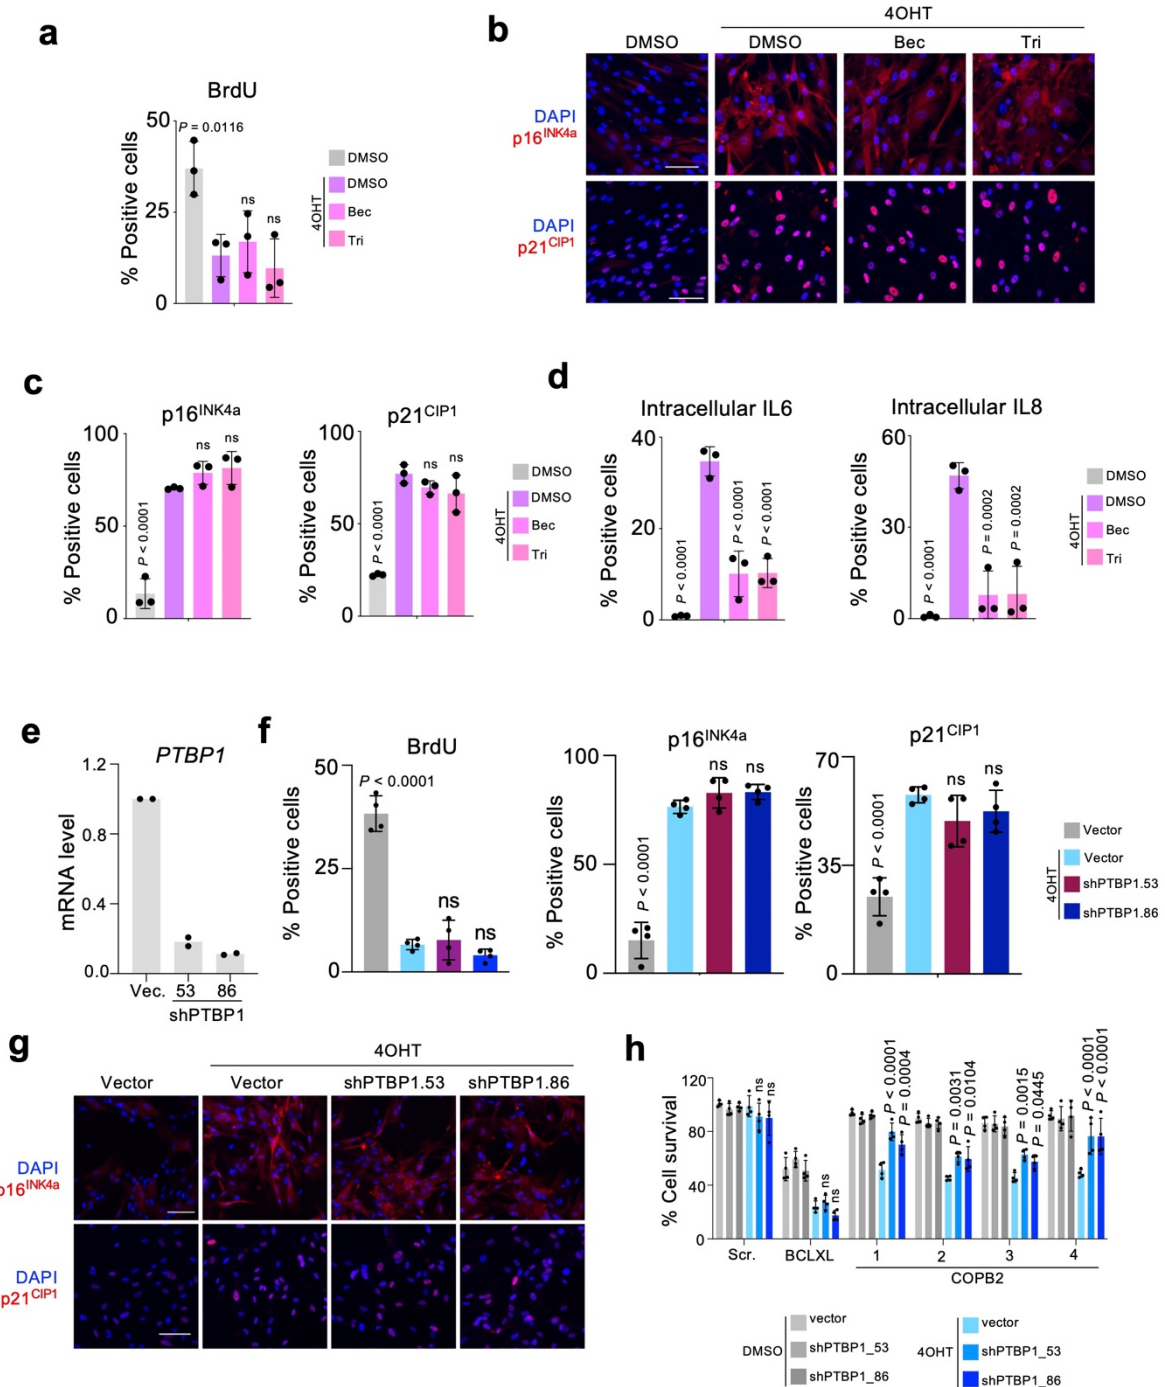

**Supplemental Figure 5. Glucocorticoid treatment or PTBP1 depletion downregulate SASP without preventing the growth arrest associated with senescence.** **a** Percentage of IMR90 ER:RAS cells positive for BrdU incorporation on day 6 post senescence induction. Cells were treated on day 4 with 10 µM beclomethasone (Bec) or on day 0 with 10 µM triamcinolone (Tri) (n=3). One-way ANOVA. **b**, Representative immunofluorescence images of IMR90 ER:RAS cells treated with beclomethasone or triamcinolone, fixed and stained 6 days post-induction. Scale Bar, 100µm. **c**, Quantification of percentage cells positive for p16<sup>INK4a</sup>

(left) and p21<sup>CIP1</sup> (right) on day 6 after senescence induction (n=3). Data represented as mean±SD. One-way ANOVA. **d**, Percentage of cells positive for IL6 (Left) and IL8 (Right) on day 10 after senescence induction (n=3) One-way ANOVA, Dunnett's correction. **e**, Relative mRNA levels of PTPB1 on day 4 following transduction with shRNAs. (n=2). p21<sup>CIP1</sup>. **f**, Percentage of cells positive for BrdU incorporation (left), p16<sup>INK4a</sup> (middle), or p21<sup>CIP1</sup> (right) on day 6 after senescence induction (n=4). Doxycycline was added on day 0 to induce shRNAs. One-way ANOVA, Dunnett's correction. **g**, Representative IF images of cells from the experiment described in e-f. Scale Bar, 100µm. **h**, SASP inhibition caused by the knockdown of PTBP1 prevents the senolysis induced by COPB2 depletion. Quantification of cell survival of senescent (4OHT) and control (DMSO) IMR90 ER:RAS cells infected with the indicated shRNAs (n=4). Data represented as mean±SD. Statistical comparisons of 4OHT Vector vs. 4OHT shPTBP1 shRNAs are shown. Two-way ANOVA. Data throughout the figure is represented as mean ± SD. N throughout figure represents independent experiments.

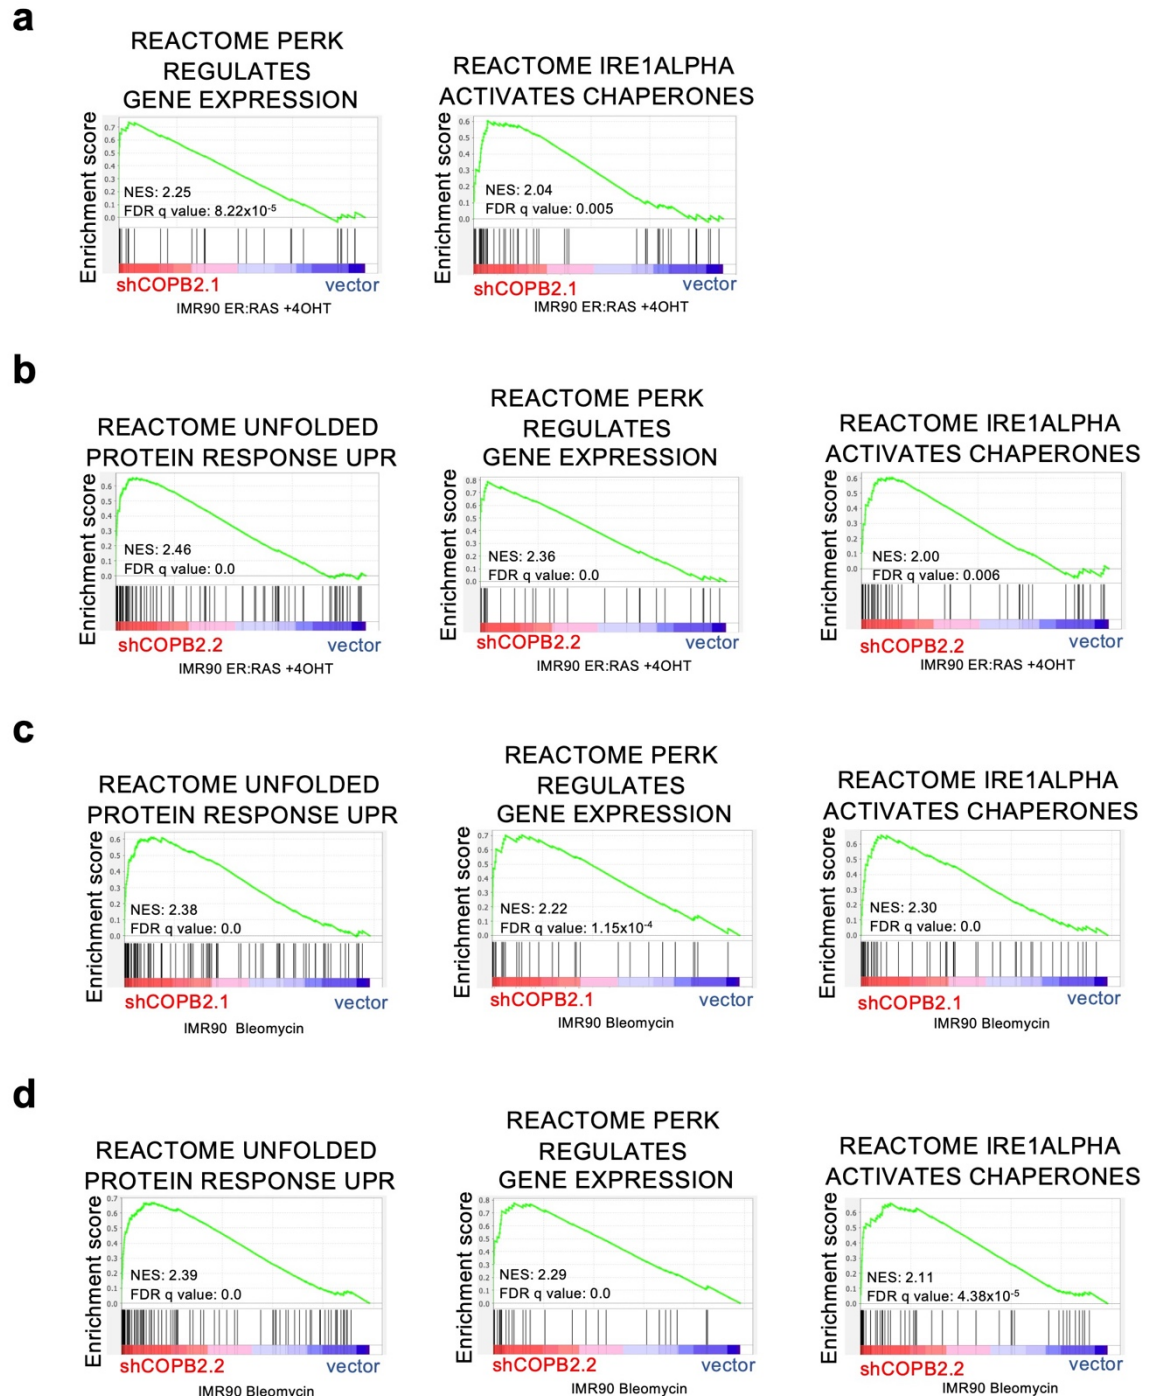

**Supplemental Figure 6. COPB2 depletion activates the unfolded protein response.** **a-b**, GSEA plot showing enrichment of the indicated signatures after COPB2 knockdown with either shCOPB2.1 (**a**,  $n=3$ ) or shCOPB2.2 (**b**,  $n=3$ ) in senescent IMR90 ER:RAS cells. **c-d**, GSEA plot showing enrichment of the indicated signatures after COPB2 knockdown with either shCOPB2.1 (**a**,  $n=3$ ) or shCOPB2.2 (**b**,  $n=3$ ) in IMR90 cells undergoing bleomycin-induced senescence. NES, normalized enrichment score; FDR, false discovery rate. N throughout figure represents independent experiments.

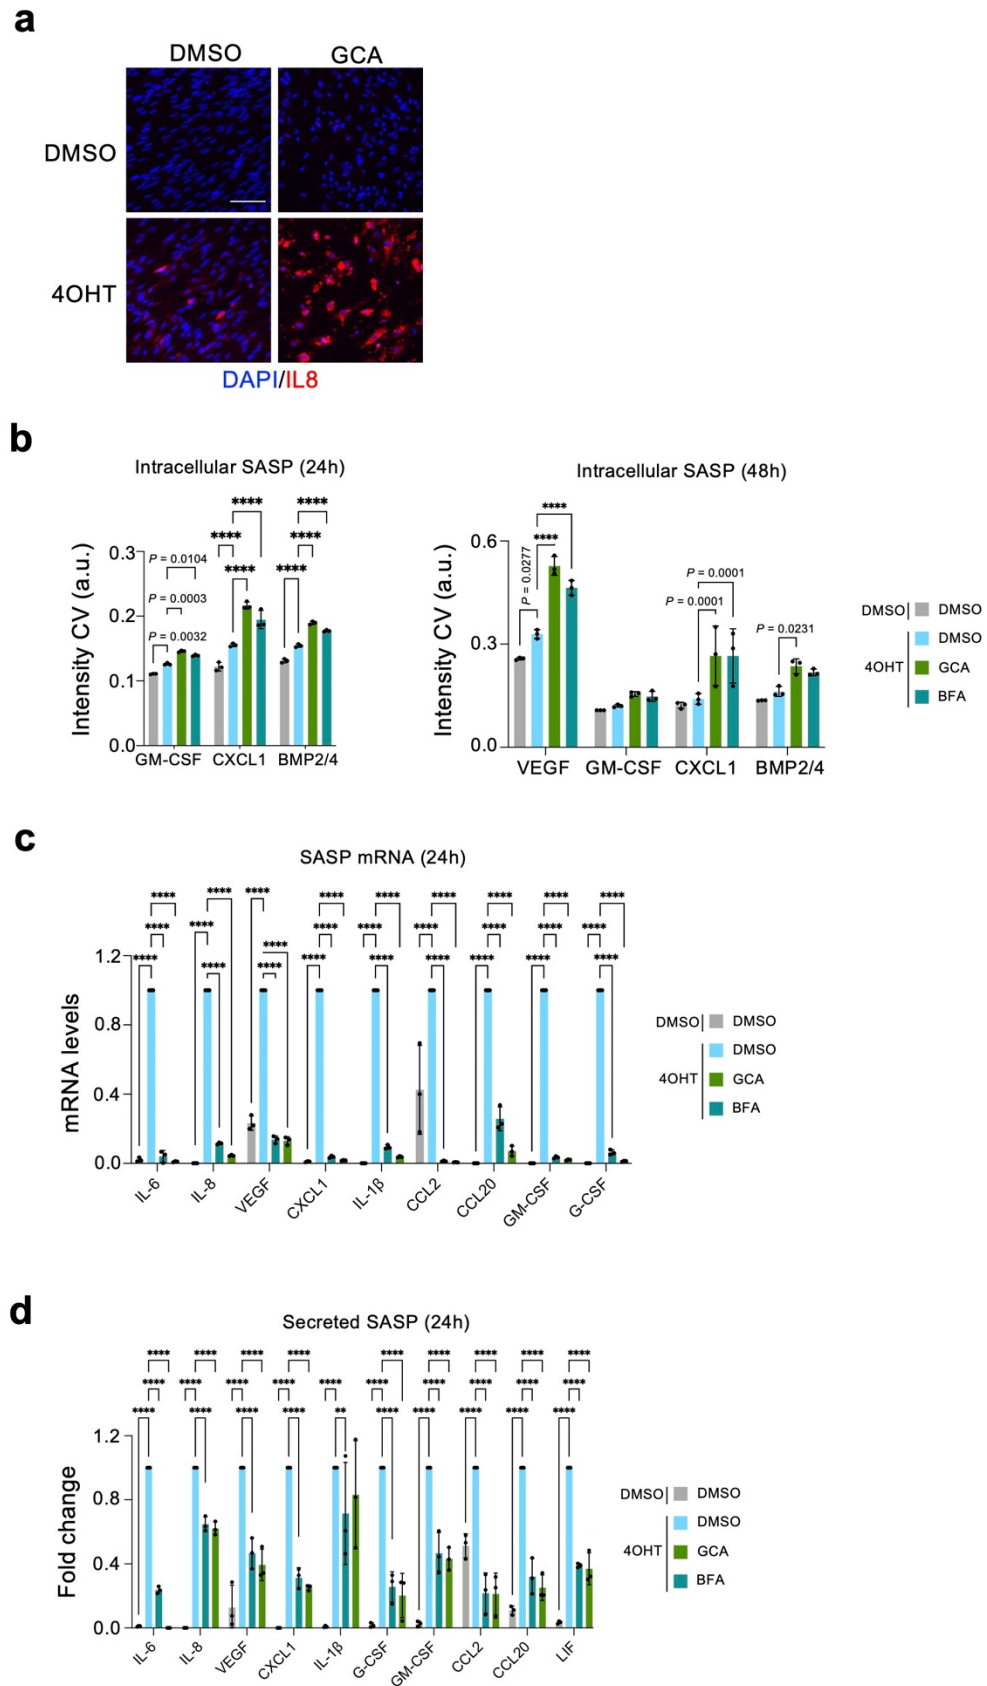

**Supplemental Figure 7. Effect of GBF1 inhibitors on SASP production, secretion, and intracellular accumulation. a, Representative IF images showing IL8**

staining of either control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells, 48h after treatment with 1.25 $\mu$ M golgicide A (GCA). (n=3, quantification in Figure 4c) Scale bar, 100 $\mu$ m. **b**, Quantification of intracellular levels of SASP factors as assessed by IF at either 24h (left) or 48h (right) following treatment of IMR90 ER:RAS cells with either 1.25 $\mu$ M golgicide A (GCA) or 150nM brefeldin A (BFA), 7 days after senescence induction. (n=3). Two-way ANOVA. **c**, Quantification of mRNA levels for the indicated SASP factors 24h after treatment of IMR90 ER:RAS with either 1.25 $\mu$ M golgicide A (GCA) or 150nM brefeldin A (BFA), 7 days after senescence induction. (n=3). Two-way ANOVA. **d**, Fold change (relative to senescent cells) of secreted SASP levels 24h after treatment of day 7 IMR90 ER:RAS with either 1.25 $\mu$ M golgicide A (GCA) or 150nM brefeldin A (BFA). (n=3) as quantified by ELISA. Two-way ANOVA. Data throughout the figure are represented as mean $\pm$ SD. N throughout figure represents independent experiments.

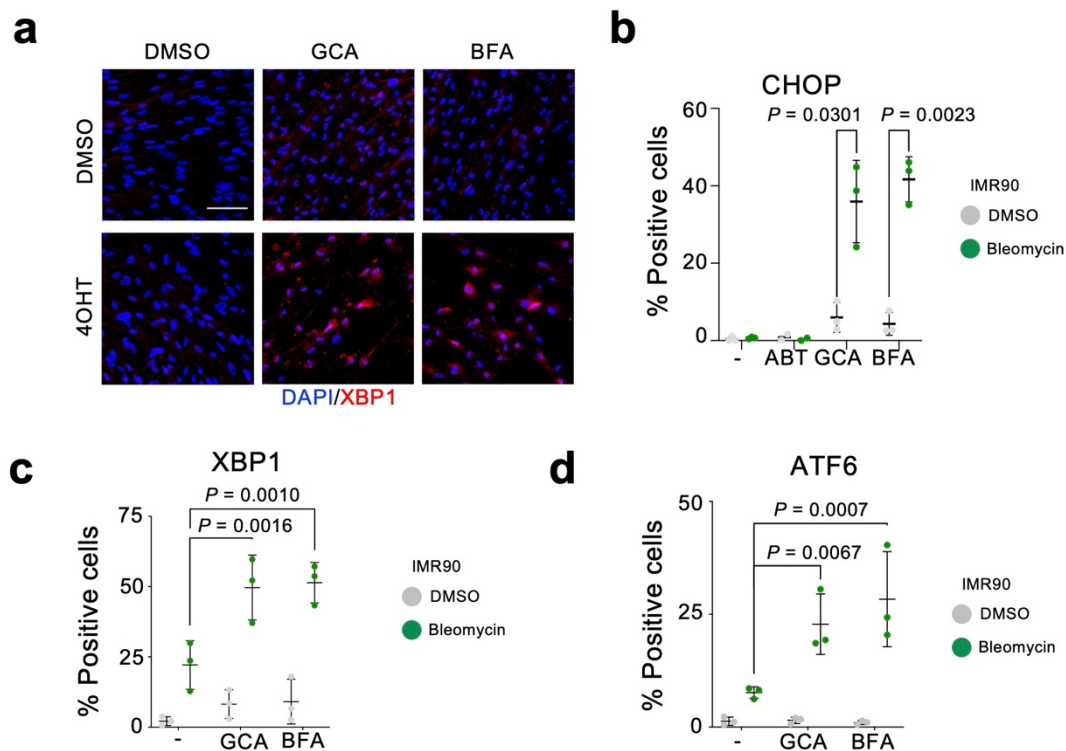

**Supplemental Figure 8. COPI inhibition results in an unfolded protein response in cells undergoing bleomycin-induced senescence.** **a - b**, Representative IF images of XBP1 staining (**a**) and quantification (**b**) in either control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells treated with either 1.25 $\mu$ M golgicide A (GCA) or 150nM brefeldin A (BFA) for 48h. (n=3 (-), GCA & BFA; n=2, ABT-263). Unpaired, two-tailed, t-test. Scale bar, 100 $\mu$ m. **c-d**, Quantification of percentage of positive cells staining for nuclear XBP1 (**c**), or ATF6 (**d**) in control (DMSO) or therapy-induced senescent (Bleomycin) IMR90 cells treated on day 7 for 48h with either 1.25 $\mu$ M golgicide A (GCA) or 150nM brefeldin A (BFA) for 48h. (n=3) Unpaired, two-tailed Student's t-test. Data represented as mean  $\pm$  SD. N represents number of independent experiments throughout figure.

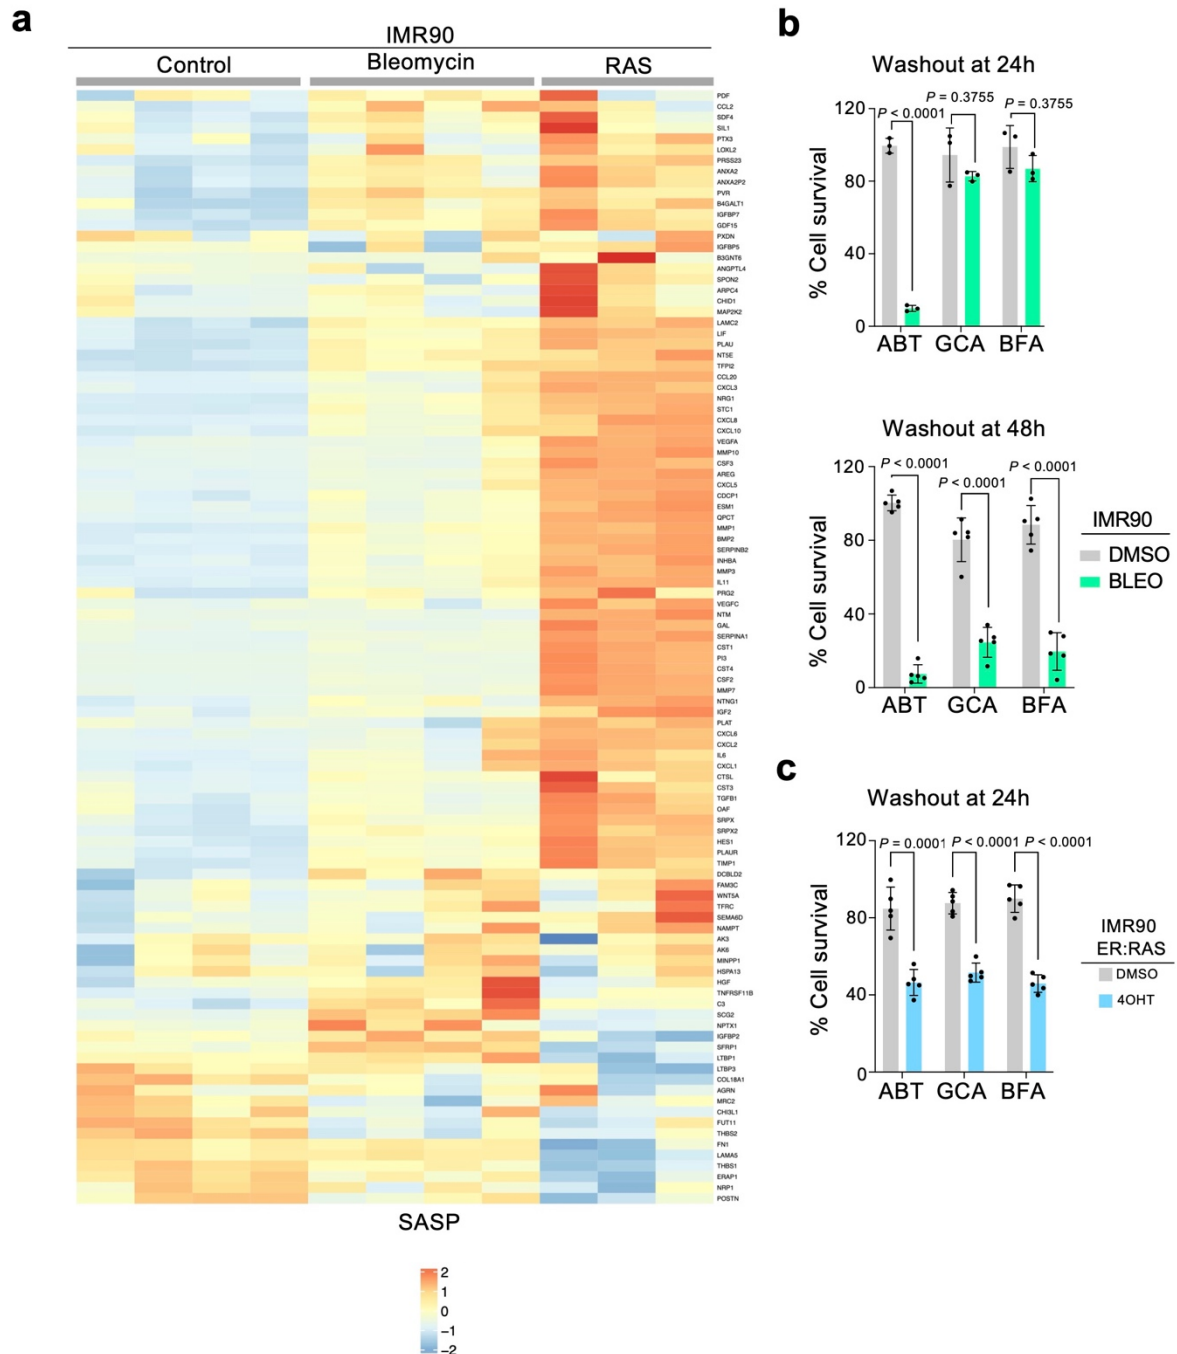

**Supplemental Figure 9. Washout experiments with GBF1 inhibitors.** **a** Heatmap showing expression of SASP factors in control (DMSO), oncogene-induced senescent (4OHT), and therapy induced senescence (BLEO) IMR90 cells. Data are shown as row z-score normalized. **b**, Percentage cell survival of control (DMSO) or bleomycin-treated (BLEO) IMR90 cells treated with 1 $\mu$ M ABT-263 (ABT), 2.5 $\mu$ M golgicide A (GCA) and 150nM brefeldin A (BFA) on day 7 post-induction for 24h (top, n=3) or 48h (bottom, n=5) followed by drug washout and fixation 72h after initial treatment. Unpaired, two-tailed Student's t-test. **c**, Percentage cell survival of control (DMSO) or

senescent (4OHT) IMR90 ER:RAS cells treated with 1 $\mu$ M ABT-263 (ABT), 2.5 $\mu$ M golgicide A (GCA) and 150nM brefeldin A (BFA) on day 7 post-induction for 24h, followed by drug washout and fixation 72h after initial treatment. (n=5). Unpaired, two-tailed Student's t-test. Data represented as mean  $\pm$  SD throughout figure. N represents independent experiments.

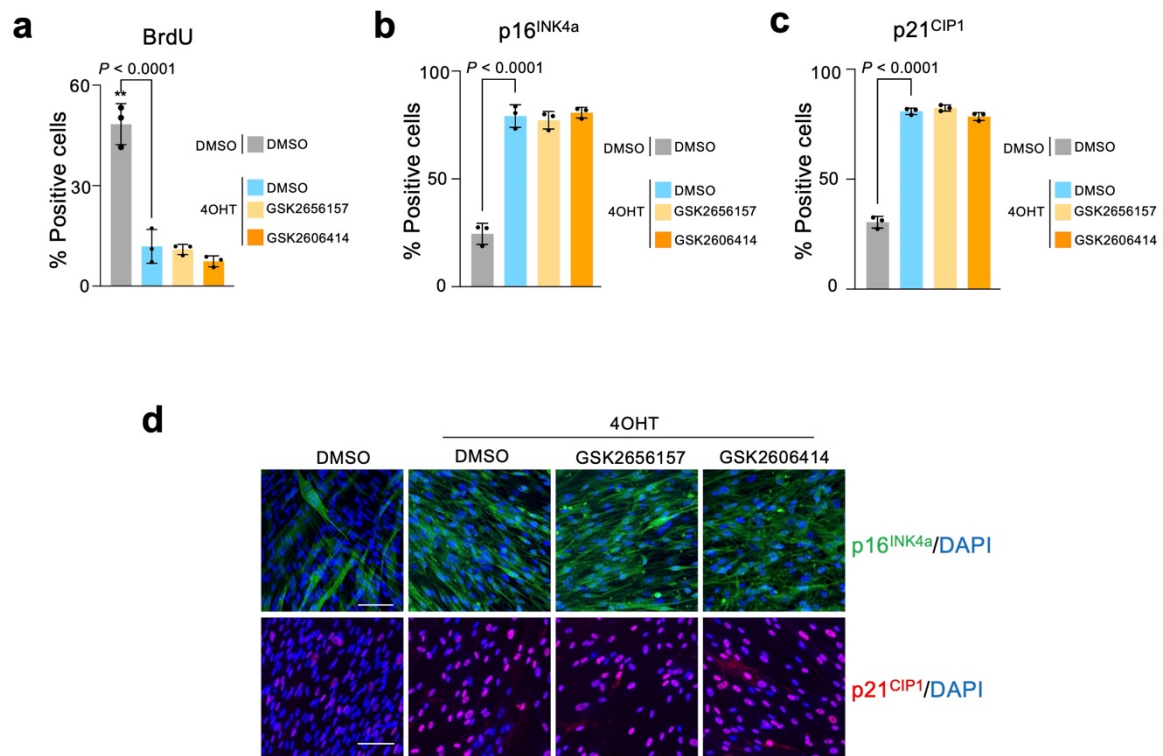

**Supplemental Figure 10. Effect of PERK inhibitors on senescence.** **a-c**, Quantification of BrdU (**a**), p16<sup>INK4a</sup> (**b**), and p21<sup>CIP1</sup> (**c**) staining by IF of either control (DMSO) or senescent (4OHT) IMR90 ER: RAS cells treated with either 1µM GSK2656157 or 1µM GSK2606414 on day 4 post senescence induction. Cells were fixed 6 days post senescence induction. (n=3) One-way ANOVA, Dunnett's Correction. Data represented as mean ± SD. **d**, Representative IF images of cells of the experiment described in **a-c**. Scale Bar, 100µm. N represents independent experiments.

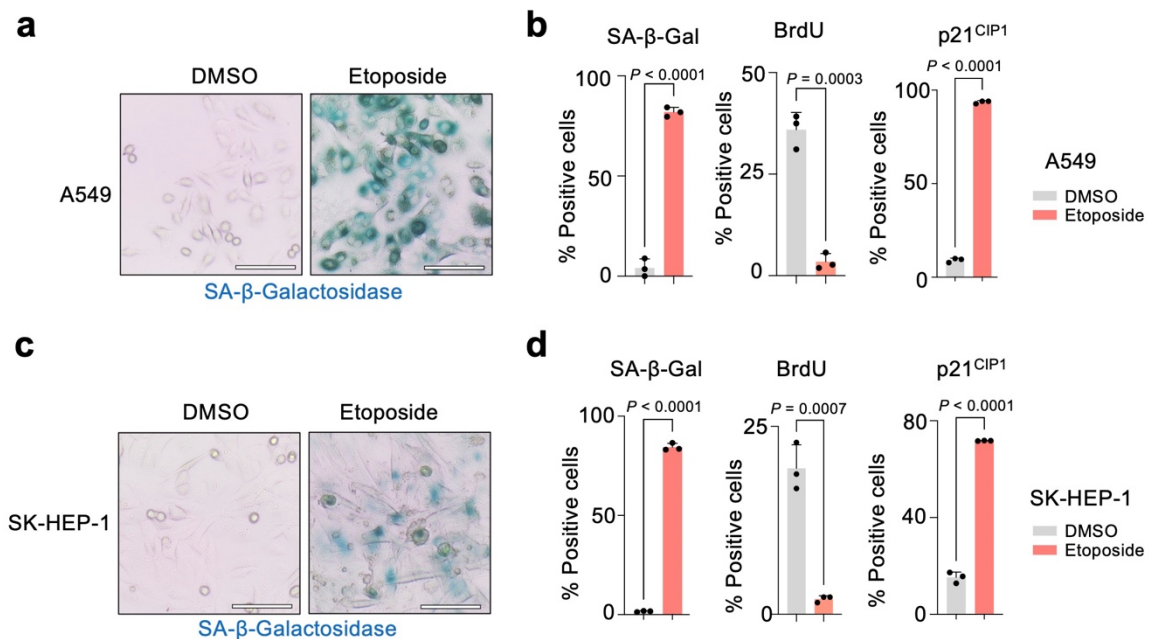

**Supplemental Figure 11. Induction of senescence in A549 and SK-HEP-1 cells.**

**a**, Representative images of SA-β-gal staining in control (DMSO) or therapy-induced senescent (Etoposide) A549 cells 6 days after treatment with etoposide. Scale bar, 100μm. **b**, Quantification of percentage positive control (DMSO) or therapy induced senescent (etoposide) A549 cells for SA-β-gal staining (left), BrdU incorporation (middle) or p21<sup>CIP1</sup> staining s(right) on day 6. (n=3). Unpaired, two-tailed Student's t-test. **c**, Representative images of SA-β-gal staining in control (DMSO) or therapy-induced senescent (Etoposide) SK-HEP-1 cells 6 days after treatment with etoposide. Scale bar, 100 μm. **d**, Quantification of percentage positive control (DMSO) or therapy-induced senescent (Etoposide) SK-HEP1 cells for SA-β-gal staining (left), BrdU incorporation (middle) or p21<sup>CIP1</sup> staining s(right) on day 6. (n=3). Unpaired, Student's t-test. Data represented as mean ± SD. N represents independent experiments.

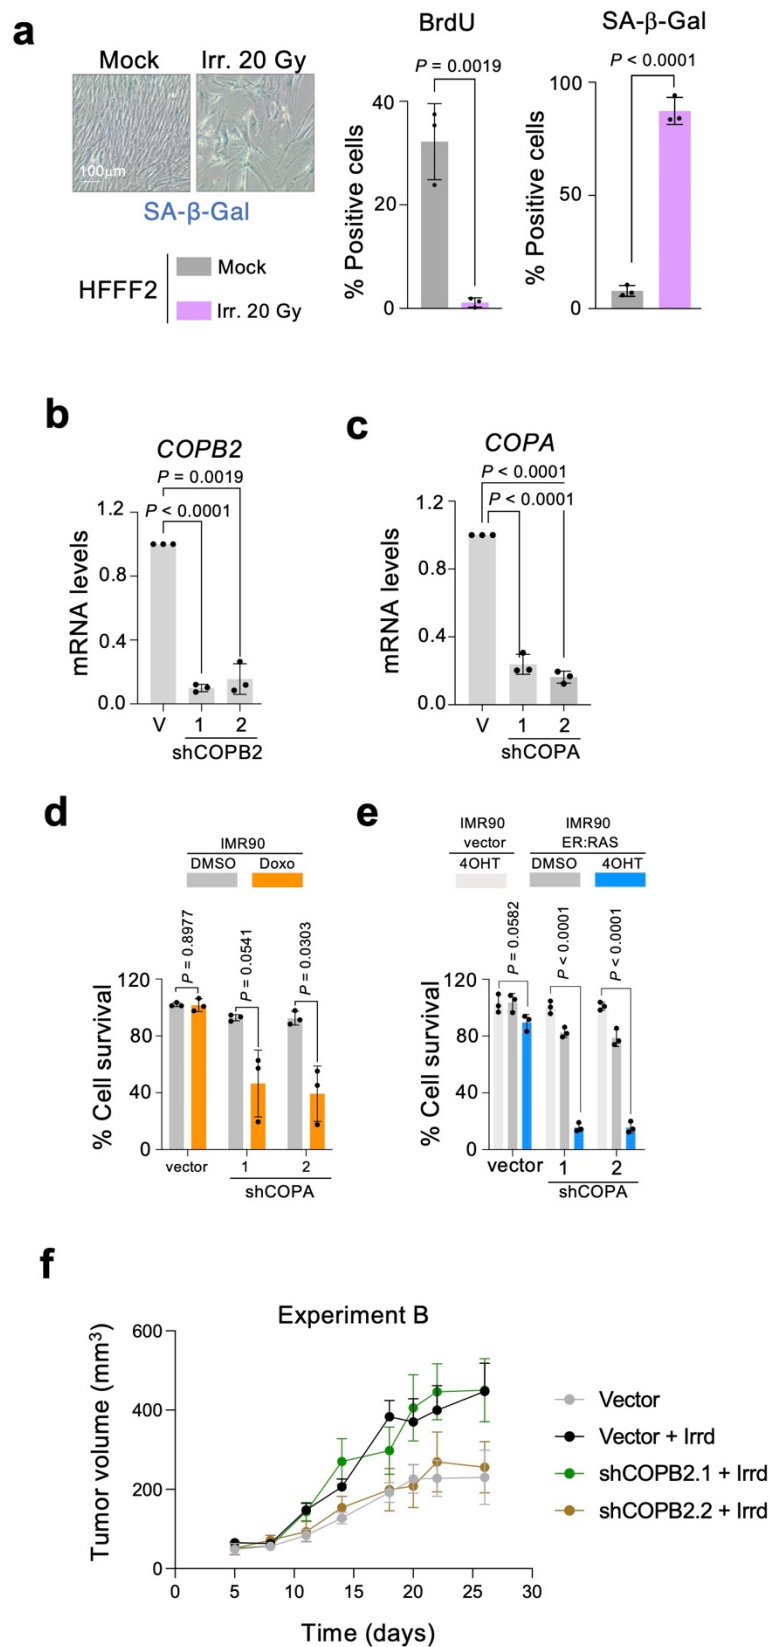

**Supplemental Figure 12. Irradiation causes senescence in HFFF2 cells. a,** Representative images of SA-β-gal staining (left) in either control (Mock) or irradiation-induced senescent (Irr. 20Gy) HFFF2 cells. Quantification of percentage cells positive

for BrdU incorporation (middle) or SA- $\beta$ -gal staining (right) is shown. (n=3). Unpaired, two-tailed Student's t-test. **b-c**, Relative mRNA levels of COPB2 (b) and COPA (c) following transduction of HFFF2 cells with the corresponding shRNAs again each. (n=3) One-way ANOVA. **d**, Quantification of percentage cell survival in either control (DMSO) or therapy-induced senescent (Doxo). IMR90 cells following transduction with inducible shRNAs against COPA. shRNAs were induced 7 days after induction of senescence and cells fixed 10 days after doxycycline addition. (n=3) Unpaired, two-tailed Student's t-test. **e**, Senolytic activity of COPA depletion during OIS in IMR90 ER: RAS cells (n=3). shRNAs were induced 7 days after induction of senescence and cells fixed 10 days after doxycycline addition. (n=3) Unpaired, two-tailed Student's t-test. **f**, Tumor growth curves of a second experiment (Experiment B) showing the tumour volume monitored over time (IR=irradiation). Data represented as mean  $\pm$  SEM for all mice in each group. (n=7 per group). This experiment and the one shown in Fig 5e (Experiment A) were pooled in the analysis shown in Extended Data Figure 5d. Data represented as mean  $\pm$  SD throughout the figure unless otherwise stated. N represents independent experiments or mice throughout figure.

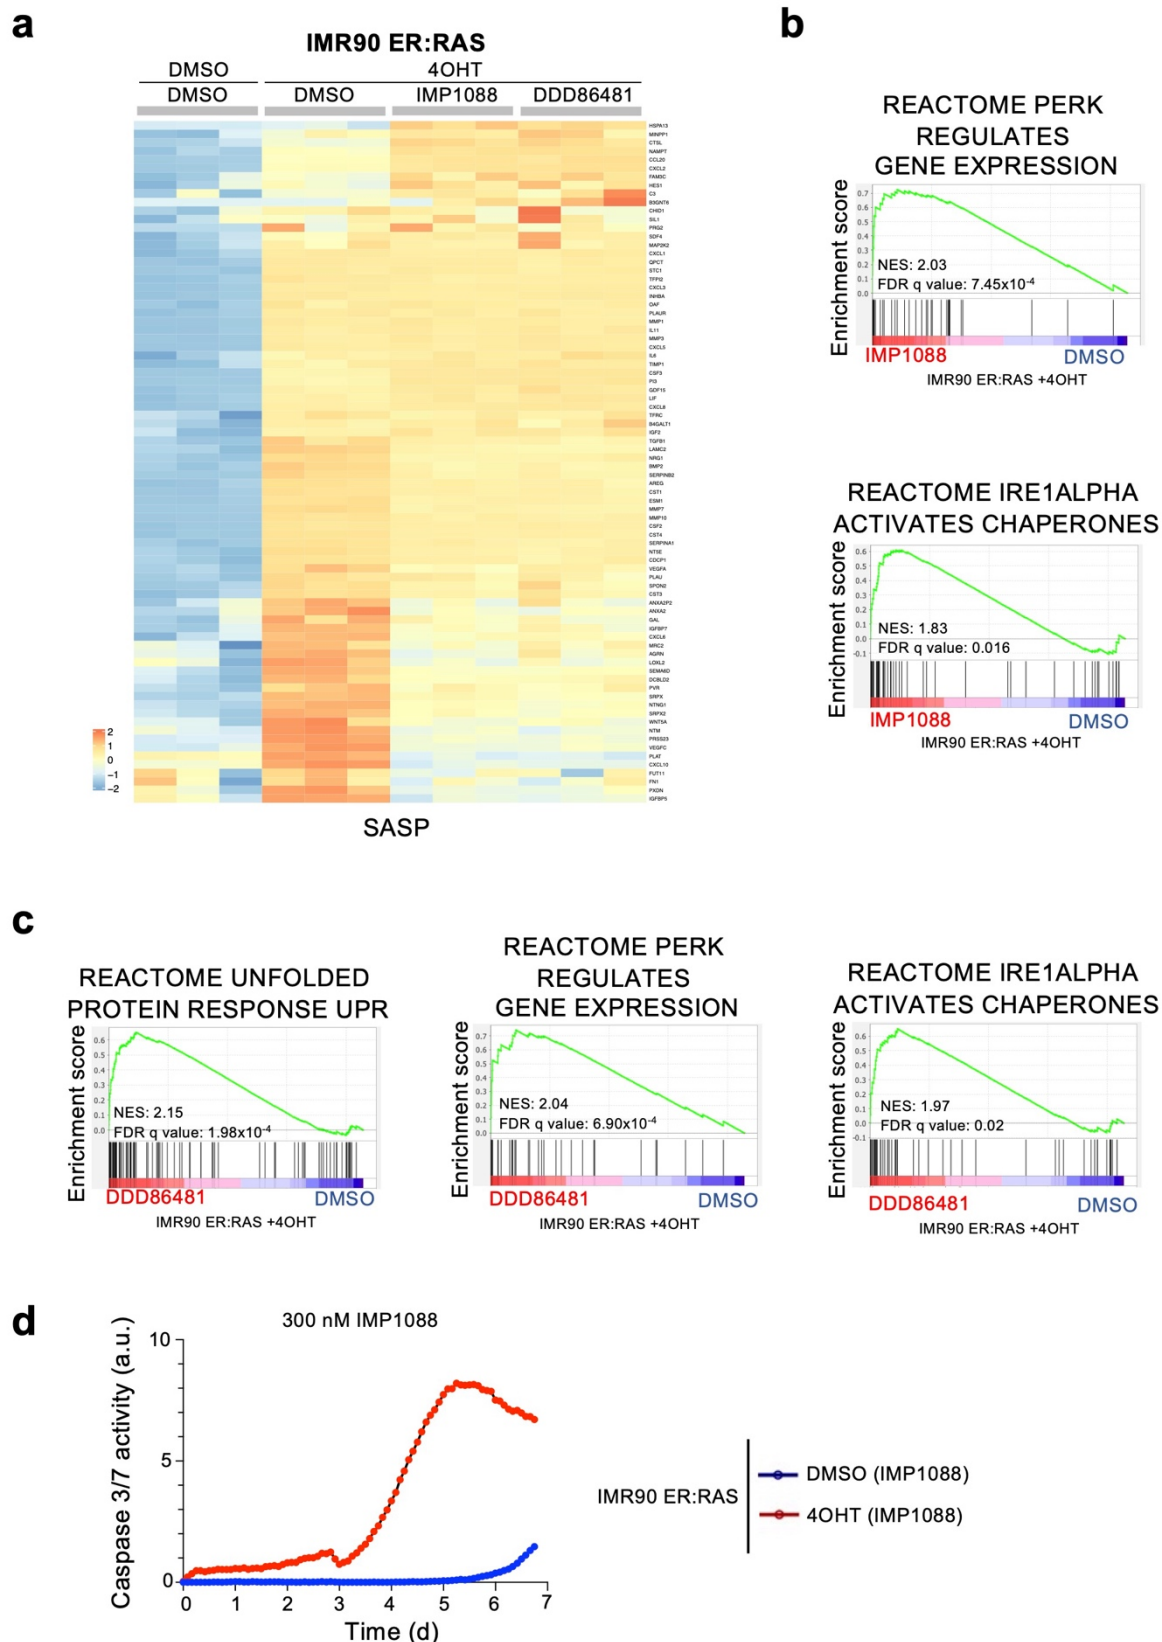

**Supplemental Figure 13. NMT inhibitors are senolytic.** **a**, Heatmap showing expression of SASP factors in either control (DMSO) or senescent (4OHT) IMR90 ER:RAS cells treated with 300nM IMP1088 or 1.5 $\mu$ M DDD86481. Data displayed as

row-z-score normalized. (n=3) **b-c**, GSEA plot showing enrichment of the indicated signatures in senescent cells treated with 300nM IMP1088 (b) or 1.5 $\mu$ M DDD86481 (c). NES, normalized enrichment score; FDR, false discovery rate. **d**, Caspase-3/7 activity in control (DMSO) or oncogene-induced senescent (4OHT) cells after treatment with DMSO or 300nM IMP1088. Measures start 7 days after senescence induction (n=2). Data represented as mean $\pm$ SD. N represents independent experiments throughout figure.

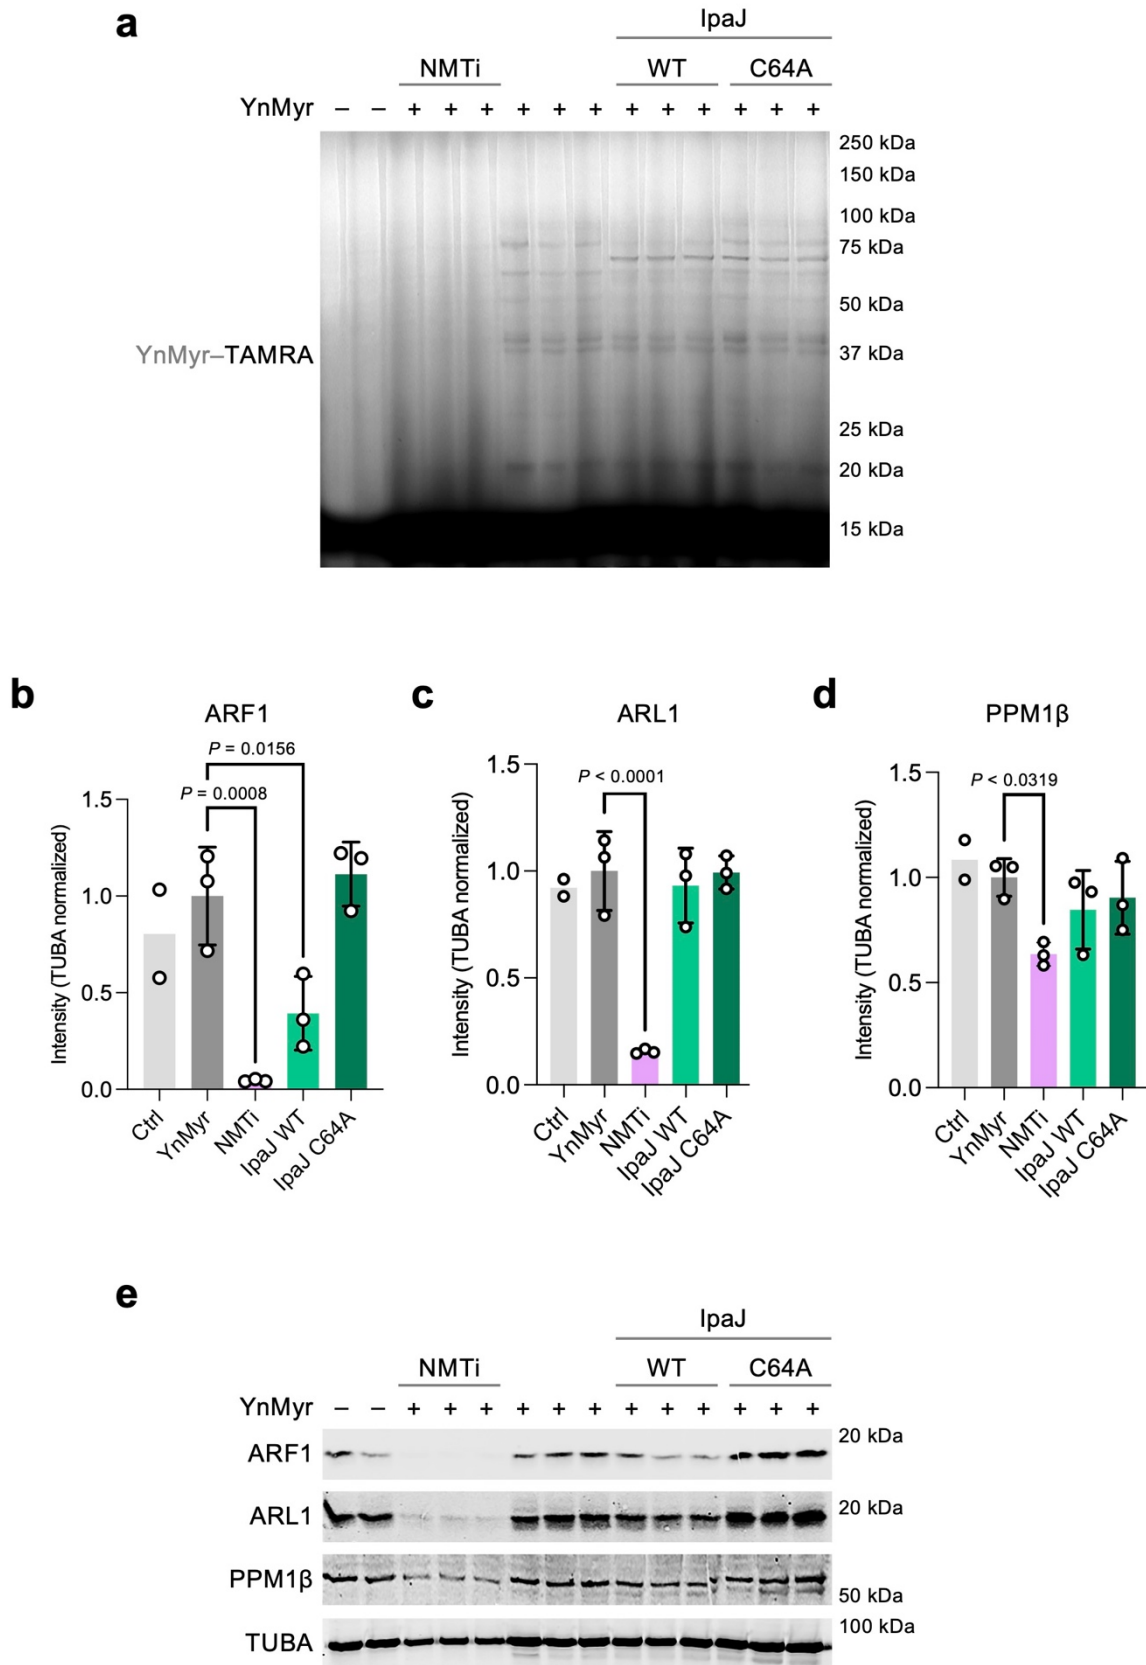

**Supplemental Figure 14. Expression of IpaJ wt targets ARF1.** a, In-gel visualization of the effect of NMTi (IMP-1088), IpaJ wild-type (WT), and inactive mutant (C64A) on N-myristoylation of proteins with YnMyr. Each lane shows an independent

sample, gel was run once. **b-d**, Densitometric intensity quantified of ARF1 (b), ARL1 (c), and PPM1b (d) normalized to TUBA levels. Ordinary One-way ANOVA, Dunnett's correction. (n=2 independent samples for controls, n=3 independent samples for all other groups). Each western blot includes the stated biological replicates per condition and was run once. Data represented as mean $\pm$ SD. **e**, Immunoblots of ARF1, ARL1, PPM1B, and TUBA were used for the quantification shown in b-d. Immunoblot of TUBA is included as a sample processing control.

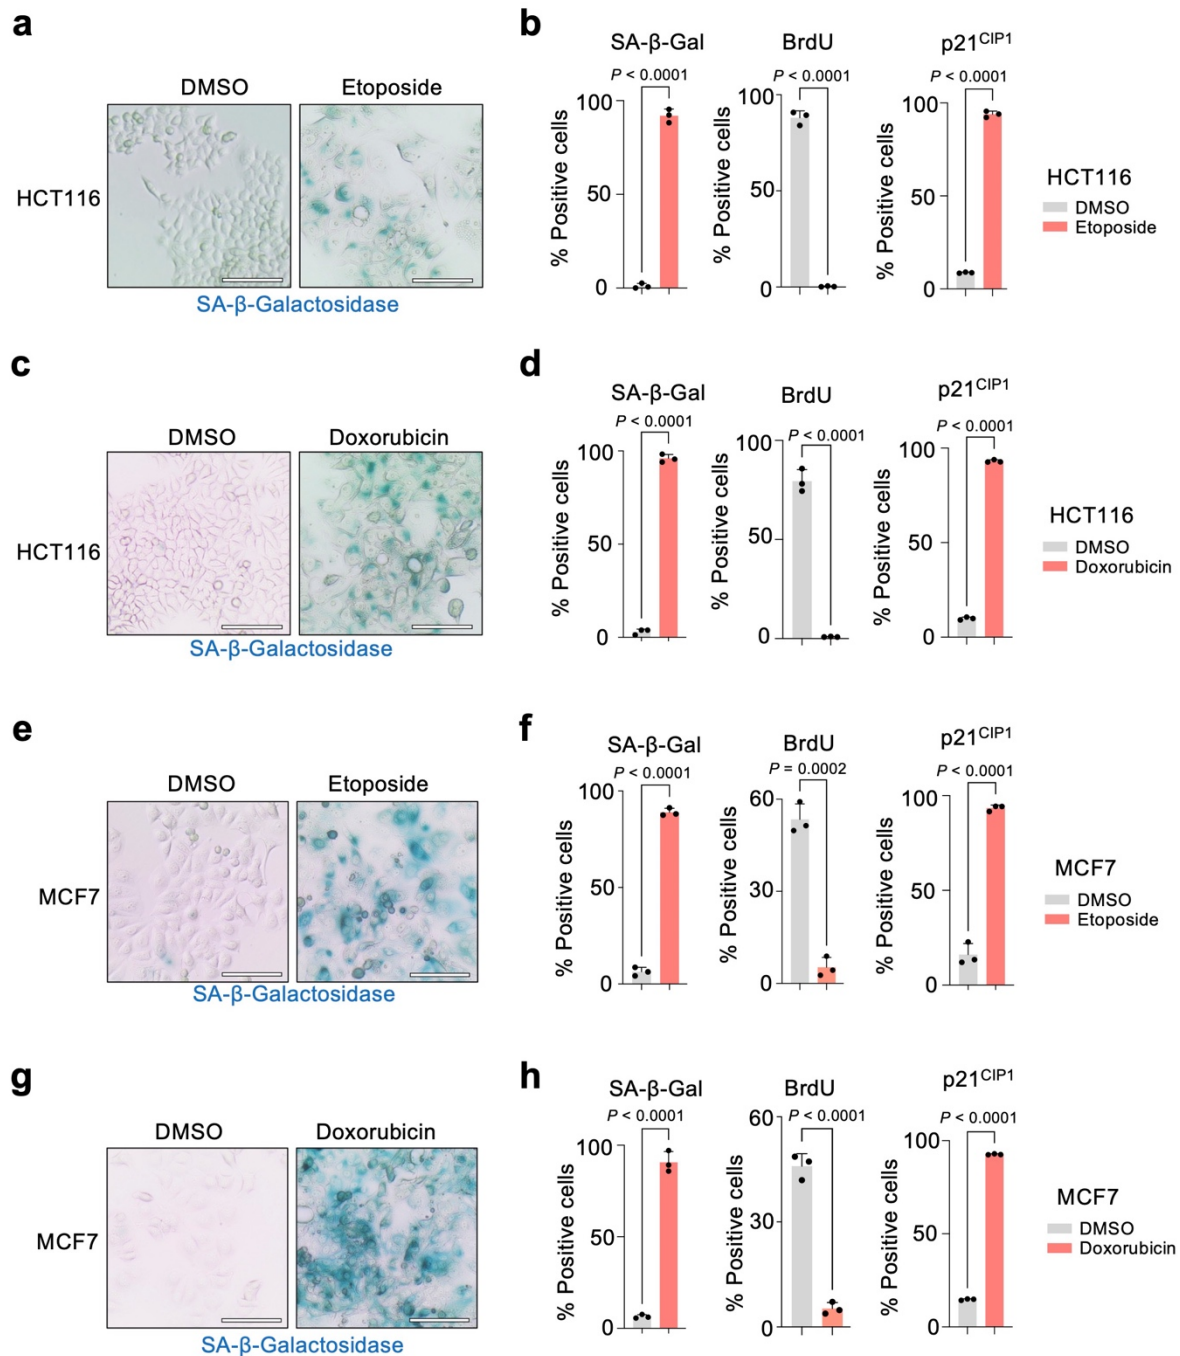

**Supplemental Figure 15. Induction of senescence in HCT116 and MCF7 cancer cells.** **a, c**, Representative images of three independent experiments of SA-β-gal staining in HCT116 cells 6 days after treatment with DMSO (control, **a** and **c**), etoposide (**a**), or doxorubicin (**c**). Scale bar, 100μm. **b, d**, Quantification of percentage positive control (DMSO) or therapy-induced senescent (etoposide, **b** or doxorubicin, **d**) HCT116 cells for SA-β-gal staining (left), BrdU incorporation (middle) or p21<sup>CIP1</sup> staining (right) on day 6. (n=3). Unpaired, two-tailed Student's t-test. Data represented as mean±SD. **e, g**, Representative images of three independent experiments of SA-

$\beta$ -gal staining in MCF7 cells 6 days after treatment with DMSO (control, e, and g), etoposide (e), or doxorubicin (g). Scale bar, 100 $\mu$ m. **f, h**, Quantification of percentage positive control (DMSO) or therapy-induced senescent (etoposide, f or doxorubicin, h) MCF7 cells for SA- $\beta$ -gal staining (left), BrdU incorporation (middle) or p21<sup>CIP1</sup> staining (right) on day 6. (n=3). Unpaired, two-tailed Student's t-test. Data represented as mean  $\pm$  SD.

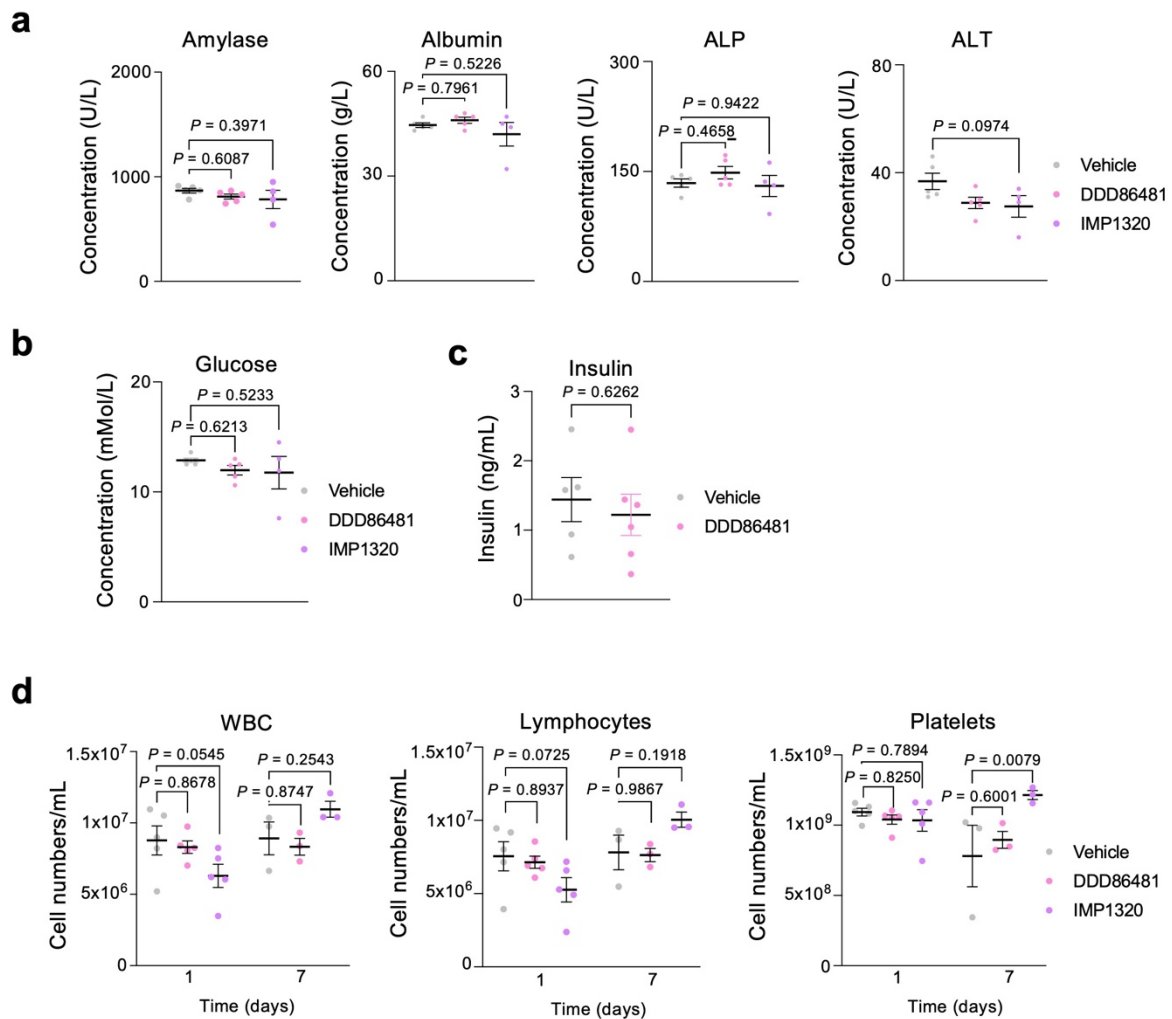

**Supplemental Figure 16. NMTi are well tolerated *in vivo*.** **a** Analysis of markers of liver function for C57/BL6 mice given 1 round of treatment with 10mg/kg DDD86481 or 25 mg/kg IMP1320. Blood was collected 7 days after. (n=5 mice for Vehicle and DDD86481, n=4 mice for IMP1320). One-way ANOVA, Dunnett's correction. **b**, Blood glucose levels for C57/BL6 mice given 1 round of treatment with 10mg/kg DDD86481 or 25 mg/kg IMP1320 and blood collected 7 days after. (n=5 mice for Vehicle and DDD86481, n=4 mice for IMP1320). One-way ANOVA. **c**, Blood insulin levels for C57/BL6 mice given 1 round of treatment with 10mg/kg DDD86481 and blood collected 7 days after. (n=5 mice for Vehicle, n=6 mice for DDD86481) Unpaired, two-tailed, Student's t-test. **d**, Blood cell counts for C57/BL6 mice given 1 round of treatment with 10mg/kg DDD86481 or 25 mg/kg IMP1320 and blood collected 1 and 7 days after. (day 1, n=5 mice per group; day 7, n=3 per group). Two-way ANOVA. Data represented as mean  $\pm$  SD. N represents number of mice throughout the figure.

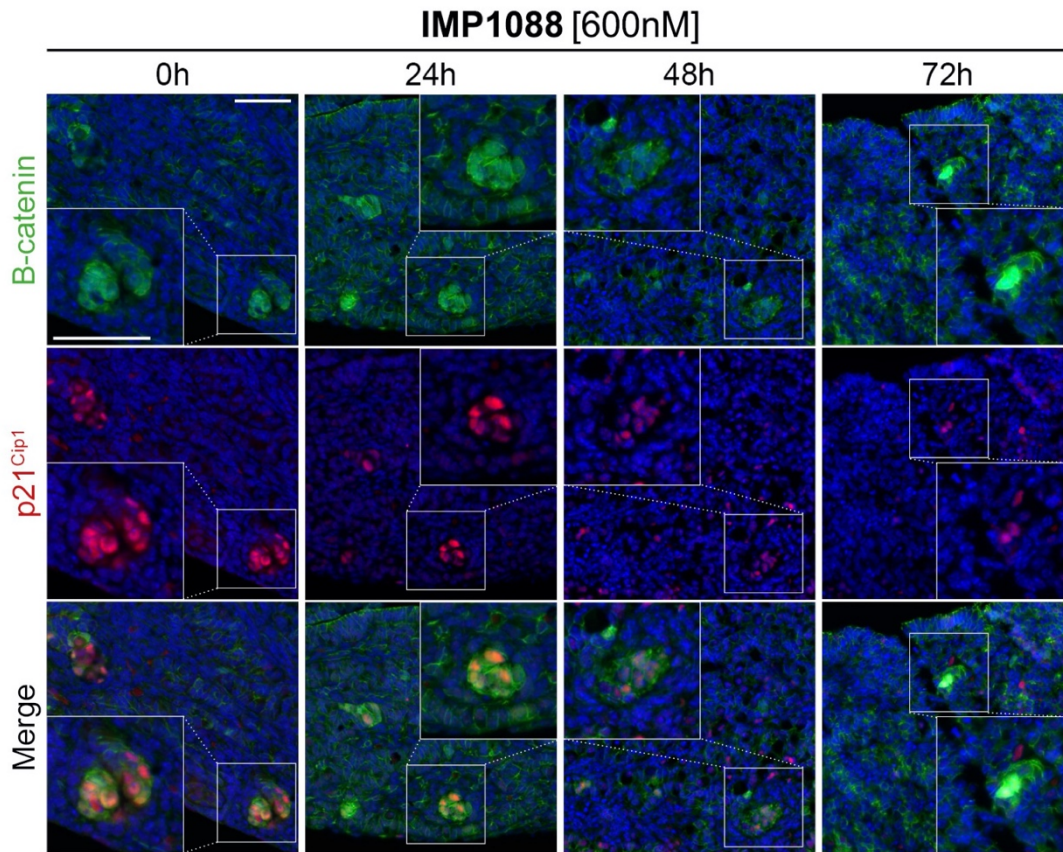

**Supplemental Figure 17. Treatment with NMT inhibitors kills  $\beta$ -catenin-positive senescent clusters in a mouse model of adamantinomatous craniopharyngioma (ACP).** Representative IF images of  $\beta$ -catenin (green) and p21<sup>Cip1</sup> (red). Quantification and numbers of sections stained are available in Extended Data Figure 7f-g. Main scale bar, 50 $\mu$ m. Insert scale bar, 40 $\mu$ m.

**Source gel images for Supplemental Figure 2a**

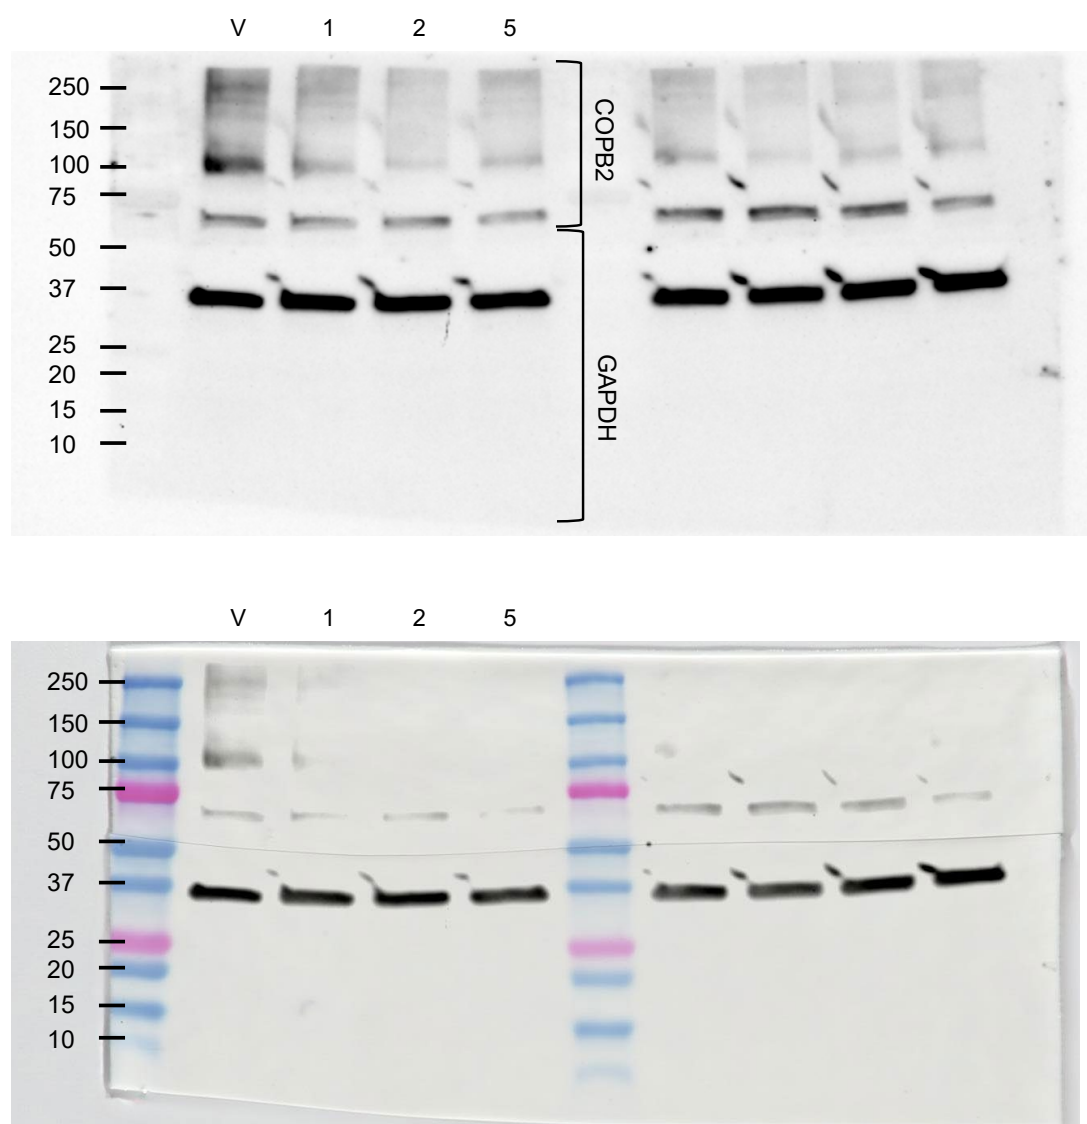

**Uncropped images of western blots shown in Supplemental Figure 2a.** The molecular weights (kDa) of size markers are indicated.

## Source gel images for Supplemental Figure 14

**Sup. Fig 14 a**

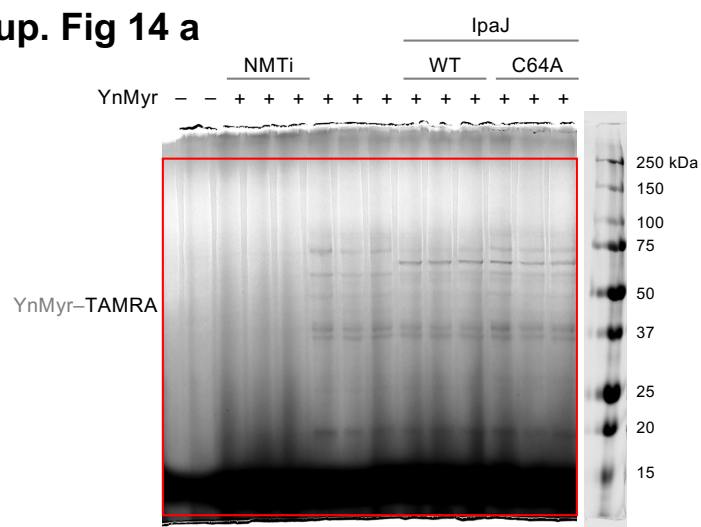

**Sup. Fig 14 e**

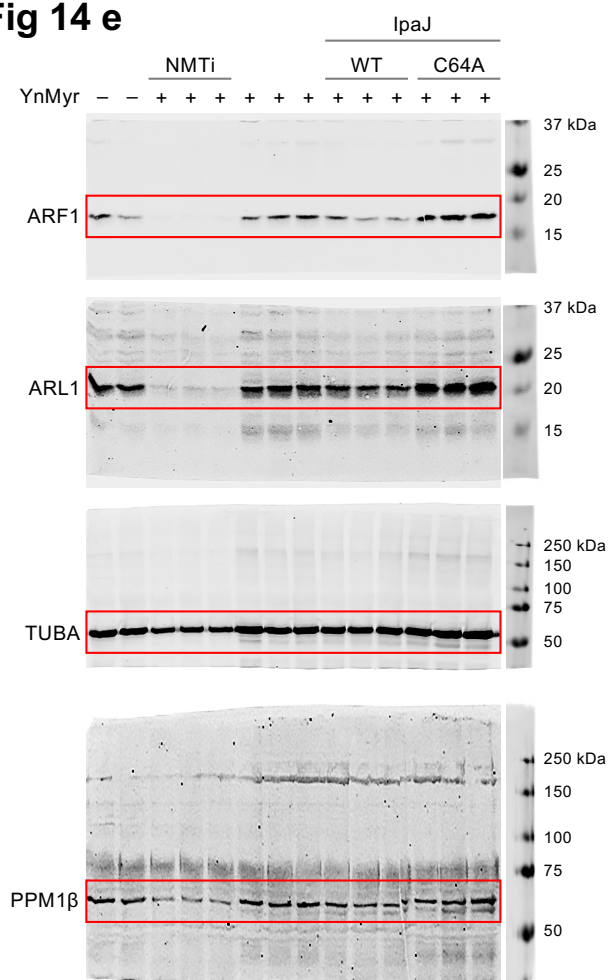

**Uncropped images of gels and western blots shown in Supplemental Figure 14.** The molecular weights (kDa) of size markers are indicated. Red boxes mark the cropped images shown in the Figure.

## Source Data for Supplementary Figure 1

### Supplementary Figure 1a

### Supplementary Figure 1b

### Supplementary Figure 1c

## Source Data for Supplementary Figure 2

### Supplementary Figure 2a

### Supplementary Figure 2b

### Supplementary Figure 2c

### Supplementary Figure 3a

## Supplementary Figure 3c

## Supplementary Figure 3d

## Source Data for Supplementary Figure 4

### Supplementary Figure 4a

Ordinary OW-ANOVA

Dunnett's multiple comparisons test (SA-bgal) Adjusted P Value

DMSO vs. Bleomycin <0.0001

DMSO vs. 20Gy <0.0001

Dunnett's multiple comparisons test (BrdU) Adjusted P Value

DMSO vs. Bleomycin <0.0001

DMSO vs. 20Gy <0.0001

### Supplementary Figure 4b

### Supplementary Figure 4c

### Supplementary Figure 4d

### Supplementary Figure 4e

### Supplementary Figure 4f

## Source Data for Supplementary Figure 5

### Supplementary Figure 5a

### Supplementary Figure 5c

### Supplementary Figure 5d

### Supplementary Figure 5e

## Supplementary Figure 5f

## Supplementary Figure 5h

TW-ANOVA Dunnett's

## Source Data for Supplementary Figure 7

### Supplementary Figure 7b

## Supplementary Figure 7c

Dunnett's multiple comparisons test      Adjusted P Value

## Supplementary Figure 7d

Dunnett's multiple comparisons test Adjusted P Value

## Source Data for Supplementary Figure 8

### Supplementary Figure 8b

### Supplementary Figure 8c

Dunnett's multiple comparisons test

### Supplementary Figure 8d

Dunnett's multiple comparisons test Adjusted P Value

## Source Data for Supplementary Figure 9

### Supplementary Figure 9b

### Supplementary Figure 9c

## Source Data for Supplementary Figure 10

### Supplementary Figure 10a

### Supplementary Figure 10b

### Supplementary Figure 10c

## Source Data for Supplementary Figure 11

### Supplementary Figure 11b

### Supplementary Figure 11d

## Source Data for Supplementary Figure 12

### Supplementary Figure 12a

### Supplementary Figure 12b

### Supplementary Figure 12c

### Supplementary Figure 12d

### Supplementary Figure 12e

### Supplementary Figure 12f

  

## Source Data for Supplementary Figure 13

### Supplementary Figure 13d

## Source Data for Supplementary Figure 14

### Supplementary Figure 14b

### Supplementary Figure 14c

### Supplementary Figure 14d

## Source Data for Supplementary Figure 15

### Supplementary Figure 15b

### Supplementary Figure 15d

### Supplementary Figure 15f

### Supplementary Figure 15h

## Source Data for Supplementary Figure 16

### Supplementary Figure 16a

  

  

  

### Supplementary Figure 16b

### Supplementary Figure 16c

### Supplementary Figure 16d

# Supplementary material for: COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells
**Source:** Nat Cell Biol. 2023 Nov 27;25(12):1804–20. doi: 10.1038/s41556-023-01287-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

IN Cell Analyzer 2000 version 5.2-14311 (64-bit) GE Healthcare.  
Microsoft Excel for Office 365 MSO (16.0.12527.21378) 64-bit  
IncuCyte Zoom live-cell imager (6.1.7601.65536)

#### Data analysis

GraphPad Prism 9 (version 9.0.0) for Windows was used for statistical analysis.  
IN Cell Investigator 1000 workstation 3.7.2, build 1860.  
ImageJ 2.0.0-rc-54/1.53c.  
cellHTS2 v2.54.0  
Tophat v2.0.11.  
RTA v2.11.3  
CASAVA 2.17  
HTSeq v0.5.3p9.  
DESeq2 v1.30.0  
GSEA v4.1.0 (Broad Institute)  
R v4.0.3 (R Foundation for Statistical Computing, Vienna, Austria).  
IncuCyte Zoom Software v1.6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNAseq data have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE224070, GSE224071 and GSE224069. Source data have been provided in Source Data. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported previously (e.g. Guerrero et al Nature Aging 2022; Guerrero et al Nature Metabolism 2019; Triana-Martinez et al Nature Comm 2019; Georgilis et al Cancer Cell 2018)                                                                                                                                                                                                                                                                       |
| Data exclusions | For the bleomycin-induced fibrosis experiment, two mice in the vehicle-treated group died before the end of the experiment and were not included in any analysis. For the WD experiment, a mouse of the WD + vehicle group died before the end of the experiment and was not included in any analysis. RNA isolation from one mouse liver of the WD +NMTi group failed and it could not be included in subsequent RT-qPCR analysis. Three sections from Figure 8h were excluded due to poor section processing. No further data were excluded from analyses. |
| Replication     | All experiments were reproducible. Every figure states how many times each experiment was performed with similar results.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | For in vivo studies mice were randomized to treatment groups.<br>Cell culture experiments did not require normalization because the tests were compared to controls. Plates needed to be marked to ensure the treatments are delivered to the appropriate plates (and not the control) and randomisation would not be practical or feasible.                                                                                                                                                                                                                 |
| Blinding        | Histologic analysis Masson's trichrome and hematoxylin & eosin staining on mouse fibrosis experiment was examined first in a blinded fashion and in a second round in an unblinded fashion. Tumour measurements were taken blindly and independently by the researcher or the animal technicians in the mouse facility. For the HDTVl and WD experiments, staining and analysis was performed in a blinded fashion. Investigators were not blinded during the other experiments.                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following primary antibodies were used in this study: mouse monoclonal anti-BrdU (Clone 3D4, BD Biosciences, cat.555627) 1:2000, mouse monoclonal anti-p16INK4a (Clone.JC8, Gifted from CRUK) 1:1000, rabbit polyclonal anti-GAPDH (Abcam, cat.ab22555) 1:2000, mouse monoclonal anti-IL8 (clone.6217, R&D systems, cat.MAB208) 1:100, goat polyclonal anti-IL6 (R&D Systems, cat.AF-206-NA) 1:40-1:200, mouse monoclonal anti-ARF1/3/5/6 (clone.1D9, Invitrogen, MA3-060) 1:500, rabbit monoclonal anti- |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

COPB2 (clone.899, Not commercially available, Gifted from F. Weiland) 1:10000, mouse monoclonal anti-EEA1 (clone.14, BD Biosciences, cat.610457) 1:200, rabbit polyclonal anti-XBP1 (Abcam, cat.ab37152) 1:200, rabbit polyclonal anti-ATF6 (Abcam, cat.ab37149) 1:500, sheep polyclonal anti-TGN46 (BioRad, cat.AHP500G) 1:400, mouse monoclonal anti-GM130 (clone.35, BD Biosciences, cat.610822) 1:500, mouse monoclonal anti-CHOP (clone.L63F7, Cell Signaling Technology, cat.2895S) 1:1000, rabbit monoclonal anti-p21CIP1 (clone.12D1, CST, cat.2947S) 1:2000, rabbit monoclonal anti-p21CIP1 (clone.EPR18021, Abcam, cat.ab188224) 1:700, mouse monoclonal anti-N-Ras (clone.F155, Santa Cruz, cat.sc-31) 1:100, mouse monoclonal anti- $\beta$ -Catenin (clone.6F9, Sigma-Aldrich, cat.C7082) 1:500, rabbit polyclonal anti- $\beta$ -Catenin (ThermoFisher, cat.RB-9035-P1) 1:500, mouse monoclonal anti-Synaptophysin (clone.27G12, Leica, cat.SYNAP-299-L) 1:200, rabbit polyclonal anti-Cleaved-Caspase-3 (Cell Signaling Technology, cat.9661S) 1:1000, goat polyclonal anti-CXCL1 (R&D Systems, cat.AF-275) 1:100, mouse monoclonal anti-BMP2/4 (clone.100230, R&D Systems, cat.MAB3552), mouse monoclonal anti-VEGF (clone.23410, R&D Systems, cat.MAB2931) 1:100, Mouse monoclonal anti-GM-CSF (clone.3209, R&D Systems, cat.MAB215) 1:100, rabbit polyclonal anti-CD68 (Abcam, cat.ab125212) 1:100. Rabbit polyclonal anti-ARF1 (cat.10790-1-AP, Proteintech) 1:1000, rabbit polyclonal anti-ARL1 (cat.16012-1-AP, Proteintech) 1:1000, rabbit polyclonal anti-PPM1B (cat.HPA-016745, Cambridge Bioscience) 1:1000 and rabbit polyclonal, mouse monoclonal anti-TUBA (cat.ab1729, Abcam), 1:1000.

We used the following secondary antibodies: goat anti-mouse IgG-HRP (Santa Cruz, cat.sc-2005) 1:2000, goat anti-rabbit IgG-HRP (Santa Cruz, cat.sc-2004) 1:2000, goat anti-mouse IgG (H+L) AlexaFluor488 conjugated (Invitrogen, cat.A-11029) 1:2000, goat anti-mouse IgG (H+L) AlexaFluor594 conjugated (Invitrogen, cat.A-11032) 1:2000, goat anti-rabbit IgG (H+L) AlexaFluor594 conjugated (Invitrogen, cat.A-11037) 1:2000, donkey anti-sheep IgG (H+L) AlexaFluor594 conjugated (Invitrogen, cat.A-11016) 1:2000, donkey anti-sheep IgG (H+L) AlexaFluor488 conjugated (Invitrogen, cat.A-11015) 1:2000. For the IpaJ western blot experiments, we used the following secondary antibodies: IRDye 800CW goat anti-rabbit IgG (H+L) (cat.926-32211, Li-Cor) 1:10000 and IRDye 800CV goat anti-mouse IgG (H+L) (cat.926-32210, Li-Cor) 1:10000.

## Validation

BrdU  
<https://www.abcam.com/brdu-antibody-bu175-icr1-proliferation-marker-ab6326.html>  
 GAPDH  
<https://www.abcam.com/gapdh-antibody-loading-control-ab22555.html>  
 IL8  
[https://www.rndsystems.com/products/human-il-8-cxcl8-antibody-6217\\_mab208/](https://www.rndsystems.com/products/human-il-8-cxcl8-antibody-6217_mab208/) / Georgilis et al. 2018  
 IL6  
[https://www.rndsystems.com/products/human-il-6-antibody\\_af-206-na/](https://www.rndsystems.com/products/human-il-6-antibody_af-206-na/) / Georgilis et al. 2018  
 ARF1/3/5/6  
<https://www.thermofisher.com/antibody/product/ARF1-ARF3-ARF5-ARF6-Antibody-clone-1D9-Monoclonal/MA3-060>  
 P16-Ink4a (JC-8)  
<https://www.scbt.com/p/p16-antibody-jc8>  
 COPB2  
 Validation from immunoblot of lysates from IMR90 ER:RAS cells transduced with COPB2 shRNA (Supplemental Figure 2A)  
 EEA1  
<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/cell-biology-reagents/cell-biology-antibodies/purified-mouse-anti-eea1-14eea1/p/610457>  
 XBP1  
<https://www.abcam.com/xbp1-antibody-ab37152.html>  
 ATF6  
<https://www.abcam.com/atf6-antibody-ab37149.html>  
 TGN46  
<https://www.bio-rad-antibodies.com/polyclonal/human-tgn46-antibody-ahp500.html?f=purified>  
 GM130  
<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/cell-biology-reagents/cell-biology-antibodies/purified-mouse-anti-gm130-35gm130/p/610822>  
 CHOP  
<https://www.cellsignal.co.uk/products/primary-antibodies/chop-l63f7-mouse-mab/2895>  
 p21 (12D1)  
<https://www.cellsignal.co.uk/products/primary-antibodies/p21-waf1-cip1-12d1-rabbit-mab/2947>  
 p21 (EPR18021)  
<https://www.abcam.com/p21-antibody-epr18021-ab188224.html>  
 N-RAS  
<https://www.scbt.com/p/n-ras-antibody-f155/> Amor et al. 2020  
 $\beta$ -Catenin (6F9)  
<https://www.thermofisher.com/antibody/product/beta-Catenin-Antibody-clone-6F9-Monoclonal/MA1-300>  
 $\beta$ -Catenin (RB-9035-P1)  
<https://www.thermofisher.com/order/catalog/product/RB-9035-P?uk&en#/RB-9035-P?uk&en>  
 Synaptophysin  
<https://shop.leicabiosystems.com/us/ihc-ish/ihc-primary-antibodies/pid-synaptophysin>  
 Cleaved-Caspase-3  
<https://www.cellsignal.co.uk/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>  
 CXCL1  
[https://www.rndsystems.com/products/human-cxcl1-groalpha-kc-cinc-1-antibody\\_af275](https://www.rndsystems.com/products/human-cxcl1-groalpha-kc-cinc-1-antibody_af275)  
 BMP2/4  
[https://www.rndsystems.com/products/human-bmp-2-bmp-4-antibody-100230\\_mab3552](https://www.rndsystems.com/products/human-bmp-2-bmp-4-antibody-100230_mab3552)  
 VEGF  
[https://www.rndsystems.com/products/human-vegfr-antibody-23410\\_mab2931](https://www.rndsystems.com/products/human-vegfr-antibody-23410_mab2931)  
 GM-CSF  
[https://www.rndsystems.com/products/human-gm-csf-antibody-3209\\_mab215](https://www.rndsystems.com/products/human-gm-csf-antibody-3209_mab215)  
 CD68  
<https://www.abcam.com/products/primary-antibodies/cd68-antibody-ab125212.html>

ARF1  
<https://www.ptglab.com/products/ARF1-Antibody-10790-1-AP.htm>  
 ARL1  
<https://www.ptglab.com/products/ARL1-Antibody-16012-1-AP.htm>  
 PPM1B  
<https://www.sigmaaldrich.com/US/en/product/sigma/hpa016745>  
 alpha-Tubulin  
<https://www.abcam.com/products/primary-antibodies/alpha-tubulin-antibody-dm1a-loading-control-ab7291.html>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | IMR-90, SK-HEP-1, A549, HCT-116, MCF-7, PBEC cells were obtained from ATCC. NHLF cells were obtained from Lonza. HFFF2 cells were obtained from ECACC. 5PT cells were a gift from Professor IC Mackenzie (Queen Mary University of London). |
| Authentication                                                    | IMR-90, SK-HEP-1 and A549 cells were authenticated in 2019 using DNA short tandem repeat profiling (Eurofins).                                                                                                                              |
| Mycoplasma contamination                                          | All cell lines were routinely tested for mycoplasma contamination and were negative.                                                                                                                                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of the cell lines used in this study is present in the database of commonly misidentified cell lines.                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were kept under specific pathogen-free barrier conditions within individually ventilated cages on a 12-hour light/dark cycle at a temperature of 21 +/- 2°C and humidity 45-65%. Mice were given ad libitum access to food and water. HDTV1 experiments were performed on female C57BL/6J mice (5-6 weeks old). Cancer xenograft experiments performed on male NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (3-5 months old). Ex vivo neoplastic pituitaries were isolated from Hesx1Cre/+;Ctnnb1lox(ex3)/+ embryos on a C57 background (18.5 dpc). Lung fibrosis experiments described in Fig 5 were performed on 6-8 weeks old, athymic (nu/nu) male mice. Bleomycin-induced lung fibrosis experiments were performed on 6-8 weeks old, male C57BL/6J mice. Western diet experiments were performed on male C57BL/6J (8-weeks old).                                                                                                                                    |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | This study did not involve samples collected in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | Our research complies with all relevant ethical regulations and guidelines. The lung fibrosis experiments were performed in compliance with guidelines established by the Barcelona Science Park's Committee on Ethics for Animal Experimentation (CEEa) and under approved protocol number 10884. All other mouse procedures were performed under licence, according to UK Home Office Animals (Scientific Procedures) Act 1986, ARRIVE, and local institutional guidelines. The mouse pituitary experiments were approved by the UCL ethical review committee (PPL P5FB9D417). Liver cancer initiation and the Western diet experiments were approved by the animal welfare and ethical review board at Imperial College London (PPL 70/09080 and PPL PE02064666 respectively). Cancer xenograft experiments were performed by national and international guidelines and were approved by the institutional review board at Southampton University (PPL P81E129B7). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells
**Source:** Nat Cell Biol. 2023 Nov 27;25(12):1804–20. doi: 10.1038/s41556-023-01287-6
**Supplement:** Supplementary file 10 — Unprocessed western blots.

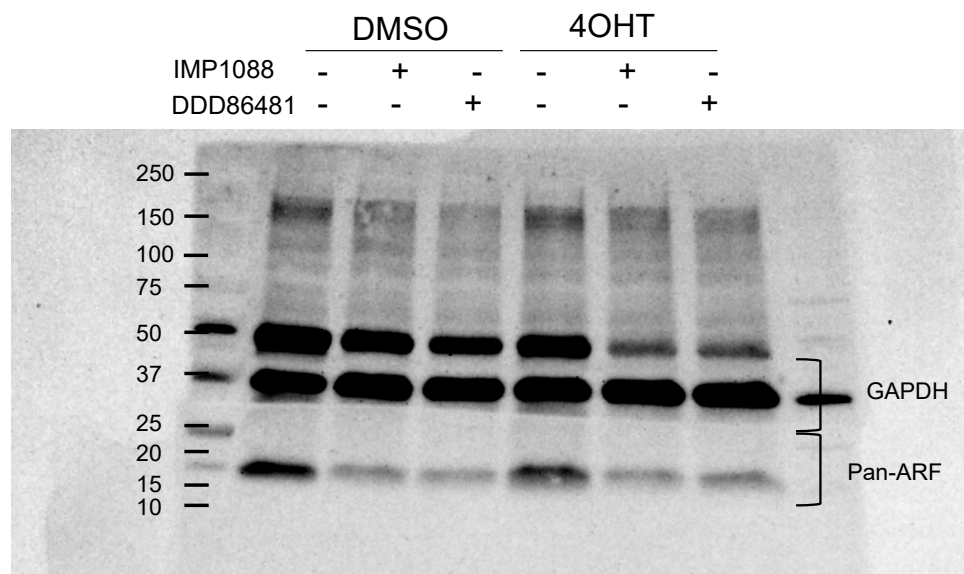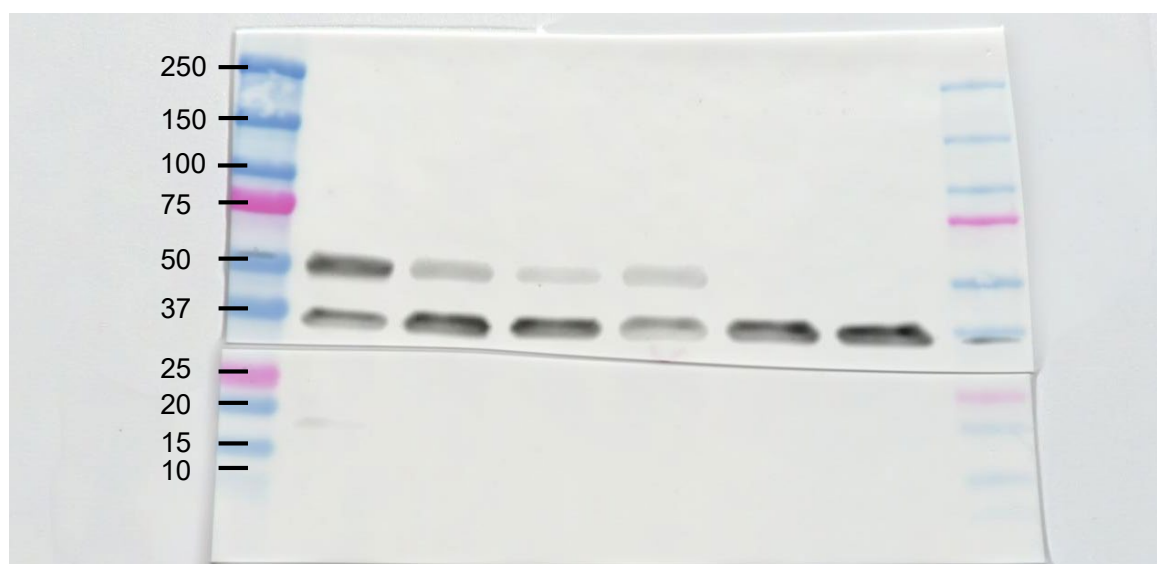

**Uncropped images of western blots shown in Figure 6a**  
 The molecular weights (kDa) of size markers are indicated.

# Supplementary material for: COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells
**Source:** Nat Cell Biol. 2023 Nov 27;25(12):1804–20. doi: 10.1038/s41556-023-01287-6
**Supplement:** Supplementary file 17 — Unprocessed western blots.

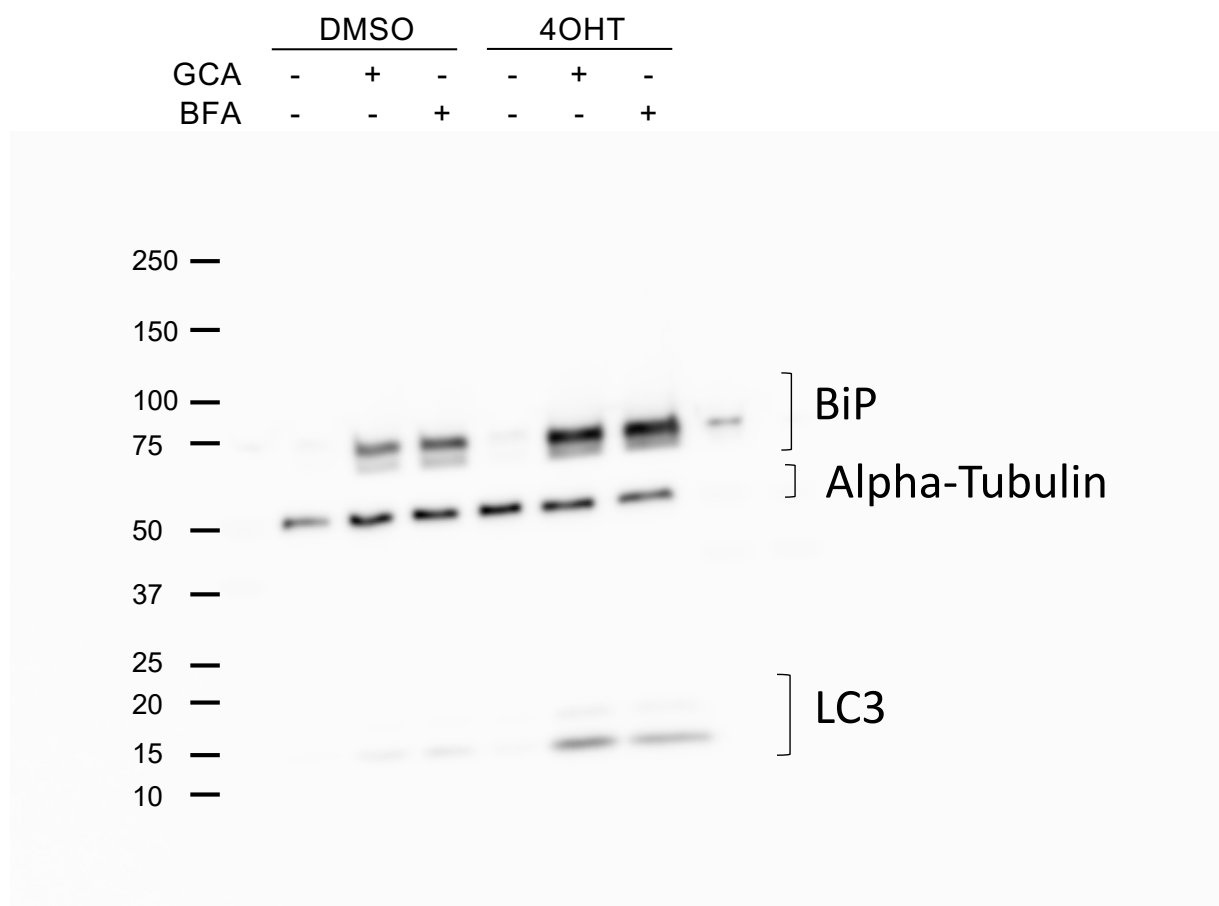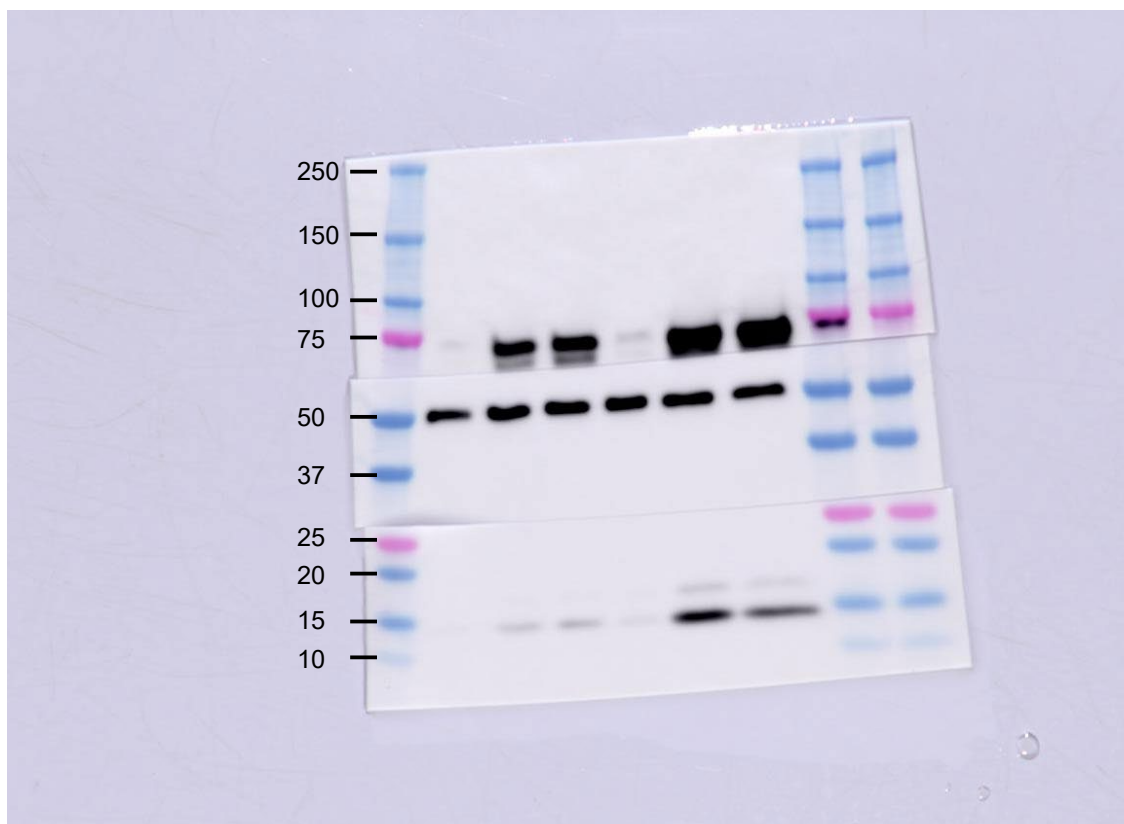

**Uncropped images of western blots shown in Extended Data Figure 4f.** The molecular weights (kDa) of size markers are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

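The data are counts of RNA-seq reads per gene in the liver of 44 mice, 15 chow + vehicle, 14 WD + vehicle and 15 WD + NMTi. The authors isolated poly(A) mRNA, made directional libraries, sequenced single-end reads and deposited raw counts per gene and mouse, with no normalization. The reporting summary lists TopHat and HTSeq without a species, and the methods give the aligner's settings, the genome build and the annotation for human reads. The settings used for the mouse reads, the use of strand among them, are not stated. Each column of counts was assigned to its mouse and group from the sample labels, and 0 columns were left unused. No pair of mice of 1 group was a duplicate: over 11107 genes, the squared differences of counts were at least 13.4 times the sampling noise. Of the 55401 gene identifiers, 54349 matched GENCODE M21 (GRCm38) with their version and 55141 without it.

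Total counts per mouse lay between 16272927 and 34143682. Group medians of the totals were 20105906 for chow + vehicle, 21334015.5 for WD + vehicle and 22952055 for WD + NMTi mice. No difference in mean total was detected between the groups compared (permutation p = 0.237 for WD + vehicle against chow + vehicle and 0.129 for WD + NMTi against WD + vehicle). The mean slope of expression on GC content differed in both comparisons (permutation p = 0.00011 and 0.0403). For the slope on transcript length no difference was detected (p = 0.631 and 0.923).

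Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. The filter filterByExpr by group kept 13890 genes. Differential expression was tested with edgeR's quasi-likelihood test, with TMM normalization, robust dispersions and 1 fit of all 44 mice, and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. GSEA used fgsea's multilevel method with weight 1 on the DESeq2 Wald statistic, which the paper's methods name. The paper took curated sets from MSigDB, which was not available. Gene lists written before the data were examined stood in for it. The senescence list was written from memory of a published signature of genes raised in senescence, without a check of its membership, and the SASP, Kupffer cell, NKT cell, CD8 T cell and collagen lists from general knowledge of the genes. A further 13 lists, for resident Kupffer cells, lipid-associated macrophages, lipid droplets, cholesterol synthesis, the unfolded protein response, COPI and NMT, hepatocytes, liver sinusoidal endothelial cells, cholangiocytes, stellate cells, B cells, neutrophils and proliferation, were treated as a family of 26 tests. Reactome sets supplied with fgsea, with 10 to 500 tested genes, were matched by Entrez number, which 12790 of the 13890 genes have. Of the 860 sets, 172 passed the threshold with WD and 215 with NMTi.

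A list score is the mean over a list's genes of z-scores of TMM-normalized log2 CPM with a prior count of 2. Differences of mean scores were tested by two-sided permutation tests with 100000 resamples. Senescence list genes in another of the 6 lists number 8 of 70, and those of the SASP list 8 of 40, of the NKT cell list 5 of 9, of the CD8 T cell list 5 of 18, of the collagen list 1 of 37 and of the Kupffer cell list 0 of 25.

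The genes named are those the paper measured in these livers (Cdkn1a, Col1a1, Col4a1 and Cd68), the 3 genes with the smallest p of each of the 6 lists in each comparison, and the 3 largest rises and 3 largest falls past the threshold with a mean log2 CPM of at least 1 in each comparison. This rule, the lists, the tests and the alternatives were set at the same time as the lists. Alternatives added later are the slopes on gene length and on GC content as covariates, the number set as a random block (voom and duplicateCorrelation of limma), the scores of the other lists under the same alternatives, and the Reactome counts with genes ranked by edgeR.

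The methods were tested on simulated counts drawn from the means and library sizes of the 44 mice, with 200 of 13890 genes changed between WD + NMTi and WD + vehicle mice. edgeR called 196 of the 200 (98%) and 8 unchanged genes, and DESeq2 197 and 14. The planted changes were large (100 of the 200 were 4-fold), and simulated genes and mice varied independently. In the real data the median absolute log2 fold change with NMTi was 0.095 (edgeR), and mice of a number set resemble each other. The 98% is thus no measure of the power for changes of that size. No gene was called in the comparison without a change, where 697 had an unadjusted p under 0.05. A list of 30 changed genes had an NES of 2.84 and a score p of 1e-05, the smallest that 100000 resamples give. Of 200 random lists, 7 had an enrichment p under 0.05 and 19 a score p under 0.05, which fell to 10 of 200 in lists drawn only from unchanged genes, a test added after the first was seen. Figures were drawn with matplotlib from the tables of results.

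The alternatives were DESeq2, other size factors, other filters on low counts, fits of only the groups compared, sums or means per number set of mice, library size as a covariate, other rankings, other set tests (camera with a correlation of 0.01 or an estimated one, and fry), genes of 1 list only, Reactome sets in place of lists, scores without z-scores, and fits without each of the 11 number sets in turn. Staining, serum and weight data of the same mice are not in the deposited counts and were left out.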

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

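The lists below cover genes outside the signatures the paper discusses for these livers, and each differed between the groups compared with an adjusted p under 0.05 over 26 permutation tests of list scores. The tests of the scaling of the libraries and of the share of hepatocyte RNA were chosen only after the result was seen, and those of trends with library size, gene length and GC content and of single mice before their outcome was known. Each trend test removed the slopes of a score on library size, on the gene length slope and on the GC slope, fitted within groups, before the group means were compared.

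With WD, the cholesterol synthesis list had a score difference of −1.73 (adjusted p = 5.2e-05) and an NES of −2.94, with all 20 genes lower and past the threshold over all genes, and 14 of 14 WD + vehicle mice below the chow + vehicle mean. The difference was −1.82 with the trends removed (permutation p = 1e-05, the smallest that 100000 resamples give). Over edgeR's TMM, RLE and upper-quartile scalings, the median log2 fold change of the list reached −1.62 at the highest with all 20 genes lower, while upper-quartile scaling moved the median of all genes to 0.06. These tests argue against the scaling and against the trends as the whole cause. The comparison is one of diets, and as a hypothesis the diet may lower the genes of cholesterol synthesis, with −1.82 left after the trends were removed. Which part of the diet does so was not tested, its cholesterol included. With NMTi the list's score difference of −0.0585 did not pass the threshold (adjusted p = 0.756). Of its 20 genes, 3 were lower with an unadjusted p under 0.05 and 1 when adjusted over the list alone. Among the 3 is Sqle (log2 fold change −1.38, adjusted p = 0.134 in edgeR and 0.0426 in DESeq2), lower in 13 of 15 mice.

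Also with WD, the lipid-associated macrophage list rose by a score difference of 1.51 (adjusted p = 5.2e-05; 1.33 with the trends removed, permutation p = 1e-05, the smallest possible) and the lipid droplet list by 1.41 (adjusted p = 5.2e-05; 1.38, p = 1e-05), each in 14 of 14 mice. Proliferation genes rose by 1.18 (adjusted p = 0.00097; 1.05, p = 0.00055) in 13 of 14 mice, while those of the unfolded protein response fell by a difference of −0.621 (adjusted p = 0.0084; −0.581, p = 0.00047) in 12 of 14. The latter was −0.498 (adjusted p = 0.0682) without number set 2. None of these is explained by the trends alone, and what in the diet or in the tissue's response to it lies behind them was not tested.

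The lists of liver cell types moved as well. The hepatocyte list had a difference of −1.01 (adjusted p = 5.2e-05; −0.912 with the trends removed, p = 1e-05), with 14 of 14 mice lower. Stellate cell genes rose by 1.44 (adjusted p = 5.2e-05; 1.23, p = 1e-05) in 14 of 14 mice, liver sinusoidal endothelial cell genes by 0.772 (adjusted p = 0.0129; 0.78, p = 0.0021) in 12, cholangiocyte genes by 0.715 (adjusted p = 0.0071; 0.538, p = 0.0144) in 12, B cell genes by 0.701 (adjusted p = 0.0112; 0.481, p = 0.0336) in 13, and neutrophil genes, 3 of 7 tested, by 0.977 (adjusted p = 0.0086; 0.803, p = 0.0093) in 13. By NES, the sinusoidal endothelial (1.49, adjusted p = 0.098), cholangiocyte (1.45, 0.108), B cell (1.23, 0.296) and neutrophil lists (1.39, 0.108) did not pass the threshold. The sinusoidal endothelial difference was 0.397 (adjusted p = 0.143) without number set 5 of the chow + vehicle group, in which 4 of 5 mice had scores of −1.76 to −1.28, so that the call rests on this set. Without number set 8, the B cell difference was 0.643 (adjusted p = 0.0589), and the neutrophil difference was 0.757 without number set 7 (adjusted p = 0.0751) and 0.823 without number set 8 (adjusted p = 0.0608). A lower share of hepatocyte RNA would raise the other cell types alike. The mean log2 CPM of the stellate cell list, however, rose by 0.986 more than that of the resident Kupffer cell list (permutation p = 0.00022), which itself did not rise (−0.17), so that a lower hepatocyte share alone does not explain the pattern. Changes in the number of single cell types, or in expression within a type, stay open, and bulk RNA holds no value that separates them. With 1 mean per number set, the 35 possible splits allow no p under 0.0286, and the smallest adjusted p over 26 tests was 0.0825, so that this test says little about these lists.

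With NMTi, the COPI and NMT list, which holds genes of the COPI coat, Arf1, Gbf1 and both NMT enzymes, had a score difference of 0.492 (adjusted p = 0.00056) and an NES of 2.21, with 15 of 15 WD + NMTi mice above the WD + vehicle mean. The change was small, 0.07 in mean log2 CPM, with 10 of 13 genes higher, none past the threshold over all genes, 3 when adjusted over the list alone and 5 with an unadjusted p under 0.05. With the trends removed, the difference was 0.282 (permutation p = 0.0131), so that library size, length and GC content explain part of it at most. With 1 mean per number set it was 0.519 (adjusted p = 0.124, with the same limit). The last doses fell in week 15 of 19, and whether NMTi itself raised these genes was not tested. A response of the COPI pathway to NMTi may be put as a hypothesis, with 0.282 as the difference left by the trends, and differences between number sets stay open.

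The cholangiocyte list fell with NMTi by a difference of −0.837 (adjusted p = 0.0086; −0.699 with the trends removed, p = 0.0099), with 13 of 15 mice below the WD + vehicle mean, all 6 genes lower, 1 past the threshold over all genes and 5 when adjusted over the list alone. Its fall in mean log2 CPM went −0.48 beyond that of the resident Kupffer, sinusoidal endothelial, stellate and B cell lists (permutation p = 0.0292), which a higher share of hepatocyte RNA would not give. Outside these 4 lists, neutrophil genes fell by −0.687 in mean log2 CPM and lipid-associated macrophage genes by −0.57, against −0.669 for cholangiocytes, so that the fall is not particular to bile duct genes. Of the 4 genes that edgeR called with NMTi, Krt19 is on this list, and Muc1 is also known from bile duct epithelium. When each of the 29 WD mice was left out in turn, the highest unadjusted p was 2.4e-06 for Muc1, 6.2e-05 for Krt19, 2.5e-05 for Tsc22d4 and 5.2e-05 for Id4, so that no single mouse carries them by unadjusted p. After adjustment Muc1 passed the threshold in 29 of these 29 fits, Krt19 in 11, Tsc22d4 in 9 and Id4 in 7. Without number set 4 of the WD + vehicle group none of the 4 did (adjusted p = 0.183 for Muc1, Tsc22d4 and Id4 and 0.237 for Krt19). None did without number set 9 (adjusted p = 0.0758 for each) or number set 11 (0 genes called, adjusted p = 0.0753 for Muc1). The log2 CPM of Muc1 was above 1.6 in 5 of 14 WD + vehicle mice, 3 of them of number set 4, and 1.11 or less in the other 9. With the number set as a random block none of the 4 did (adjusted p from 0.719 to 0.734). The log2 fold change of Muc1 was −2.15 without mouse 43 of the WD + vehicle group. With 1 mean per number set, the list difference was −0.881 (adjusted p = 0.0825). Fewer bile duct cells, or lower expression in them, may lie behind this, with −0.48 beyond those 4 lists, and differences between number sets stay open.

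Neutrophil genes, of which 3 of 7 were tested, had a score difference of −0.855 with NMTi (adjusted p = 0.0202), with 13 of 15 mice lower, no longer past the threshold without number set 3, 6, 8 or 11 (adjusted p from 0.0535 to 0.137). With 1 mean per number set, where no unadjusted p can be under 0.0286, the difference was −0.78 (adjusted p = 0.206). With the trends removed the difference was −0.488 (permutation p = 0.119), and a trend and a change of the cells cannot be told apart with 3 genes and a GC slope that itself differs between the groups.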

How the results depend on the processing

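All alternatives below were fixed in advance, except the slopes on gene length and GC content, the number set as a random block and all alternatives for the other lists, which were chosen after seeing the data. No paired analysis was possible because the mice of different groups share no replicate numbers. In each paragraph the cause was not tested, unless stated.

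The number of genes past the threshold with WD lay between 4238 and 6087 in the fits that each left out 1 number set and fell to 3450 with counts summed per number set, where 11 sums replace 44 mice. With upper-quartile normalization, 3878 genes were higher and 1734 lower, against 3228 and 2621. With NMTi, the 4 genes became 27 with DESeq2, 53 with no low-count filter, 33 with the gene length slope as a covariate (17 higher and 16 lower), 2 with log2 library size and 1 with the GC slope as a covariate. The count was 0 with at least 10 counts in every mouse, with only the 2 groups compared, with counts summed per number set and with the number set as a random block (unadjusted p under 0.05: 1326, 1689, 1018 and 933 genes). It ranged from 0 to 145 across the fits that each left out 1 number set, and was 145 without number set 8 of the WD + vehicle group, among them the same 4 genes. The share of genes changed by WD that moved back with NMTi was 83.6% for at least 2-fold changes and 66.5% with the WD + vehicle mice split at random into 2 groups, 1 for each comparison, against 76.1%. Across the fits without 1 number set it lay between 71.1% and 80.4%.

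With WD, the NES of the senescence, SASP, Kupffer cell and collagen lists stayed past the threshold under every alternative ranking and filter, and failed only where another set or test was used. Those of the T cell lists did not hold. The NES of the NKT cell list was 1.32 with counts summed per number set, 1.30 when ranked by edgeR, 1.37 with genes in no other list, 1.41 with the gene length slope and 1.41 with the GC slope as a covariate, and from 1.27 to 1.67 across the fits without 1 number set. For CD8 T cells it was 1.36 in genes with at least 10 counts in every mouse, 1.44 with counts summed per number set, 1.43 with genes in no other list, 1.41 with the gene length slope, and from 1.42 to 1.84 without 1 number set. With NMTi, the NES of the CD8 T cell list was −0.93 in genes with at least 10 counts in every mouse, −1.50 with counts summed per number set, −1.47 with the gene length slope, and from −2.08 to −1.21 without 1 number set. The NES of the NKT cell list was 0.67 with genes in no other list, and from −1.77 (without number set 9, past the threshold) to −0.63. That of the collagen list was −1.34 with the GC slope as a covariate (adjusted p = 0.105).

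In place of the lists, the Reactome sets gave NES values of 0.74 (senescence) and 1.06 (SASP) with WD, and −1.07 and −0.74 with NMTi. In camera with a preset correlation of 0.01, the NKT cell list with WD had an adjusted p of 0.103. With the correlation estimated, between 0.0728 and 0.47, no list passed. With WD the adjusted p was 0.216 for senescence and SASP, 0.23 for Kupffer cells and collagen and 0.442 for both T cell lists, and with NMTi 0.23 for senescence, SASP, Kupffer cells and collagen and 0.329 for CD8 T cells. In fry, which keeps the correlation between genes, the calls with WD held, and with NMTi the adjusted p was 0.0623 for Kupffer cells and for collagen and 0.11 for CD8 T cells.

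Score differences with NMTi changed their side of the threshold most. Without z-scores they were −0.149 for senescence and −0.261 for SASP, no longer past it, and −0.29 for Kupffer cells, now past it (adjusted p = 0.0469). With 1 mean per number set no difference passed, with a smallest adjusted p of 0.0857 in a test whose unadjusted p cannot be under 0.0286: 0.544 for senescence, 1.03 for SASP, 0.981 for Kupffer cells, 0.761 for NKT cells, 0.753 for CD8 T cells and 0.837 for collagen with WD, and −0.187, −0.291 and −0.334 for senescence, SASP and CD8 T cells with NMTi. All kept their direction. Across the fits without 1 number set, the differences with NMTi ran from −0.256 to −0.158 for senescence, from −0.392 to −0.25 for SASP, from −0.509 to −0.294 for Kupffer cells, from −0.566 to −0.141 for NKT cells, from −0.579 to −0.246 for CD8 T cells and from −0.456 to −0.213 for collagen. With WD, that of NKT cells ran from 0.633, no longer past the threshold without number set 7 (adjusted p = 0.0573), to 1.06. The highest values for senescence and Kupffer cells came without number set 8 of the WD + vehicle group.

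The log2 fold change of Cdkn1a with NMTi was −0.0323 with log2 library size as a covariate, and from −0.093 to 0.448 without 1 number set, never past the threshold. Among the other lists, the direction changed for resident Kupffer cells with WD (−0.171 without z-scores, and from −0.109 to 0.139 without 1 number set) and, with NMTi, for lipid droplets (from −0.00065 to 0.228), cholesterol synthesis (from −0.181 to 0.091) and the unfolded protein response (from −0.259 to 0.0999), none past the threshold. Of the other values for single genes and lists, 41 were weaker and 3 stronger under the alternatives, and 44 weaker and 5 stronger without 1 number set.

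The lowest library size was 16272927 counts, and 9 of 19 NKT cell and 18 of 26 CD8 T cell genes had enough counts to be tested.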

Differences from the paper's values

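The paper's NES values below were read by eye from its figure and rest on MSigDB sets, while those here rest on other lists. The SD over the fits without 1 number set serves as a yardstick for them and is not a standard error. For the fall of the senescence signature with NMTi, the paper's NES is about −1.6 in Fig. 8e, read by eye, against −1.95 here. Of the alternatives set before the data were examined, the fit without number set 8 gave −1.51, within the SD of 0.169 over the fits without 1 number set, and the others did not close the gap. For Kupffer cells, the paper's NES is about −2.5 in Fig. 8m, read by eye, against −2.24 here. The fits without number set 1 (−2.34), 4 (−2.38) or 10 (−2.29) lie within the SD of 0.209, and the other alternatives do not. For collagen formation, the paper's NES is about −2.0 in Fig. 8n, read by eye, against −2.23 here. The Reactome set in place of the list (−2.15) and the fits without number set 3 (−2.19), 8 (−1.92), 10 (−2.05) or 11 (−1.90) lie within the SD of 0.189, and the others do not.

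The fall of Col4a1 with NMTi is a log2 ratio of −0.81 between the paper's group means in RT–qPCR (standard error 0.20 from the SEM of the paper's values), against a log2 fold change of −0.37 (standard error 0.20) in the counts. None of the alternatives set before the data were examined closed the gap, and their values lay between −0.53 and −0.20. A gap here is a difference beyond the larger of both standard errors. Their combined error was not used, so that no difference between the methods is shown. For Col1a1, the paper's ratio with NMTi is −1.15 (standard error 0.51) against −0.81 here, and its ratios with WD are 2.89 for Col1a1 and 0.78 for Col4a1 against 2.86 and 0.90, all within the errors. The paper's RT–qPCR values cover 14 WD + NMTi mice and the counts 15.

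The paper states that Col1a1 and Col4a1 were significantly lower with NMTi in RT–qPCR. In the counts neither passed the threshold (adjusted p = 0.426 and 0.439, edgeR), nor under any alternative run. This threshold is adjusted over 13890 genes, while the paper tested single genes, so that both are not alike. The unadjusted p-values in edgeR were 0.0551 and 0.0645, slightly over 0.05, and both genes were lower as in the paper. The paper also states that the signatures of Kupffer cells, NKT cells and CD8 T cells were lower with NMTi. The NKT cell list was not past the threshold here (NES −1.26, adjusted p = 0.198), except without number set 9 (NES −1.77, adjusted p = 0.0052; score difference −0.566, adjusted p = 0.017). By mouse scores, the Kupffer cell and collagen lists did not pass the threshold with NMTi either (adjusted p = 0.0552 and 0.112). The Kupffer cell score passed it without z-scores (adjusted p = 0.0469) and without number set 4, 9 or 10, and the collagen score without number set 9 (adjusted p = 0.0444).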

Other observations

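The tests of other splits of the mice, of the shared WD + vehicle mice and of the second component were chosen after the results they test were seen, and the tests of number sets against technical trends and of the senescence genes against other lists before.

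The counts of genes and the enrichments were compared with those of other splits of the same mice, the real one included, with NES values from genes ranked by edgeR. For WD + vehicle against chow + vehicle, 1 of 60 splits, the real one, gave as many genes past the threshold. As large an NES came in 5 of the 60 splits for senescence, 11 for SASP, 11 for Kupffer cells, 39 for NKT cells, 37 for CD8 T cells and 19 for collagen. For WD + NMTi against WD + vehicle, 3 of 60 splits gave as many genes, and as large an NES came in 5 for senescence, 2 for SASP, 14 for Kupffer cells, 35 for NKT cells, 7 for CD8 T cells and 18 for collagen. The share of genes that moved back was as large in 13 of the 60. An NES depends on ranks and not on the size of changes: 1 random split of the WD + vehicle and chow + vehicle mice with 0 genes past the threshold (unadjusted p under 0.05: 1660 genes) had a senescence NES of −2.32. Splits of these mice that are uneven in diet also carry part of its effect, so that they do not stand for mice without a change. The counts for NES thus show that, apart from SASP with NMTi, an NES by itself does not tell the real groups from other splits. That of SASP with NMTi was matched in 2 of 60 random splits, but in 6 of the 35 that keep number sets whole. The counts do not show that the enrichments with WD arose by chance, for which the gene count of 1 in 60 is the closer test. Genes of a list vary together between mice (correlations of 0.0728 to 0.47 in camera), which the NES p values do not take up, while the score differences use mice as replicates.

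A random split mixes the number sets. Of the 35 splits of the WD mice that keep number sets whole, 4 sets against 4, 10 gave at least as many genes as the real one, itself included, and the highest had 1204. Counted in the same way, as large an NES came in 3 of these 35 for senescence, 6 for SASP, 6 for Kupffer cells, 21 for NKT cells, 13 for CD8 T cells and 5 for collagen, and as large a share of genes that moved back in 6. Each number set lies within 1 treatment group, so a difference between sets and an effect of NMTi are separated only by the 8 sets of WD mice. What the sets stand for is not stated, and a fixed term for the set cannot be separated from the group. With the set as a random block (limma, correlation 0.135 between mice of a set), a fit added after seeing the data, 2484 higher and 1774 lower genes passed the threshold with WD and 0 genes with NMTi (unadjusted p under 0.05: 933), while no NES of the 6 lists changed its side of the threshold. This fit still takes its degrees of freedom from mice and not from sets.

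The resemblance of mice of a number set stayed when library size, gene length slope and GC slope were removed (mean correlation 0.0243 within sets and −0.101 between them, one-sided permutation p = 0.0013), which argues against these as its whole cause. Shared housing, litter or handling may underlie it, with p = 0.0013 after removal, and none of these was tested. Simulated mice without an effect of NMTi gave a share of genes that moved back of 59.3% at most, below the real 76.1%. Simulated genes vary independently, though, while the other splits of the real WD mice, with genes that vary together, had a median share of 59.5% for random splits and reached 86.3%. When no mouse was used in both comparisons, the share was 66.5% on average over 20 draws, from 56.0% to 84.3%, above even odds in each. These draws reuse the same WD + vehicle mice and have fewer mice per comparison. The shared mice may thus be only part of the excess. For the rest, an effect of NMTi and differences between mice or number sets cannot be told apart.

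The second principal component followed the slope of expression on transcript length over the 44 mice (Pearson r = −0.968, Spearman rho = −0.895, permutation p = 1e-05 for both, the smallest that 100000 resamples give), also within the groups (r from −0.995 to −0.972). Without the 2 mice farthest from the median slope, mice 15 (WD + vehicle) and 73 (chow + vehicle), r was −0.938. These were the only relations computed. Lower RNA integrity in a few mice is a candidate explanation for this r of −0.938, since the paper's methods accept tissue RNA with an integrity number of 3 or more, but the deposited data hold no integrity value. No difference in the mean slope on transcript length was detected between the groups compared (permutation p = 0.631 and 0.923).

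One hypothesis was that the senescence list follows the share of macrophages and collagen-producing cells. In the 62 senescence genes of no other list, the score difference with NMTi was −0.219 (permutation p = 0.0168), and −0.066 (p = 0.19) once the slopes on the Kupffer cell and collagen scores within groups were removed. With WD it was 0.485 and then 0.111 (p = 0.0247). With NMTi the change in these genes may thus be that of the Kupffer cell and collagen lists, with −0.066 left, while with WD a part of 0.111 remained beyond them. The test does not show which of them comes first.

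Lists without a score difference past the threshold are given here as values. With WD, the resident Kupffer cell list had a score difference of 0.0276 (adjusted p = 0.92) and the COPI and NMT list −0.239 (adjusted p = 0.149), which passed the threshold at −0.418 without number set 8 of the WD + vehicle group (adjusted p = 0.0222). With NMTi, score differences were −0.19 for resident Kupffer cells (adjusted p = 0.541), −0.426 for lipid-associated macrophages (adjusted p = 0.121, but NES −1.86 with adjusted p = 0.0052), 0.0734 for lipid droplets (adjusted p = 0.616), −0.0439 for the unfolded protein response (adjusted p = 0.855), 0.225 for hepatocytes (adjusted p = 0.307), −0.401 for liver sinusoidal endothelial cells (adjusted p = 0.142), −0.445 for stellate cells (adjusted p = 0.0577), −0.278 for B cells (adjusted p = 0.268) and −0.369 for proliferation (adjusted p = 0.268). The stellate cell difference passed the threshold without z-scores (adjusted p = 0.026) and without number set 1 (adjusted p = 0.0491) or 9 (adjusted p = 0.0142).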
